# The hepatic integrated stress response suppresses the somatotroph axis to control liver damage in nonalcoholic fatty liver disease

**DOI:** 10.1016/j.celrep.2022.111803

**Published:** 2022-12-13

**Authors:** Rika Ohkubo, Wei-Chieh Mu, Chih-Ling Wang, Zehan Song, Marine Barthez, Yifei Wang, Nathaniel Mitchener, Rasul Abdullayev, Yeong Rim Lee, Yuze Ma, Megan Curtin, Suraj Srinivasan, Xingjia Zhang, Fanghan Yang, Peter H. Sudmant, Angela Oliveira Pisco, Norma Neff, Cole M. Haynes, Danica Chen

## Abstract

Nonalcoholic fatty liver disease (NAFLD) can be ameliorated by calorie restriction, which leads to the suppressed somatotroph axis. Paradoxically, the suppressed somatotroph axis is associated with patients with NAFLD and is correlated with the severity of fibrosis. How the somatotroph axis becomes dysregulated and whether the repressed somatotroph axis impacts liver damage during the progression of NAFLD are unclear. Here, we identify a regulatory branch of the hepatic integrated stress response (ISR), which represses the somatotroph axis in hepatocytes through ATF3, resulting in enhanced cell survival and reduced cell proliferation. In mouse models of NAFLD, the ISR represses the somatotroph axis, leading to reduced apoptosis and inflammation but decreased hepatocyte proliferation and exacerbated fibrosis in the liver. NAD^+^ repletion reduces the ISR, rescues the dysregulated somatotroph axis, and alleviates NAFLD. These results establish that the hepatic ISR suppresses the somatotroph axis to control cell fate decisions and liver damage in NAFLD.

## In brief

Ohkubo et al. show that hepatic ER stress results in the suppression of the somatotroph axis, which controls liver damage in nonalcoholic fatty liver disease by preventing hepatocyte death and proliferation, resulting in reduced inflammation but increased fibrosis. This study has important implications in treating this prevalent metabolic disease.

## INTRODUCTION

The current challenges in developing therapeutics against nonalcoholic fatty liver disease (NAFLD) reflect its complex nature, raising the question of whether the solution requires a combination of drugs. NAFLD can be ameliorated by calorie restriction, which leads to the suppressed growth hormone/insulin-like growth factor-1 (IGF-1) somatotroph axis, a conserved regulator of lifespan that triggers the activation of the cellular protective program and the re-allocation of resources from growth to somatic preservation.^1–9^ Paradoxically, suppression of the somatotroph axis is associated with patients with NAFLD and, in particular, is correlated with the severity of fibrosis.^10–19^ Whether the somatotroph axis controls liver damage during the progression of NAFLD is unknown.

NAFLD begins with hepatosteatosis and can progress to nonalcoholic steatohepatitis (NASH) in response to endoplasmic reticulum (ER) stress.^20–22^ The integrated stress response (ISR) is a critical regulator of protein homeostasis at the cellular and organismal level to control the pathogenesis of complex diseases.^23^ Little is known about the connectivity of the ISR to other intracellular signaling networks to determine cell fate decisions and physiological output. The growth hormone/IGF-1 somatotroph axis includes the secretion of growth hormone from the somatotropes of the pituitary gland into the circulation and the subsequent stimulation of IGF-1 production, which is synthesized and secreted by the liver.^24^ While evidence is emerging that systemic ER stress induction leads to the suppressed somatotroph axis,^25^ whether hepatic ER stress regulates the somatotroph axis autonomously and the molecular mechanism underlying such regulation remain unexplored.

In this study, we show that hepatic ER stress suppresses the somatotroph axis autonomously through the transcription factor ATF3. We provide evidence that suppression of the somatotroph axis results in reduced apoptosis and inflammation but decreased hepatocyte proliferation and exacerbated fibrosis in the livers, offering explanations for the paradoxical observations that the suppressed somatotroph axis is associated with patients with NAFLD while calorie restriction suppresses the somatotroph axis and prevents the development of NAFLD at the early stage. Finally, we demonstrate the therapeutic implication of this regulatory pathway for NAFLD.

## RESULTS

### A mouse model of NAFLD with the suppressed somatotroph axis

To investigate how ER stress and the ISR drive the progression of liver damage in NASH and avoid the confounding factors derived from the diets that are commonly used to induce NASH, we employed a mouse NASH model deficient in the histone deacetylase SIRT7 that develops spontaneous NASH resembling human fatty liver disease when fed a chow diet due to elevated ER stress.^26–28^ 

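Single-cell RNA sequencing in droplets tags the RNA of each cell with a barcode and each RNA molecule with a unique molecular identifier (UMI), so that molecules can be counted per cell and gene. Livers of 3 wild-type and 3 *SIRT7*-/- mice were each digested, and hepatocytes and nonparenchymal cells were mixed in equal numbers for each library. The authors aligned the reads to the mouse transcriptome, removed cells with few genes and cells with many mitochondrial reads, scaled each cell to 10000 counts and took the log after adding 1, which the deposited values show to be the natural log. The deposited table holds these values for 11610 cells and 16623 genes, and the end of each barcode names the genotype and the mouse. Undoing the natural log gave counts per 10000 (CP10K) that summed to 10000 in every cell. All 12961041 values above 0 then came out as whole numbers of UMIs within a tolerance of 0.02. Between 2511947 and 11069411 UMIs were counted per mouse, with a median per cell of 2013 in wild-type and 1838 in *SIRT7*-/- mice. *Sirt7* lies on chromosome 11 of the mouse genome (GRCm38) from 120618372 to 120625240. Over all cells of a mouse, its mean was 0.718, 0.512 and 0.546 CP10K in the wild-type mice and 0.100, 0.0814 and 0.139 CP10K in the *SIRT7*-/- mice, from 131 to 231 UMIs per wild-type and 43 to 100 UMIs per *SIRT7*-/- mouse. Every *SIRT7*-/- mouse lay below every wild-type mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The deposited table names no cell types. Cells were therefore grouped anew with a neighbor graph balanced over the 6 mice, and each group was named after the class of Figures S1A and S1B whose marker genes it carried, with "-like" added to the name. The exception was the group with the markers of the paper's inflammatory macrophages, which is called S100a8/S100a9 cells here. For each mouse and class, CP10K were averaged over the cells, so that the mouse and not the cell was the replicate. Mice with fewer than 20 cells in a class and genes with a mean under 0.05 CP10K were left out. The mean plus 0.05 CP10K was taken as log2 and compared between genotypes with limma's moderated test (two-sided), with Benjamini-Hochberg adjustment over all genes of a class and a threshold of 0.05. A self-test with simulated changes in 200 genes recovered between 10% and 51.5% of them in the 7 classes, with 0 genes called in any class when nothing was changed. Of the 2-fold changes it recovered 12% in hepatocyte 1-like and 0% in hepatocyte 2-like cells, and of the larger ones 66% and 20%. Each simulated gene varied on its own, so the 0 calls do not cover differences between mice that many genes share.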

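In hepatocyte 1-like cells, 38 of 8559 genes tested passed the threshold, 12 of them higher and 26 lower in *SIRT7*-/- mice. In hepatocyte 2-like cells, 9 genes were higher and 15 were lower, of 10277 tested. Macrophage-like cells had 13 higher and 7 lower genes of 9945. Plasma B-like cells, with enough cells in 2 mice per genotype, had 4 higher and 2 lower genes of 7670. Over the alternatives, the count in hepatocyte 1-like cells ranged from 2 with a replicate block to 486 with limma's voom weights on summed UMIs, which were chosen after the data had been seen. Leaving out 1 mouse also moved the counts, to 153 in hepatocyte 1-like and 193 in hepatocyte 2-like cells without *SIRT7*-/- mouse 3, to 96 in macrophage-like cells without *SIRT7*-/- mouse 1 and 1 without wild-type mouse 1, and to 706 in plasma B-like cells without wild-type mouse 3. *Pcyt2*, which lies next to *Sirt7* on chromosome 11 from 120610087 to 120617936, had in hepatocyte 1-like cells 3.39 ± 0.752 CP10K in wild-type and 0.0335 ± 0.0359 CP10K in *SIRT7*-/- mice (SD, n = 3), a log2 fold change of -5.43 (standard error 0.442, limma adjusted p = 5.6e-07). Its log2 fold change in hepatocyte 2-like cells was -5.24 (adjusted p = 3.5e-08). *Cyp2c50*, which was lower in *SIRT7*-/- hepatocyte 1-like cells as well, is also among the 10 leading genes by which these cells were told from the others. Among genes past the threshold with a mean of at least 0.5 CP10K and no overlap between the genotypes, the highest log2 fold changes were those of *Ly6d*, *Fabp5* and *Ifi27*, with 3.36, 3.29 and 2.76, in hepatocyte 1-like cells, and *Tyrobp*, *Tor1b* and *Apoa4*, with 3.10, 3.00 and 2.48, in hepatocyte 2-like cells, where *Fos* changed by -4.23. RNA of macrophage-like cells was not tested as a source of the genes higher in hepatocyte-like cells. Macrophage-like cells were 10.5 ± 10.1% of the cells of wild-type and 30.5 ± 16.1% of those of *SIRT7*-/- mice (SD, n = 3, exact permutation p = 0.2). In macrophage-like cells, *Cd63* had 0.161 ± 0.130 CP10K in wild-type and 1.33 ± 0.251 CP10K in *SIRT7*-/- mice (SD, n = 3), a log2 fold change of 2.90 (standard error 0.433, limma adjusted p = 0.0251), and *Mmp12* had a log2 fold change of 2.51. *BC018473*, which lies within 10 Mb of *Sirt7*, had 0 UMIs in wild-type macrophage-like cells and 2.13 ± 0.486 CP10K in *SIRT7*-/- ones. The lower genes *Car3*, *Sult2a8* and *Bhmt2* had log2 fold changes of -3.08, -2.82 and -2.49. Of the 7 lower genes in macrophage-like cells, 5 had values at least 5 times higher in the hepatocyte-like cells. In plasma B-like cells, *S100a9*, *S100a8* and *Retnlg* had log2 fold changes of 6.74, 6.41 and 4.20. They mark another class, the S100a8/S100a9 cells. *Ighm* (-3.71) and *Ighg1* (-1.64), the lower genes, are among the leading genes of the plasma B-like cells themselves. The KEGG set of NAFLD genes was not used here. Of the terms drawn beside it in Figures 1B and 1C, lists of respiratory chain, proteasome and ER protein processing genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 28 tests. Each list is given as its median log2 fold change relative to the median of all genes of the class. In hepatocyte 1-like cells the respiratory chain list was at 0.26 (adjusted p = 0.0177) and the proteasome list at 0.51 (adjusted p = 3.6e-05), while the ER protein processing list was at -0.71 (adjusted p = 2.6e-06), with 1 of its 42 genes past the threshold over all genes and 6 adjusted over the list alone. In hepatocyte 2-like cells the respiratory chain list was at -0.65 (adjusted p = 6.9e-11) and the proteasome list at -0.39 (adjusted p = 0.0182). With all hepatocyte-like cells combined, where camera was adjusted together with other lists, the respiratory chain list was at -0.34 (adjusted p = 2.2e-05), the proteasome list at -0.033 (adjusted p = 0.643) and the ER protein processing list at -0.43 (adjusted p = 1.5e-04). Taken as 1 value per mouse, the genotypes overlapped there for the respiratory chain and ER protein processing lists (exact permutation p = 0.7 and p = 0.5). Macrophage-like cells had the respiratory chain list at -0.18 (adjusted p = 0.00815), which changed sign to 0.016 with voom. The other lists in these classes and all 3 in plasma B-like cells did not pass. None of these calls held under fry or under camera with an estimated correlation, where the smallest adjusted p over the 28 tests was 0.269 and 0.670.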

Single-cell RNA sequencing of the livers of wild-type and *SIRT7*^−/−^ mice using the 10x Genomics Chromium platform and the pathway analysis of differentially expressed genes showed that NAFLD genes were highly enriched in several cell populations (hepatocytes, macrophages, and plasma B cells) of *SIRT7*^−/−^ livers (Figures 1A–1C and S1A–S1E; Data S1; Table S1), validating the NAFLD mouse model.

Microarray analysis of the livers of wild-type and *SIRT7*^−/−^ mice showed that a number of genes in the somatotroph growth axis and other mitogenic signals were differentially expressed between these two genotypes. The expression of several pro-growth factors, such as growth hormone receptor (GHR), fibroblast growth factor 1 (FGF1), epidermal growth factor receptor (EGFR), FGF receptor 4 (FGFR4), was suppressed in the livers of *SIRT7*^−/−^ mice (Figure S2; Data S2). IGF-binding proteins that positively correlate with the level of IGF-1, such as IGF-binding protein 3 (IGFBP3) and IGF-binding protein acid labile (IGFALS), were also suppressed in the livers of *SIRT7*^−/−^ mice, while IGF-binding proteins that generally inhibit the activity of IGF-1, such as IGFBP1, were upregulated. This pattern of gene expression changes in the livers of *SIRT7*^−/−^ mice and wild-type littermates was confirmed by quantitative real-time PCR (Figures 1D–1I). The analysis of the single-cell RNA sequencing data for the livers of wild-type and *SIRT7*^−/−^ mice revealed that the expression of the somatotroph gene IGF-1 was reduced in the hepatocytes of *SIRT7*^−/−^ liver (Figures 1J and 1K).

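*Igf1* lies on chromosome 10 of GRCm38 from 87858265 to 87937042. In hepatocyte 1-like cells its value was 7.95 ± 1.74 CP10K in wild-type and 6.17 ± 1.13 CP10K in *SIRT7*-/- mice (SD, n = 3), from 45 to 805 UMIs per mouse. This was a log2 fold change of -0.36 (standard error 0.249, limma adjusted p = 0.629). In hepatocyte 2-like cells it was 7.22 ± 2.67 CP10K in wild-type and 5.16 ± 3.21 CP10K in *SIRT7*-/- mice (SD, n = 3), from 16 to 789 UMIs per mouse, a log2 fold change of -0.61 (standard error 0.446, limma adjusted p = 0.668). The genotypes overlapped in both classes (exact permutation tests on the 6 mouse means, two-sided, p = 0.3 and p = 0.5, where the smallest possible p was 0.1). Both log2 fold changes are smaller than a 2-fold change. Of simulated 2-fold changes, limma recovered 12% and 0% in these classes, so smaller ones can go undetected. Over all hepatocyte-like cells combined, *Igf1* was 8.02 ± 1.16 CP10K in wild-type and 5.65 ± 1.56 CP10K in *SIRT7*-/- mice (SD, n = 3) (exact permutation p = 0.2). The mean was lower in *SIRT7*-/- mice under each of the 22 alternatives tried in hepatocyte 1-like cells and the 22 in hepatocyte 2-like cells, and under none of them did the difference pass the threshold. The alternative that moved hepatocyte 2-like cells most was leaving out 1 mouse, with a log2 fold change of -1.08 without *SIRT7*-/- mouse 1 and -0.12 without *SIRT7*-/- mouse 2. In hepatocyte 1-like cells the range over the alternatives was -0.54 to -0.16. The change in hepatocyte 2-like cells minus that in hepatocyte 1-like cells was -0.25 (standard error 0.648, limma adjusted p = 0.893). The paper's reading of a suppressed somatotroph axis rests as well on its microarray and qPCR results for other genes, on circulating IGF-1, on Akt phosphorylation and on growth, none of which were analysed here.

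**Figure D1:**
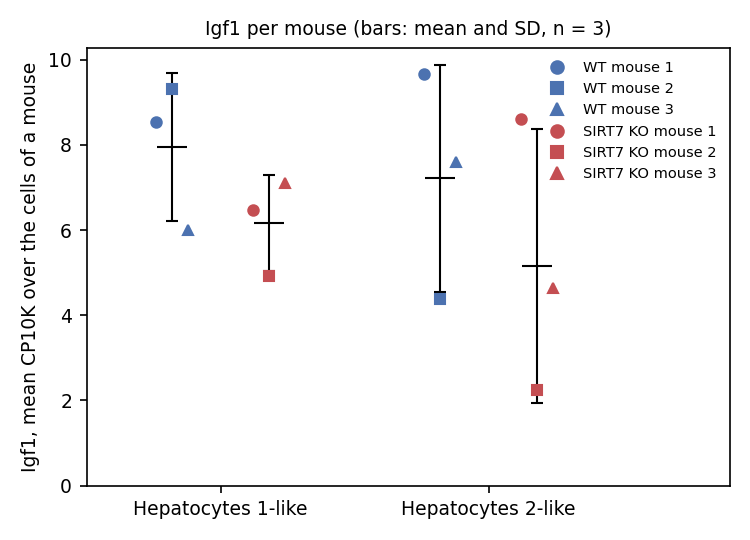
*Igf1* in mean CP10K over the cells of a mouse (vertical axis) in hepatocyte 1-like and hepatocyte 2-like cells of wild-type (blue) and *SIRT7*-/- (red) mice, 1 point per mouse, with the mean and SD as bars (n = 3). The *SIRT7*-/- points lie between 2.24 and 8.60 CP10K and the wild-type points between 4.38 and 9.67 CP10K, and they overlap in both classes.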

Circulating IGF-1 levels in *SIRT7*^−/−^ mice were significantly lower than their wild-type counterparts (Figure 1L). Consistent with reduced levels of blood IGF-1, the IGF-1 signaling was decreased in the livers of *SIRT7*^−/−^ mice, as evidenced by reduced phosphorylation of Akt (Figure 1M and 1N). The downregulation of the growth hormone/IGF-1 somatotroph axis in the livers of *SIRT7*^−/−^ mice is consistent with their post-natal growth retardation.^27,28^ Together, these data indicate suppressed somatotroph axis in *SIRT7*^−/−^ mice. This mouse model was therefore used to investigate how the somatotroph axis becomes dysregulated in NAFLD and to dissect the role of the somatotroph axis in the progression of NASH.

### Hepatic ER stress suppresses the somatotroph axis autonomously

SIRT7 deficiency results in constitutive hepatic ER stress.^27^ We asked whether suppression of the somatotroph axis in *SIRT7*^−/−^ mice could result from hepatic ER stress and the induction of the ISR autonomously. SIRT7 suppresses ER stress by repressing the activity of the transcription factor Myc and reducing the expression of translation machinery.^27^ Consistently, the analysis of the single-cell RNA sequencing data for the livers of wild-type and *SIRT7*^−/−^ mice showed that ribosome genes were among the most significant changes in various cell types of the liver associated with SIRT7 expression (Figure 1B, 1C, S1D, and S1E). 

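The KEGG ribosome set was not used here, and a list of 82 genes for proteins of the cytosolic ribosome, nearly all with symbols beginning with Rpl or Rps, took its place. In hepatocyte 1-like cells, 76 of the 82 genes had a higher mean in *SIRT7*-/- mice, and the list's median log2 fold change relative to all genes was 0.42 (camera adjusted p = 2.7e-07). The list was also higher in endothelial-like cells (0.58, adjusted p = 1.2e-09), plasma B-like cells (0.35, adjusted p = 3.2e-06), macrophage-like cells (0.31, adjusted p = 3.4e-06) and T-like cells (0.24, adjusted p = 1.7e-04). In hepatocyte 2-like cells 66 of the 82 genes were lower, with a median of -0.40 (adjusted p = 3.6e-05). Without *SIRT7*-/- mouse 3 this median was -0.062 and no longer passed. With all hepatocyte-like cells combined, the median was -0.20 (adjusted p = 0.00746), the opposite sign to that in hepatocyte 1-like cells. As the mean of the list minus that of all genes, *SIRT7*-/- mice 1 and 2 lay at 4.56 and 4.91 there, above every wild-type mouse. Only *SIRT7*-/- mouse 3, at 3.00, lay below them. Each of the 10 ways to split the 6 mice into 3 and 3 gave a camera result as large. In dendritic-like cells the median was 0.082 (adjusted p = 0.283), and its sign changed to -0.020 when the logged values of single cells were averaged. The number of single genes of the list past limma's threshold was 0 in each of the 7 classes. At an unadjusted p under 0.05, 14 genes of the list were higher in hepatocyte 1-like cells, 21 were higher and 1 was lower in macrophage-like cells, 9, 33 and 38 were higher in T-like, endothelial-like and plasma B-like cells, and none were in hepatocyte 2-like or dendritic-like cells. Taken as 1 value per mouse, the mean of the list was higher in every *SIRT7*-/- mouse than in every wild-type mouse in hepatocyte 1-like and macrophage-like cells (exact permutation tests, two-sided, p = 0.1 and p = 0.1). In hepatocyte 2-like cells the mice overlapped (exact permutation p = 0.4), as they did in T-like cells (exact permutation p = 0.2). None of the calls for this list held under fry (adjusted p from 0.346 to 0.904 over the 7 classes) or under camera with an estimated correlation (0.80 to 0.826). Single mice also weighed on the medians, which fell to 0.27 in hepatocyte 1-like, 0.27 in endothelial-like and 0.11 in plasma B-like cells without *SIRT7*-/- mouse 1, to 0.18 in macrophage-like cells without wild-type mouse 2 and to 0.15 in T-like cells without wild-type mouse 3.

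**Figure D2:**
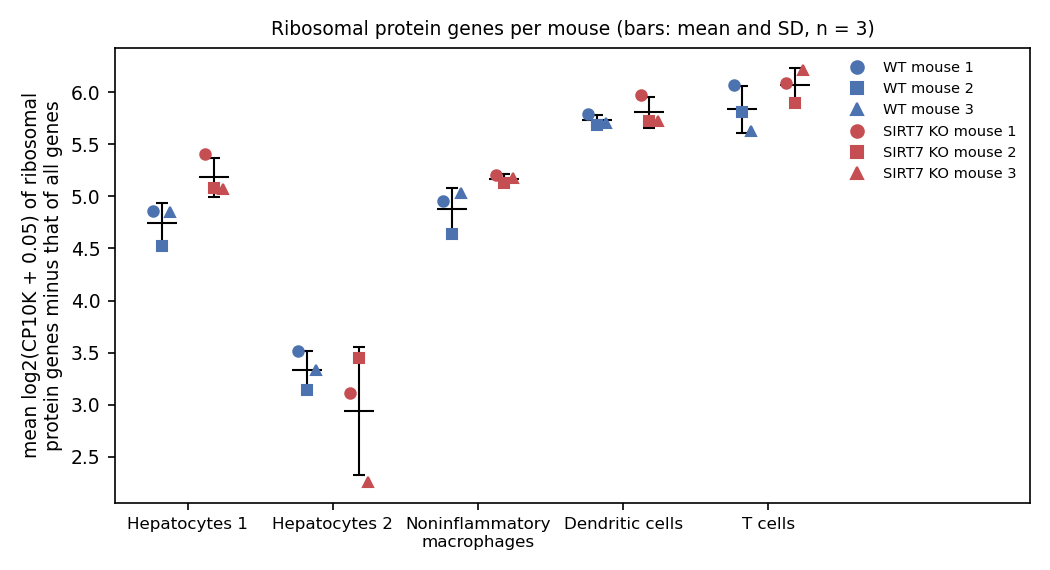
Mean log2(CP10K + 0.05) of the ribosomal protein genes minus that of all tested genes (vertical axis) in the 5 classes with enough cells in all 6 mice, 1 point per wild-type (blue) or *SIRT7*-/- (red) mouse, with the mean and SD as bars (n = 3). *SIRT7*-/- mouse 3 lies lowest in hepatocyte 2-like cells, at 2.26, where the other *SIRT7*-/- mice lie at 3.12 and 3.45. The change of the list has opposite signs in hepatocyte 1-like and hepatocyte 2-like cells.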

We knocked down the expression of Myc in the livers of *SIRT7*^−/−^ mice via adeno-associated virus 8 (AAV8)-mediated gene transfer. Myc inactivation repressed the ISR in the livers of *SIRT7*^−/−^ mice as evidenced by the levels of phosphorylation of eIF2α (Figures 2A and 2B). Myc inactivation also rescued the expression of genes in the somatotroph axis that were dysregulated in the livers of *SIRT7*^−/−^ mice (Figures 2C–2G), increased the plasma levels of IGF-1 (Figure 2H), and enhanced the hepatic IGF-1 signaling (Figures 2I and 2J), consistent with the suppression of the somatotroph axis by the hepatic ISR autonomously. Furthermore, treatment of hepatocytes with ER stress inducers thapsigargin or tunicamycin resulted in reduced expression of genes in the somatotroph axis (Figures S3A–S3E). Together, these data suggest that hepatic ER stress and the ISR induction are sufficient to trigger the response in the somatotroph axis autonomously.

### Hepatic ER stress and the ISR suppress the somatotroph axis by inducing ATF3

We next investigated how the hepatic ISR leads to the suppression of the somatotroph axis. ER stress elicits signaling transduction and stress response that allow the cells to restore protein homeostasis.^29^ Central to the ISR is the actions of the transcription factors ATF4 and ATF6. ATF3 is also induced by ER stress by a mechanism requiring eIF2 kinases and ATF4, although its role in stress response is obscure (Figures S4A and S4B and Jiang et al.^30^). We used the Harmonizome web portal, which is a collection of processed datasets to mine information related to genes and proteins,^31^ to determine whether the ER-stress-related transcription factors could regulate genes in the somatotroph axis. Chromatin immunoprecipitation (ChIP) sequencing data analyses revealed that ATF3 bound to the promotors or enhancers of a number of IGF-related genes (Figure S4C) and that ATF4 or ATF6 did not. The binding of ATF3 to the promoters of IGF-related genes was further confirmed by ChIP with an ATF3 antibody, followed by quantitative real-time PCR in parental hepatocytes (Figures 3A–3C) and mouse livers (Figures S4D–S4F), and was abrogated in ATF3 knockdown (KD) cells generated using two independent short hairpin RNAs (Figures 3D–3F). While treatment with the ER-stress-inducer tunicamycin reduced the expression of genes in the somatotroph axis, ATF3 inactivation blunted the effect (Figure 3G), suggesting that ER stress and the ISR induction repress the somatotroph axis in hepatocytes by inducing ATF3.

Suppression of the somatotroph axis leads to metabolic changes that shift energy usage from growth and proliferation to cellular protection in order to enhance stress resistance, a phenomenon termed hormesis.^1,3–8^ ATF3-mediated suppression of the somatotroph axis in response to ER stress and the ISR induction suggests that this branch of the ISR might prevent cell growth and proliferation while activating cellular protective programs and preventing cell death. ATF3 KD hepatocytes proliferated faster than control cells (Figure 3H) and exhibited increased apoptosis upon treatment with tunicamycin compared with control cells (Figure 3I). Together, these data suggest that ER stress and the ISR induce ATF3 to repress the somatotroph axis, resulting in reduced proliferation and improved survival of hepatocytes.

ATF3 is a member of the CREB family of basic leucine zipper transcription factors and functions both as a transcriptional activator or repressor.^32^ ATF3 is induced in the livers of a rat model of severe steatosis and human patients with NAFLD, correlative with the ER stress status.^33^ ATF3 was also induced in the livers of *SIRT7*^−/−^ mice (Figure 3J; Data S2). Myc inactivation in the livers of *SIRT7*^−/−^ mice via AAV8-mediated gene transfer suppressed the ISR (Figures 2A and 2B) and rescued the increased ATF3 expression (Figure 3J), consistent with the induction of ATF3 expression upon the hepatic ISR. To determine whether hepatic ISR results in suppression of the somatotroph axis due to the induction of ATF3, we knocked down the expression of ATF3 in the livers of *SIRT7*^−/−^ mice via AAV8-mediated gene transfer (Figure 3K). ATF3 inactivation in the livers of *SIRT7*^−/−^ mice rescued the dysregulated gene expression of the somatotroph axis (Figures 3L and 3M), in keeping with the binding of ATF3 to the promoters of IGF-related genes (Figures 3A–3C and S4C–S4F). ATF3 inactivation in the livers of *SIRT7*^−/−^ mice also increased the plasma levels of IGF-1 (Figure 3N) and the IGF-1 signaling (Figures 3O and 3P). Together, these data suggest that ATF3 mediates the hepatic ISR-induced repression of the somatotroph axis *in vivo*.

### Suppression of the somatotroph axis controls liver damage in NAFLD

The progression from hepatosteatosis to NASH is associated with increased hepatocyte apoptosis and liver damage, which initiate inflammation to clear out dead cells and damaged tissue and to facilitate tissue repair.^34,35^ Increased hepatocyte proliferation is one such attempt to repair liver damage and restore loss of mass,^36–38^ while hepatic stellate cells are also activated and transdifferentiate into myofibroblasts, which produce an excessive amount of extracellular matrix proteins that form fibrous connective tissues to replace normal parenchymal tissues.^34^ Hepatic fibrosis, the wound-healing process mediated by hepatic stellate cells, is a key feature used to determine the severity of NASH. Suppression of the somatotroph axis in response to ER stress associated with NASH suggests that this branch of the ISR might activate the cellular protective program and prevent cell death, resulting in reduced inflammation but compromised parenchymal repair due to repressed hepatocyte proliferation and compensatory fibrosis.

To test this possibility, we examined the physiological effects of suppressing the somatotroph axis on liver damage in NASH. The livers of *SIRT7*^−/−^ mice exhibited increased inflammation (Figures 4A and 4B), apoptosis (Figures 4A and 4C), proliferation (Figures 4A and 4D), and fibrosis (Figures 4A and 4E), characteristic of the cellular and pathophysiological features of NASH.^21,34–37^ 

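Figure S5 plots *Cdc26*, *Cdc23*, *Cdk20*, *Cdk17*, *Cdk12*, *Cdk11b*, *Cdk8*, *Cdk9*, *Cdk18* and *Cdk13* in hepatocytes. Over all hepatocyte-like cells combined, 9 of these 10 genes had a higher mean in *SIRT7*-/- mice, and their median relative to all genes was 0.46 (camera adjusted p = 0.0405), which no longer passed in 14 of the 23 alternatives. In hepatocyte 2-like cells 9 of the 10 were higher, with a median of 0.46 (camera adjusted p = 0.0373), which no longer passed in 9 of 24. In hepatocyte 1-like cells 8 of the 10 were lower, with a median of -0.45 (camera adjusted p = 0.236). This median changed sign to 0.10 with voom weights, and it was -0.65 without *SIRT7*-/- mouse 2 and -0.069 without *SIRT7*-/- mouse 3. The highest value was that of *Cdk18* in hepatocyte 2-like cells, with 0.139 ± 0.123 CP10K in wild-type and 0.678 ± 0.219 CP10K in *SIRT7*-/- mice (SD, n = 3), a log2 fold change of 2.25 (standard error 0.631, limma adjusted p = 0.178). Over all genes tested with limma the number of the 10 past the threshold was 0 in each hepatocyte class, and adjusted over the list alone *Cdk18* passed in hepatocyte 2-like cells. At an unadjusted p under 0.05, 3 of the 10 genes were higher in hepatocyte 2-like cells, 1 over all hepatocyte-like cells and none in hepatocyte 1-like cells. The log2 fold changes of the 10 genes ranged from -1.001 to 0.39 in hepatocyte 1-like cells and from -0.89 to 2.25 in hepatocyte 2-like cells. Every *SIRT7*-/- mouse had a higher mean of the list than every wild-type mouse in hepatocyte 2-like cells (exact permutation test, two-sided, p = 0.1), but not over all hepatocyte-like cells (exact permutation p = 0.2). Lists of genes expressed in S phase and in G2/M phase, which the paper does not use, were tested as well. Over all hepatocyte-like cells, relative to all genes, the S phase list was at 0.15 (camera adjusted p = 0.297) and changed sign to -0.012 when the logged values of single cells were averaged. The G2/M phase list was at 0.42 (camera adjusted p = 0.0369) and changed sign to -0.24 with genes under 0.2 CP10K left out. By class, the S phase list was at 0.53 in hepatocyte 1-like cells (14 of 21 genes higher, camera adjusted p = 0.0373, exact permutation p = 0.1) and at -0.034 in hepatocyte 2-like cells (camera adjusted p = 0.886). The G2/M phase list was at 0.48 (camera adjusted p = 0.0775) and 0.31 (23 of 28 genes higher, camera adjusted p = 0.0373, exact permutation p = 0.4) in turn. None of the calls for cell-cycle lists held under fry (smallest adjusted p = 0.156) or under an estimated correlation (smallest adjusted p = 0.454).

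**Figure D3:**
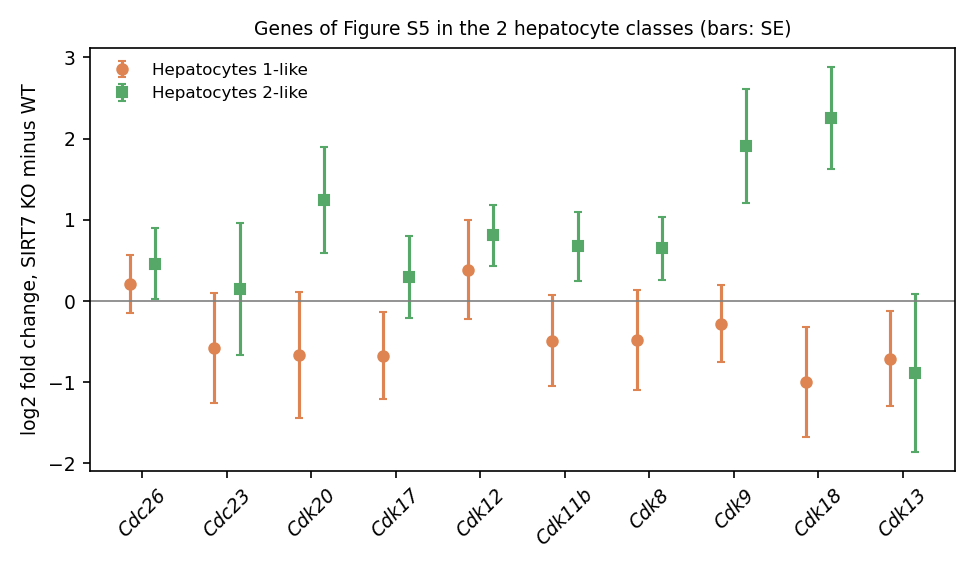
Log2 fold change, *SIRT7*-/- minus wild-type (vertical axis), of the 10 genes of Figure S5 in hepatocyte 1-like (orange circles) and hepatocyte 2-like (green squares) cells, with standard errors as bars. *Cdk18* has the lowest value in hepatocyte 1-like cells, -1.001, and the highest in hepatocyte 2-like cells, 2.25.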

The analysis of the single-cell RNA sequencing data for the livers of wild-type and *SIRT7*^−/−^ mice revealed increased expression of cell-cycle genes in hepatocytes of *SIRT7*^−/−^ mice, consistent with increased proliferation of hepatocytes as a way to repair damage and restore loss of mass (Figure S5). ATF3 inactivation in the livers of *SIRT7*^−/−^ mice via AAV8-mediated gene transfer rescued the suppression of the somatotroph axis (Figure 3K–3P). Liver terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end labeling (TUNEL) staining demonstrated increased frequency of apoptotic cells (Figures 4A and 4C), while liver Ki67 staining showed increased frequency of proliferating cells (Figures 4A and 4D) in *SIRT7*^−/−^ mice with ATF3 inactivation compared with *SIRT7*^−/−^ control mice. Compared with *SIRT7*^−/−^ control mice, *SIRT7*^−/−^ mice with ATF3 inactivation showed increased inflammation in the livers as evidenced by staining of CD68, a marker for macrophages (Figures 4A and 4B). Hepatic fibrosis as measured with Sirius red staining was reduced in *SIRT7*^−/−^ mice with ATF3 inactivation (Figures 4A and 4E). Consistent with these observations, ATF3 KO mice showed increased hepatic apoptosis, liver damage, and inflammation upon liver ischemia/reperfusion injury.^39^ These data suggest that suppression of the somatotroph axis prevents hepatocyte apoptosis, liver damage, and inflammation while suppressing hepatocyte proliferation and parenchymal repair and promoting compensatory fibrosis (Figure 4F).

Diet-induced NASH mouse models show reduced plasma IGF-1 levels.^40–42^ We therefore next tested whether hepatic ER stress and the ISR suppress the somatotroph axis to control liver damage in commonly used preclinical NASH models. Wild-type mice with ATF3 inactivation in the livers via AAV8-mediated gene transfer and mice treated with control virus were fed a choline-deficient high-fat diet (CD-HFD) to induce hepatic steatosis, liver damage, and fibrosis^35^ (Figure 5A, 5B, S6A, and S6B). ATF3 was induced in the livers of mice fed a CD-HFD compared with mice fed a chow diet (Figures 5A and 5B). Compared with chow-fed mice, CD-HFD mice had reduced expression of the somatotroph genes in the livers (Figures S6C and S6D) and reduced plasma IGF-1 levels (Figure 5C). ATF3 inactivation in the livers of CD-HFD-fed mice increased the plasma IGF-1 levels (Figure 5C). Staining of liver samples showed increased frequency of Ki67 (Figures 5D and 5E), TUNEL (Figures 5D and 5F), and CD68-positive cells (Figures 5D and 5G) and decreased staining of Sirius red (Figures 5D and 5H) in CD-HFD mice with ATF3 inactivation compared with CD-HFD control mice. ATF3 inactivation also increased the expression of inflammatory marker genes in the livers of CD-HFD mice (Figures S6E and S6F).

To test directly the effects of IGF-1 on liver damage in NASH, we treated either *SIRT7*^−/−^ mice or CD-HFD mice with IGF-1 for 4 weeks. Staining of liver samples showed increased frequency of CD68-positive cells and decreased staining of Sirius red in *SIRT7*^−/−^ mice (Figures 6A–6C) or CD-HFD mice (Figures 6D–6F) treated with IGF-1 compared with their respective controls. These results are consistent with the effects of upregulating the somatotroph axis via ATF3 KD on liver damage in NASH (Figures 4 and 5).

Together, these data are consistent with the model that ATF3 activation represses the somatotroph axis, leading to reduced hepatic apoptosis and inflammation but decreased hepatic proliferation and increased fibrosis (Figure 4F). Therefore, an effective approach to ameliorate both inflammation and fibrosis, two major indications for effective NAFLD therapeutics, would be targeting an event upstream of the suppression of the somatotroph axis, such as ER stress.

### NAD^+^ repletion reduces hepatic ER stress and ameliorates liver damage in NAFLD

We took a pharmacological approach to activate SIRT7 and suppress ER stress. NAD^+^ boosters are emerging to be attractive means to activate sirtuins.^43–45^ We treated CD-HFD mice with 78c, an NAD^+^ booster, for 4 weeks^46^ (Figures S7A and S7B). 78c treatment reduced ER stress and the ISR induction in the liver (Figures 7A–7C), rescued dysregulated somatotroph gene expression (Figures 7D and 7E), increased the plasma IGF-1 levels (Figure 7F), reduced hepatic triglyceride content (Figure 7G), and reduced hepatic inflammation (Figures 7H–7K) and fibrosis (Figures 7J and 7L).

## DISCUSSION

Our studies establish suppression of the somatotroph axis as a physiological response to hepatic ER stress that controls liver damage during the progression of NASH. Suppression of the somatotroph axis results in improved hepatocyte survival and reduced inflammation, but repressed hepatocyte proliferation and parenchymal repair, and compensatory fibrosis (Figures 4, 5, and 6). These findings provide mechanistic insights into the epidemiological observations that suppression of the somatotroph axis is associated with patients with NAFLD, in particular the severity of fibrosis.^10–19^ These findings also offer an explanation that NAFLD can be ameliorated by calorie restriction at the early stage, which elicits the suppressed somatotroph axis and prevents hepatocyte cell death and further liver damage.^1–9^

Our studies identify a regulatory branch of the hepatic ISR and uncover ATF3 as a stress-induced transcription factor that orchestrates the gene expression of the somatotroph axis. Although ATF3 is known to be induced by ER stress,^30^ its role in stress response is obscure. We show that ATF3 binds to the promoters or enhances of the somatotroph genes to control their expression (Figures S4C–S4F and 3A–3F). The suppressed somatotroph axis leads to reduced cell proliferation but increased stress resistance to improve cell survival (Figures 3G–3I). Thus, this regulatory branch of ISR constitutes a stress response to prevent cell death.

Overnutrition and obesity are strongly associated with NAFLD, while calorie restriction is an effective intervention that prevents NAFLD in humans.^20,21,47–50^ Sirtuins are nutrient sensors that mediate the responses to calorie restriction and overnutrition.^26,27,51–55^ Indeed, evidence is emerging showing dysregulated sirtuin expression in the livers of patients with NAFLD^56^ and linking sirtuins to nutritional regulation of PNPLA3, which is strongly linked to NAFLD.^57^ SIRT7 alleviates diet-induced NAFLD.^27^ Therefore, sirtuins are thought to be relevant to the pathogenesis and prevention of NAFLD associated with nutrition and obesity.

Furthermore, dysregulated NAD^+^ metabolism has been linked to human NAFLD. For example, the levels of NAMPT, a rate-limiting enzyme for NAD^+^ biosynthesis, is reduced in the livers and plasma of patients with NAFLD.^58^ NAMPT functions to prevent hepatocyte apoptosis.^58^ The NAD^+^ level is reduced in the livers of patients with NASH.^59^ Sirtuins are the major NAD^+^-consuming enzymes that mediate the signaling effects of NAD^+^ and are thought to be the mediators of NAD^+^ metabolism in NAFLD. Indeed, overexpression of SIRT7 rescues diet-induced NAFLD in mice.^27^

Given the association of sirtuins to known risk factors of NAFLD, such as diet, obesity, and NAD^+^, the prominent NAFLD phenotype in the *SIRT7*^−/−^ mouse model,^26–28^ and the observation that SIRT7 prevents the development of NAFLD by suppressing ER stress,^27^ a major driver of the progression from NAFLD to NASH,^22^ the *SIRT7*^−/−^ mouse model is relevant to human NASH, although human genome-wide association study (GWAS) data linking SIRT7 to NAFLD have not emerged yet. Indeed, our single-cell RNA sequencing analysis provided further support that the *SIRT7*^−/−^ mouse model develops NAFLD (Figures 1B, 1C, S1D, and S1E). Using the *SIRT7*^−/−^ mouse model, we showed that suppression of the somatotroph axis reduces hepatic inflammation but promotes fibrosis (Figures 4 and 6A–6C). This finding was further validated using the CD-HFD mouse model (Figure 5, 6D–6F, 7, S6, and S7). The consistent findings in both mouse models of NAFLD further support the relevance of the *SIRT7*^−/−^ mouse model to NAFLD.

NAD^+^ boosting has demonstrated therapeutic potential for a number of diseases.^43–45^ Our studies show that NAD^+^ boosting via 78c can ameliorate NASH, a prevalent metabolic disease that needs a cure, at least in part by modulating the hepatic ISR and the somatotroph axis in mouse models (Figure 7), demonstrating the therapeutic potential of modulating this pathway. Suppression of the somatotroph axis in response to ER stress uncouples inflammation and fibrosis (Figures 4, 5, and 6), providing a basis for combination therapies or targeting an initiating event, such as ER stress, for this metabolic disease (Figure 7).

### Limitations of the study

The role of the hepatic ISR and the somatotroph axis in controlling liver damage during NAFLD has been tested using two NAFLD mouse models, *SIRT7*^−/−^ mice and CD-HFD mice. How this pathway operates in other NAFLD models has not been tested. The effects of IGF1 treatment were examined in mice treated for 4 weeks, but the effects after longer or shorter treatments have not been tested.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Danica Chen ().

#### Materials availability

Unique reagents generated in this study are available from the lead contact, Danica Chen ().

#### Data and code availability

The sequencing data reported in this paper has been deposited in NCBI′ s Gene Expression Omnibus and are accessible through GEO: GSE216996. This paper does not report custom code.

Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request ().

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mice

SIRT7^−/−^ mice have been described previously.^27,53^ For a diet-induced NAFLD mouse model, 8-week-old C57BL/6 male mice were fed with choline-deficient high-fat diet (Research Diet, A06071302) consisting of 60 kcal% fat with 0.1% methionine and no added choline for 3 weeks before either 78c treatment or IGF-1 treatment. 78c was administered to mice by intraperitoneal injection (10 mg/kg/dose) twice daily for 4 weeks. Control mice received vehicle (5% DMSO, 15% PEG400, 80% of 15% hydroxypropyl-g-cyclodextrin (in citrate buffer pH 6.0)) injections. IGF-1 (Pepro Tech) dissolved in 0.1% BSA/PBS was administered to mice by subcutaneous injection (20 μg/kg/day) for 4 weeks. For IGF-1-treated SIRT7^−/−^ mice, 7- to 11-month-old mice were used for the experiment. All mice were housed on a 12:12 h light:dark cycle at 25°C and were given free access to food and water. All animal procedures were in accordance with the animal care committee at the University of California, Berkeley.

#### Cell culture

Hepa 1–6 cells were acquired from cell culture facility at the University of California, Berkeley. Cells were cultured in advanced Dulbecco’s modified Eagle’s medium (Gibco) supplemented with 10% FBS (Gibco). For ER stress induction, cells were treated with tunicamycin (Sigma, 2 μg/mL) or thapsigargin (Sigma, 0.1μM) for 24 h before biochemical analysis. For ATF3 knockdown, Hepa 1–6 cells were transfected with AllStars Negative Control siRNA (Qiagen, 1027281) or ATF3 siRNA (Qiagen, GS11910) using RNAiMAX (Invitrogen, 13778100) according to manufacture’s instruction. To generate Hepa 1–6 cells with stable ATF3 knockdown, cells were infected with lentivirus. For lentiviral packaging, 293T cells were co-transfected with packaging vectors (pCMV-dR8.2 dvpr and pCMV-VSV-G) and the pLKO.1-ATF3 shRNA (Sigma, TRCN0000082129, TRCN0000082132) or control construct. Viral supernatant was harvested after 48 h and 72 h after transfection, as described previously.^64^ For transduction, cells were incubated with virus-containing supernatant in the presence of 10 μg/mL polybrene. After 48 h, infected cells were selected with puromycin (4 μg/mL). For cell proliferation, 0.3 × 10^6^ cells were seeded in a 6-well plate. Two days later, 20% cells were passaged to a new well and were counted 24 h later.

Primary hepatocytes were suspended in plating medium (DMEM low glucose, 5% FBS and 1%Pen/Strep) and plated on collagen-coated cell culture plates (Sigma-Aldrich C3867-1VL). After 3 h, it was changed to maintenance media (Williams E media, 1% Glutamine and 1% Pen/Strep). The next day cells were treated with tunicamycin for 24 h (Sigma, 4 μg/mL) before analysis.

### METHOD DETAILS

#### Apoptosis assay

Apoptotic cells were assayed using propidium iodide (BioLegend) and FITC Annexin V staining (BioLegend) according to the manufacturer’s instruction (BioLegend). All data were collected on an LSR Fortessa (BD Bioscience), and data analysis was performed with FlowJo (TreeStar).

#### Chromatin immunoprecipitation

Cells were prepared for ChIP as previously described,^65^ with the exception that DNA was washed and eluted using a QIAprep Spin Miniprep kit (Qiagen) rather than by phenol-chloroform extraction. For ChIP with mouse livers, 150 mg mouse liver were minced and dounce homogenized with 10 strokes in hypotonic lysis buffer (10 mM HEPES, pH7.5, 10 mM KCl, 1.5 mM MgCl2, 250 mM Sucrose, 0.5% NP40, and protease inhibitor cocktail). Lysates were filtered through a 100um cell strainer and spin at 1500 g for 5 min. Lipid and cytoplasmic fractions were removed and the nuclear pellet was resuspended in lysis buffer, cross-linked with fresh formaldehyde (1%) for 5 min at room temperature, quenched with glycine (125 mM), and washed twice with PBS.

#### Affymetrix microarray

Total RNA was isolated from the livers of wild type and SIRT7^−/−^ mice using an RNA isolation kit (Qiagen). Microarray hybridizations were performed at the University of California, Berkeley Functional Genomics Laboratory using Affymetrix GeneChip mouse 430As according to the instructions of the manufacturer (Affymetrix). RMA normalization was applied and the limma package was used to identify the differentially expressed genes. Differentially expressed genes were selected using the Benjamini-Hochberg method to control the FDR at 15%.

#### Single-cell RNA-sequencing of livers using 10x Genomics Chromium

5- to 6-month-old SIRT7^−/−^ mice were used for single-cell RNA-sequencing of livers. Hepatocytes and non-parenchymal cells (NPCs) were isolated by a two-step collagenase perfusion method.^66^ Briefly, after the inferior vena cava was cannulated with a 25 gauge catheter and the portal vein was cut, the liver was perfused at 10 mL/min with Liver Perfusion Medium (Gibco 17701-038) at 37°C for 5 min, followed by perfusion with collagenase type IV (Worthington LS004188) in HBSS (GIBCO) at 37°C for 5 min. The liver was dissected out and transferred to Petri dish with William E medium (Gibco 12551-032) containing 200 mM L-glutamine, 1% pen/strep and 1% non-essential amino acid. Then gently shake out the cells from liver capsule. The released liver cells were passed through a 100 μm filter. Hepatocytes were separated from NPCs by low-speed centrifugation (50 × g, 4 min, 3x, brake = 2) and further purified by Percoll gradient centrifugation (50% v/v) to remove dead cells.^67^ NPCs were pelleted from supernatant by centrifugation (300 xg, 10 min) then purified by Percoll gradient centrifugation (33% v/v) to remove dead cells.^68^ Cell viability was confirmed by trypan blue exclusion. 3,000 hepatocytes and 3,000 NPCs were mixed and used directly for scRNA-seq analysis using 10X Genomics Chromium Single-Cell 3′ according to the manufacturer’s instructions.

#### 10x genomics single-cell RNA-sequencing data pre-processing, UMAP analysis, and identification of cell clusters

RNA reads from sequencing were demultiplexed and aligned to mouse transcriptome (mm10) using the Cell Ranger software (10x Genomics, v.6.0.0). The Scanpy Python package (v.1.6.0) was used for the pre-processing of the single-cell RNA seq data.^60^ Cells with less than 500 unique genes or more than 5% mitochondrial genes were removed. Genes detected in less than 3 cells were excluded. We included 11,610 cells with 3,270 cells from wild type and 8,340 cells from SIRT7^−/−^, and 16,623 genes for further analysis. The data was normalized such that every cell has 10,000 counts and then log transformed with an offset of 1. The batch correction was done by the bbknn batch-alignment algorithm.^61^ We computed the highly variable genes with the top 1,000 genes and the flavor set to ‘cell_ranger’. The highly variable genes were used for principal components analysis. The data was visualized by UMAP (Uniform Manifold Approximation and Projection) projection using Scanpy. Unsupervised clustering was done by the Leiden algorithm^62^ with a resolution of 0.35. Marker genes for each cluster were calculated by Wilcoxon rank-sum test. The cell identity of each cluster was determined by comparing the marker genes of each cluster with the marker genes identified in the literature.

#### Differential gene expression analysis, bar plots, violin plots, and dot plots for gene expression in single cells, and pathway enrichment analysis

Adaptive thresholding of the single-cell gene expression data was performed with the MAST R package (v1.12.0), and differential gene expression analysis of wild type and SIRT7^−/−^ cells from each cluster using a hurdle model with the wild type cells as the ref. 63. To visualize the expression of genes, log-normalized expressions of genes were extracted from the data after adaptive thresholding and plotted for every cell with a violin plot and an overlying strip plot by the Seaborn Python package (v.0.9.0). The bar plots were generated by Seaborn. The UMAP plots, dot plots, and track plots were generated by Scanpy. The GSEAPY Python package (v.0.10.3) was used for pathway enrichment analysis.

#### Quantitative real-time PCR

RNA was isolated from cells or tissues using Trizol reagent (Invitrogen) following the manufacturer’s instructions. cDNA was generated using the qScript cDNA SuperMix (Quanta Biosciences). Gene expression was determined by quantitative real-time PCR using Eva qPCR SuperMix kit (BioChain Institute) on an ABI StepOnePlus system. All data were normalized to GAPDH expression.

#### AAV8-mediated gene transfer

For AAV8-mediated gene transfer to the mouse liver, Myc knockdown target sequence was cloned into dsAAV-RSVeGFP-U6 vector. AAV8 for knocking down Myc was produced by Vigene biosciences. AAV8 for knocking down ATF3 was acquired from Vector biolabs. Myc knockdown target sequence: 5′-CCCAAGGTAGTGATCCTCAAA-3′. ATF3 knockdown target sequence: 5′-TGCTGCCA AGTGTCGAAACAA-3′. Each mouse was injected with 3 × 10^11^ genome copies of virus via tail vein. Mice were characterized four weeks after viral infection (5- to 6-month-old wild-type and SIRT7^−/−^ mice) or eight weeks after viral infection (8-week-old C57BL/6 mice on CD-HFD).

#### Plasma IGF-1 levels

To detect IGF-1 in the plasma, the plasma was pretreated with acid-ethanol extraction solution to release IGF-1 from binding proteins. Briefly, 120 μL of acid-ethanol extraction buffer (hydrochloric acid:water:ethanol = 1:4:35, v/v/v) was added to 30 μL of plasma. The extract was incubated for 30 min at room temperature with shaking. The extract was centrifuged at 10,000 rpm for 5 min and 100 μL of supernatant was collected. 200 uL of Tris buffer (pH = 7.6) was added to the supernatant. IGF-1 was detected using IGF-1 Mouse ELISA Kit (Invitrogen).

#### Immunohistochemistry

Tissue sections (5 μm) were mounted on glass slides. Slides were fixed with 10% formalin. Tissue processing and immunohistochemistry was performed on sections. Primary antibodies were: mouse anti-CD68 (Biolegend, 137001); Ki67 (Biolegend, 652409). After overnight incubation, primary antibody staining was revealed using fluorescence conjugated secondary antibodies. Nuclei were counter stained using DAPI. Images were taken with Zeiss AxioImager microscope. The positive cells were manually counted or counted using ImageJ.

#### Fibrosis staining

Liver sections were fixed with 10% formalin and then stained with Sirius Red (Sigma)/Fast Green (Sigma). Images were taken with Zeiss AxioImager microscope. The positive area was quantified using ImageJ.

#### TUNEL staining

Apoptosis was detected with Apo-Brdu *in situ* DNA fragmentation assay kit according to the manufacturer’s instruction (Biovision). Nuclei were counter stained using DAPI. TUNEL-positive cells were imaged using Zeiss AxioImager microscope.

#### Western blot

Tissues or cells were homogenized in a lysis buffer that contained protease inhibitor, and total protein was extracted with gentle rotation for 30 min at 4°C. The extract was centrifuged at 15,000 g for 15 min at 4°C. Supernatants were collected and total protein was quantified with BCA assay (Thermo Scientific, 23225). Proteins were resolved by SDS-PAGE and transferred to nitrocellulose membranes (Bio-Rad), which was incubated with specific primary antibodies and horseradish peroxidase-conjugated secondary antibodies, and enhanced chemiluminescence substrate (PerkinElmer, NEL103001EA), and visualized using ImageQuant^™^ LAS 4000 (GE Healthcare).

#### Triglyceride quantification

Triglycerides were extracted from liver tissues as described.^69^ Briefly, liver tissues were homogenized in the methanol/chloroform buffer (1:2, v/v) and lipids were extracted with gentle rotation for 2 h at room temperature. The homogenate was centrifuged at 15,000 g for 5 min. Supernatants were concentrated via nitrogen gas and reconstituted with the reconstitution buffer (1% Triton X-100 in 100% ethanol). Extracted triglyceride was quantified in accordance with the manufacturer’s instruction (Wako Diagnostics).

### QUANTIFICATION AND STATISTICAL ANALYSIS

Mice were randomized to groups and analysis of mice and tissue samples was performed by investigators blinded to the treatment or the genetic background of the animals during experiments. Statistical analysis was performed with Student’s t test (Excel) unless specified. Wilcoxon rank-sum test for single-cell RNA sequencing analysis was performed using the SciPy Python package (v.1.4.1). Data are presented as means and error bars represent standard errors. In all corresponding figures, * represents p < 0.05. ** represents p < 0.01. *** represents p < 0.001. ns represents p > 0.05. Replicate information is indicated in the figures.

## Supplementary Material

1

2

3

4

5

## Figures and Tables

**Figure 1.**
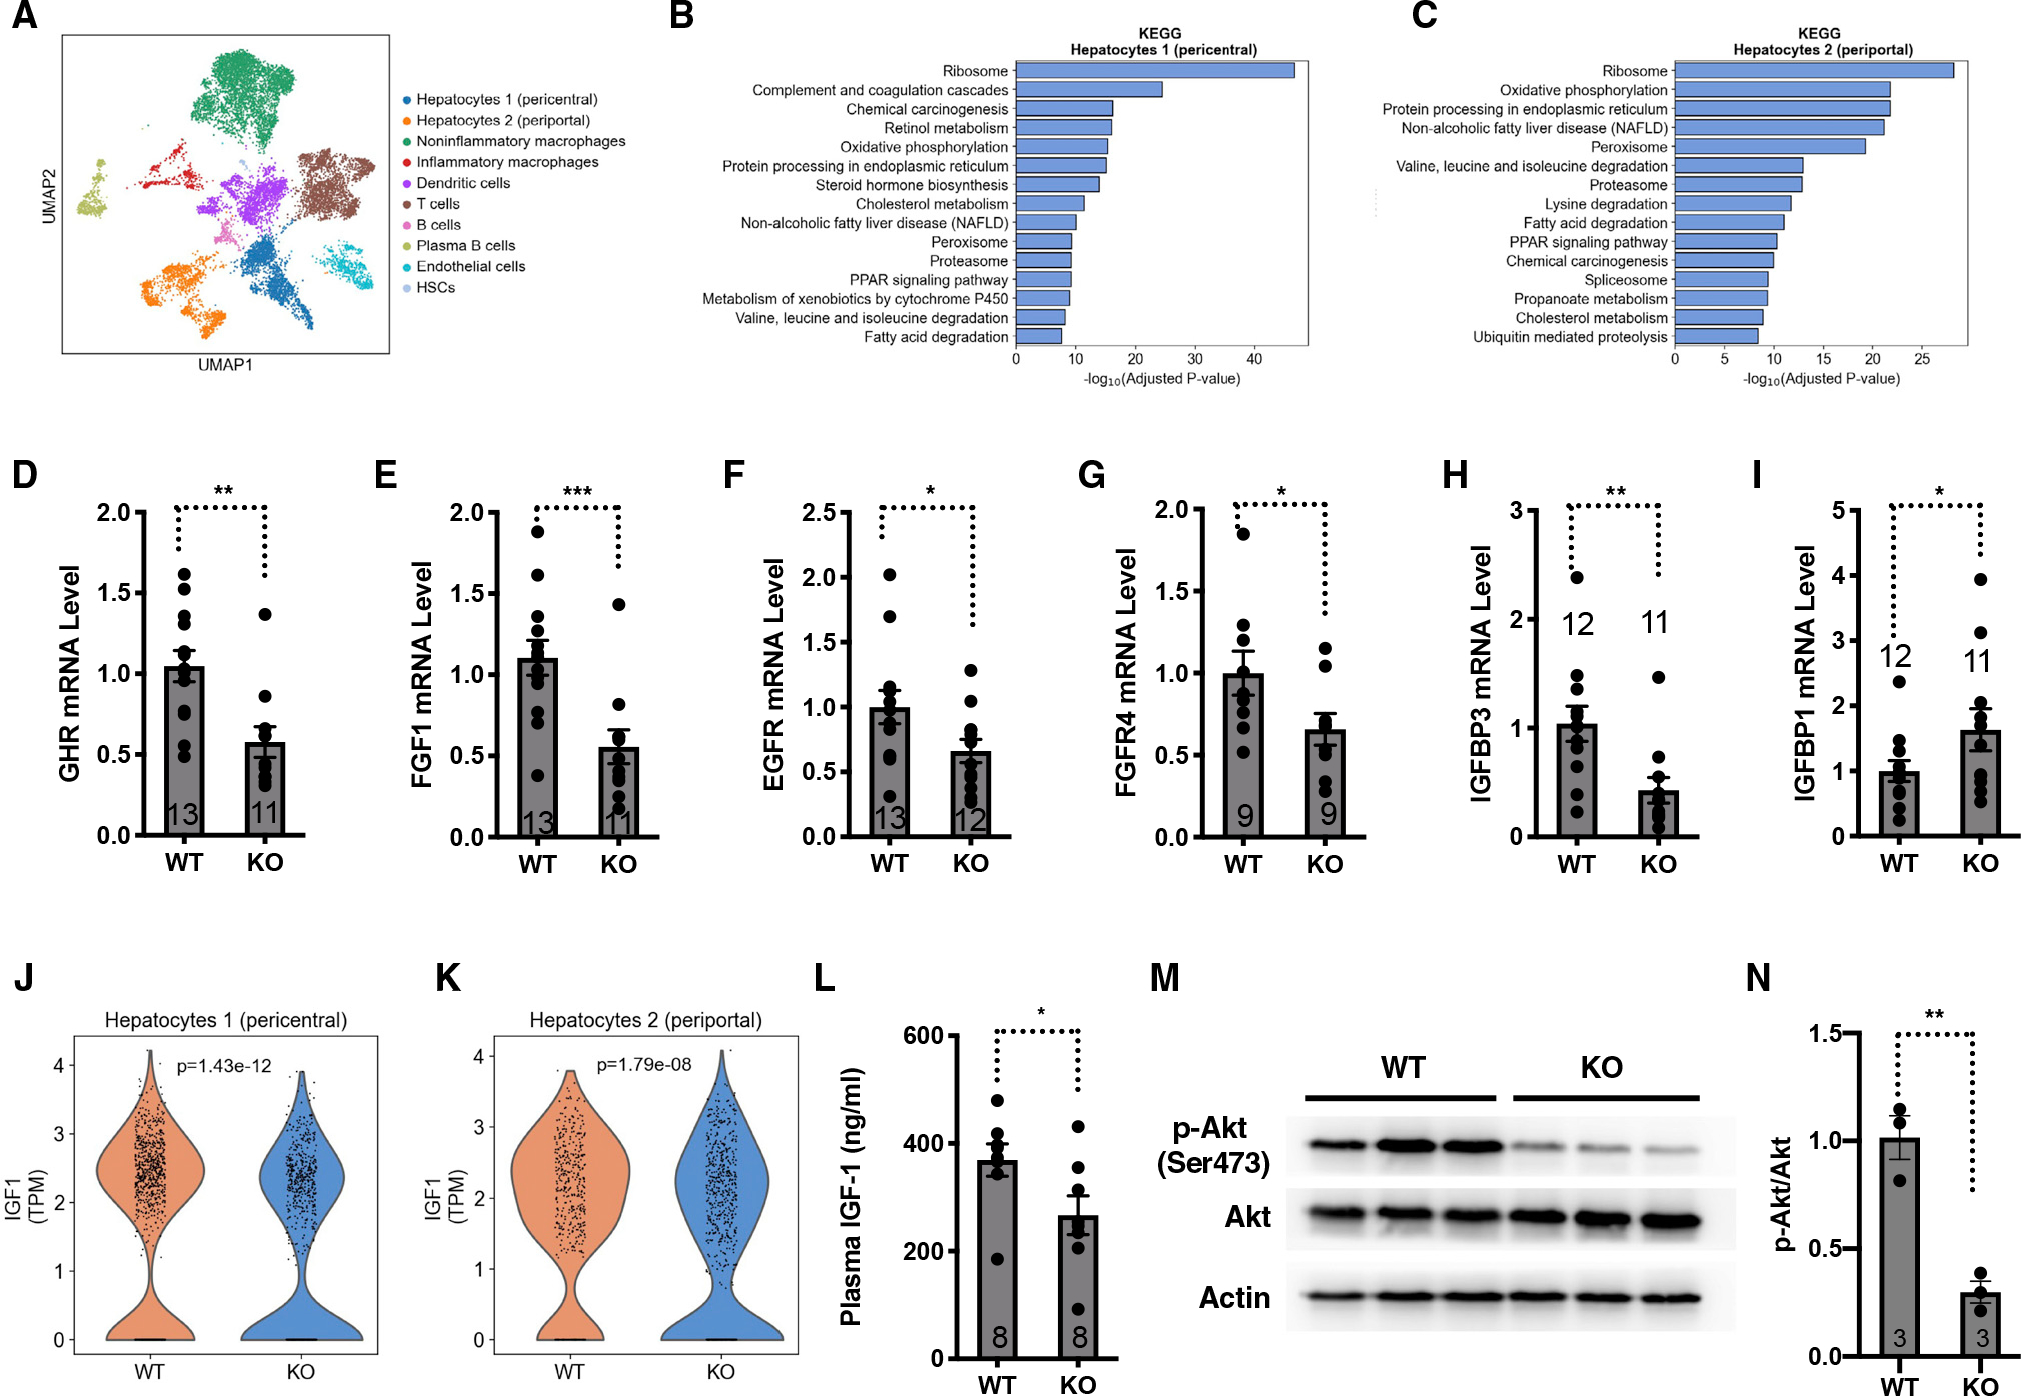
A mouse model of NAFLD with the suppressed somatotroph axis (A) Single-cell RNA sequencing of the livers of WT and *SIRT7*^−/−^ mice using the 10x Genomics Chromium platform. Uniform manifold approximation and projection (UMAP) clustering of single-cell transcriptomes (3,270 cells from WT and 8,340 cells from *SIRT7*^−/−^ mice) colored by cell type. n = 3 mice. (B and C) Pathway analysis for the biological function of differentially expressed genes in hepatocyte 1 (pericentral) and hepatocyte 2 (periportal) of the livers of WT and *SIRT7*^−/−^ mice. n = 3 mice. (D–I) Quantitative real-time PCR analyses for the mRNA levels of the indicated genes in the livers of *SIRT7*^−/−^ mice and wild-type controls. GAPDH was used as an internal control. n = 9–13 mice. (J and K) Violin plots comparing log-normalized expression values of IGF-1 in hepatocyte 1 (pericentral) and hepatocyte 2 (periportal) in the livers of WT and *SIRT7*^−/−^ mice. Each dot represents the gene expression levels in one cell. Wilcoxon rank-sum test. n = 3 mice. (L) ELISA quantification of plasma levels of IGF-1 in *SIRT7*^−/−^ mice and wild-type controls. n = 8 mice. (M and N) Western analyses (M) and quantification (N) of phosphorylated Akt in the livers of *SIRT7*^−/−^ mice and wild-type controls. n = 3 mice. Error bars represent standard errors. *p < 0.05; **p < 0.01; ***p < 0.001. See also Figure S1 and S2.

**Figure 2.**
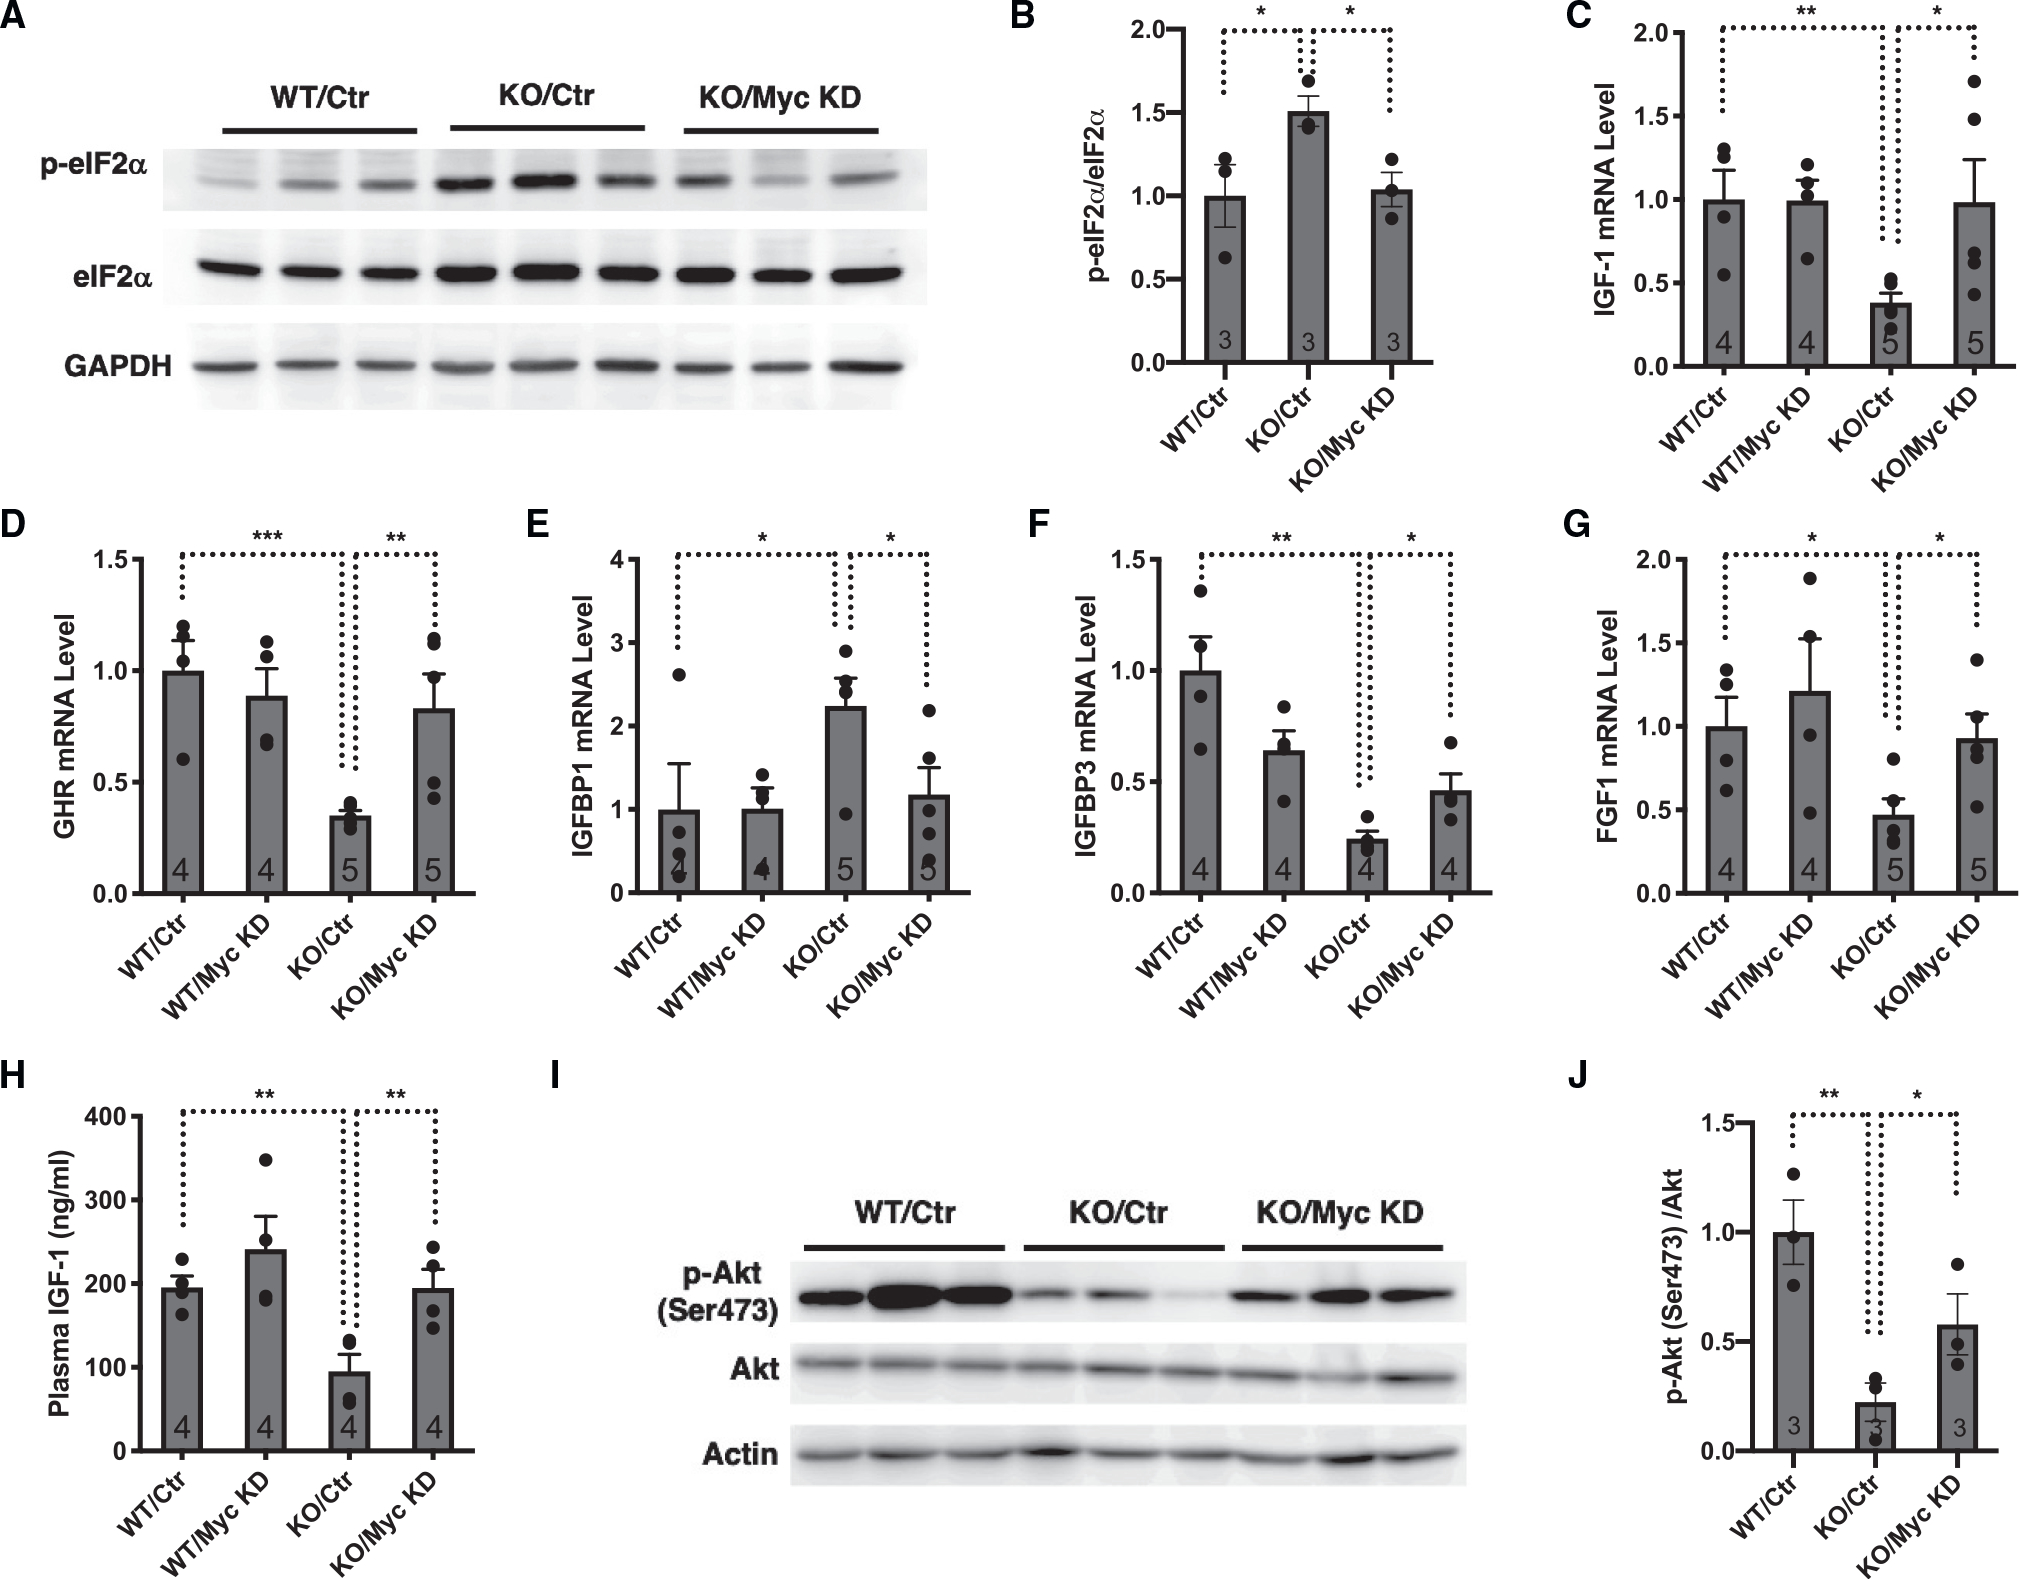
Hepatic ER stress suppresses the somatotroph axis autonomously Comparison of wild-type and *SIRT7*^−/−^ mice with or without Myc knockdown mediated by AAV8-mediated gene delivery. Mice were analyzed 4 weeks after viral infection. (A and B) Western analyses (A) and quantification (B) for phosphorylated eIF2α in the livers. n = 3 mice. (C–G) Quantitative real-time PCR analyses for the mRNA levels of the indicated genes in the livers. GAPDH was used as an internal control. n = 4–5 mice. (H) ELISA analyses of plasma levels of IGF-1. n = 4 mice. (I and J) Western analyses (I) and quantification (J) for phosphorylated Akt in the livers. n = 3 mice. Error bars represent standard errors. *p < 0.05; **p < 0.01; ***p < 0.001. See also Figure S3.

**Figure 3.**
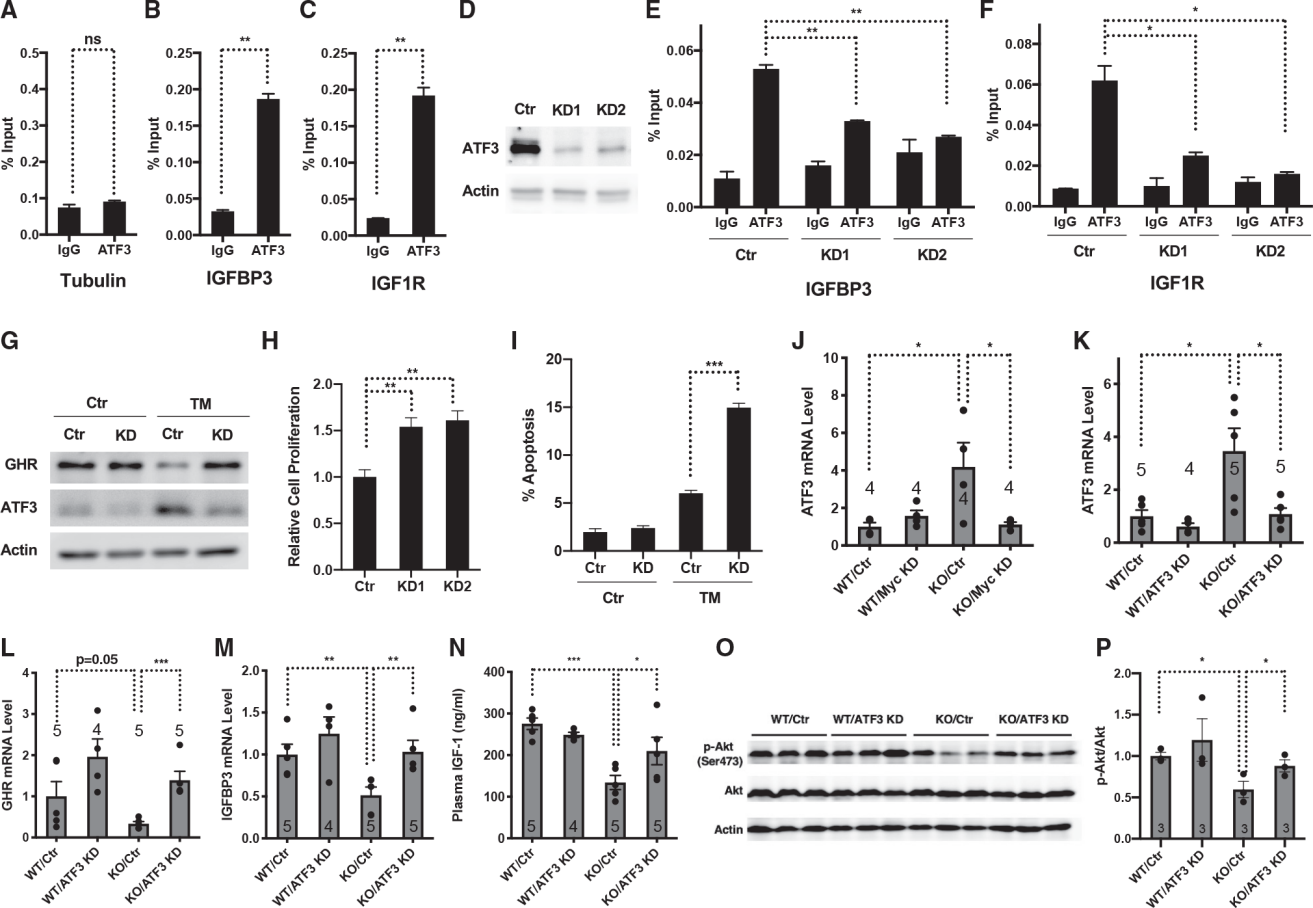
Hepatic ER stress and the ISR suppress the somatotroph axis by inducing ATF3 (A–C) ChIP with ATF3 antibody followed by quantitative real-time PCR showing ATF3 occupancy at the gene promoters of IGFBP3 and IGF1R in Hepa 1–6 cells. Tubulin was used as a negative control. n = 2. (D) Western blots showing ATF3 expression in stable ATF3 knockdown Hepa 1–6 cells using shRNA. (E and F) ChIP with ATF3 antibody followed by quantitative real-time PCR showing reduced ATF3 occupancy at the gene promoters of IGFBP3 and IGF1R in ATF3 knockdown Hepa 1–6 cells. n = 2. (G) Western analyses of GHR and ATF3 in control and ATF3 knockdown Hepa 1–6 cells with or without tunicamycin induction. (H) Proliferation of stable ATF3 knockdown Hepa 1–6 cells and control cells. n = 3. (I) Annexin V staining of ATF3 knockdown and control Hepa 1–6 cells with or without tunicamycin induction was analyzed with flow cytometry. n = 3. (J) Quantitative real-time PCR analyses of mRNA levels of ATF3 in the livers of *SIRT7*^−/−^ mice and wild-type mice with or without Myc knockdown mediated by AAV8-mediated gene delivery. Mice were analyzed 4 weeks after viral infection. n = 4 mice. (K–P) Comparison of *SIRT7*^−/−^ mice and wild-type mice with or without ATF3 knockdown mediated by AAV8-mediated gene delivery. Mice were analyzed 4 weeks after viral infection. (K–M) Quantitative real-time PCR analyses of mRNA levels of indicated genes in the livers. GAPDH was used as an internal control. n = 4–5 mice. (N) Elisa analyses of plasma levels of IGF-1. n=4–5 mice. (O and P) Western analyses (O) and quantification (P) for phosphorylated Akt in the livers. n = 3 mice. Error bars represent standard errors. *p < 0.05; **p < 0.01; ***p < 0.001; ns p > 0.05. See also Figure S4.

**Figure 4.**
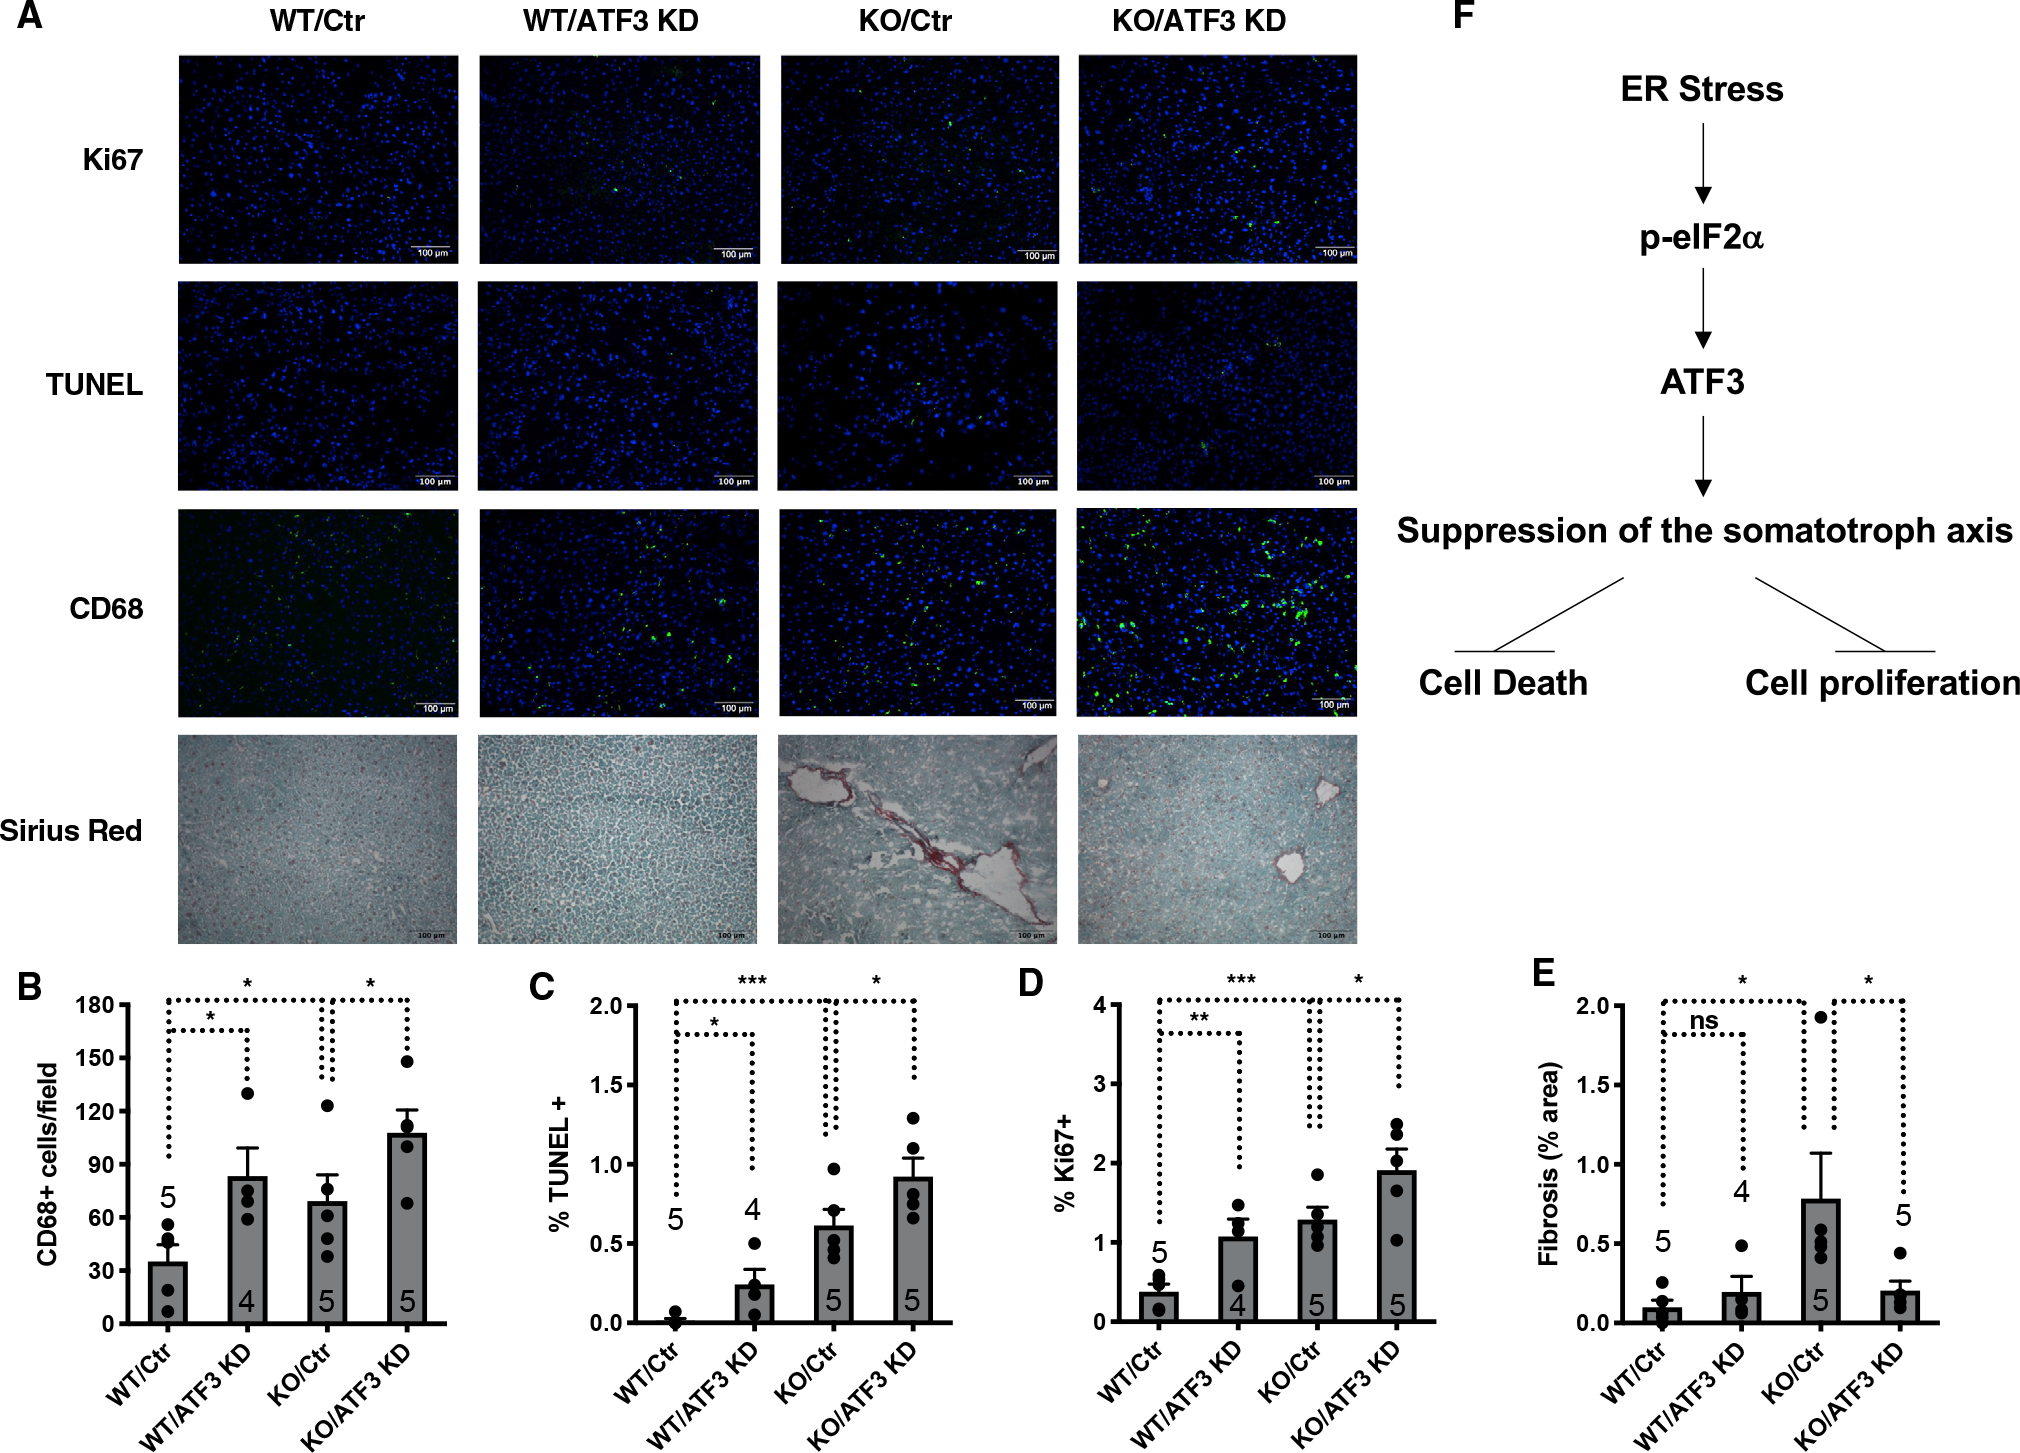
Suppression of the somatotroph axis controls liver damage in NAFLD (A–E) Liver sections stained for Ki67, TUNEL, CD68, and Sirius red (A) and their quantifications (B–E) for *SIRT7*^−/−^ mice and wild-type mice with or without ATF3 knockdown mediated by AAV8-mediated gene delivery. Mice were analyzed 4 weeks after viral infection. n = 4–5 mice. Scale bar: 100 μm. (F) A proposed model. Hepatic ER stress and the ISR induce ATF3 expression and the suppression of the somatotroph axis, leading to reduced hepatocyte death, liver damage, and inflammation, while reducing hepatocyte proliferation and parenchymal repair, resulting in compensatory fibrosis. Error bars represent standard errors. *p < 0.05; **p < 0.01; ***p < 0.001; ns p > 0.05. See also Figure S5.

**Figure 5.**
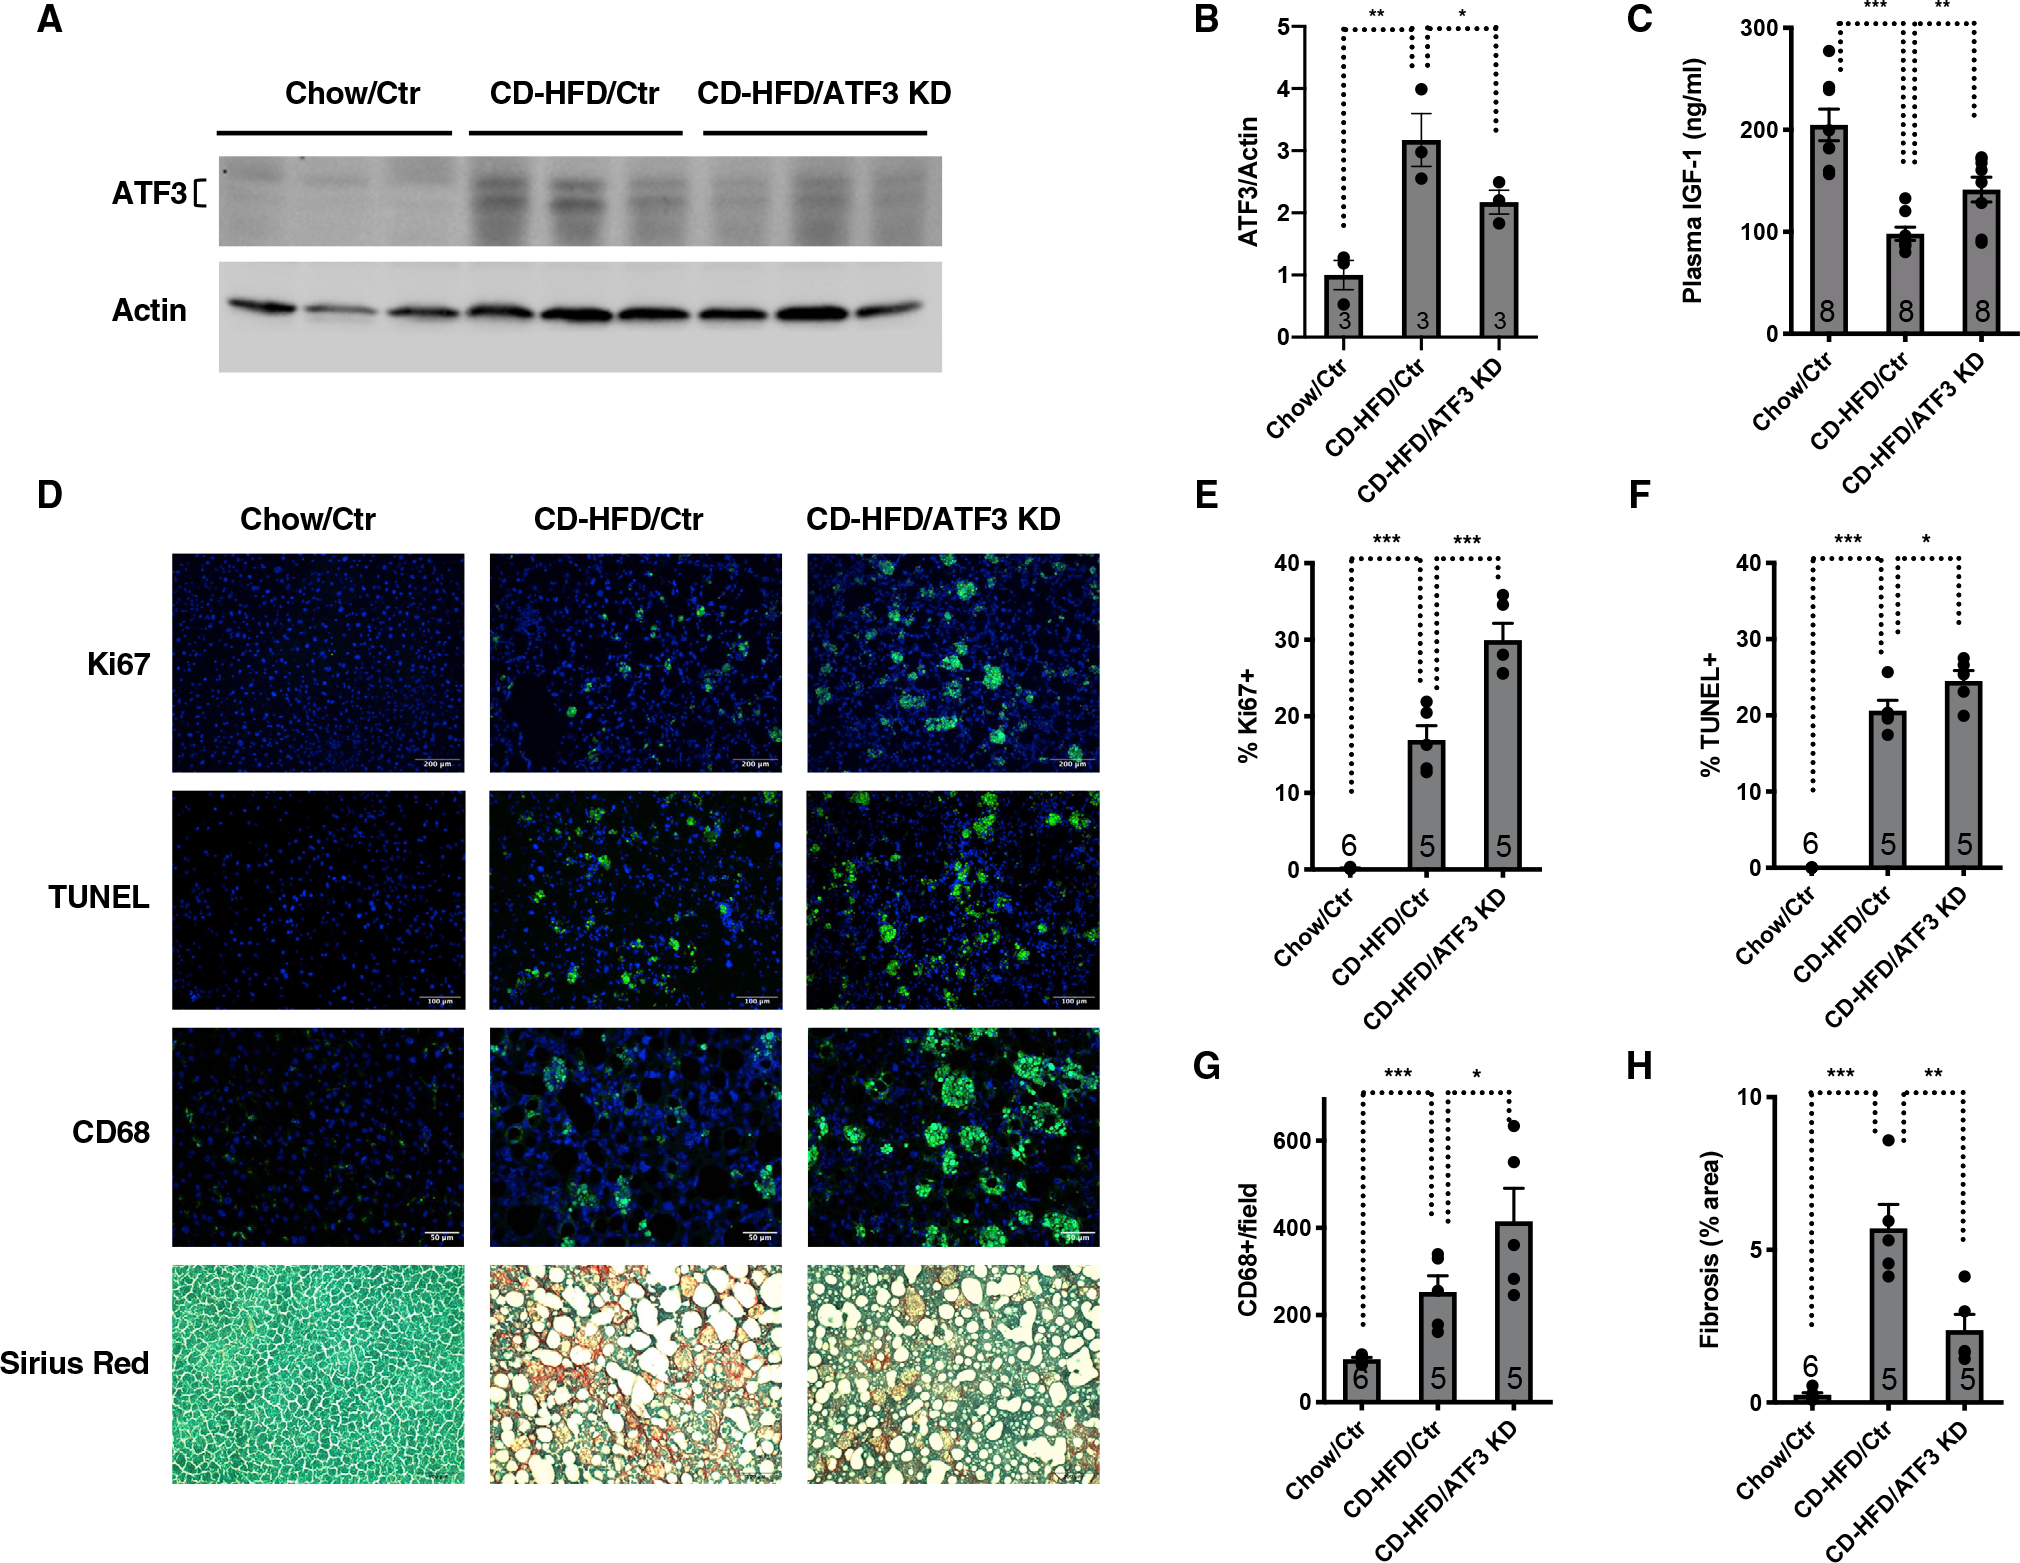
Suppression of the somatotroph axis controls liver damage in mice fed a CD-HFD Comparison of wild-type mice with or without ATF3 knockdown in the livers fed a chow diet or a CD-HFD for 8 weeks. (A and B) Western analyses (A) and quantification (B) of ATF3 in the livers. n = 3 mice. (C) ELISA analyses of plasma levels of IGF-1. n = 8 mice. (D–H) Liver sections stained for Ki67, TUNEL, CD68, and Sirius red (D) and their quantifications (E–H). n = 5–6 mice. Scale bars: 200 (Ki67), 100 (TUNEL, Sirius red), and 50 μm (CD68). Error bars represent standard errors. *p < 0.05; **p < 0.01; ***p < 0.001. See also Figure S6.

**Figure 6.**
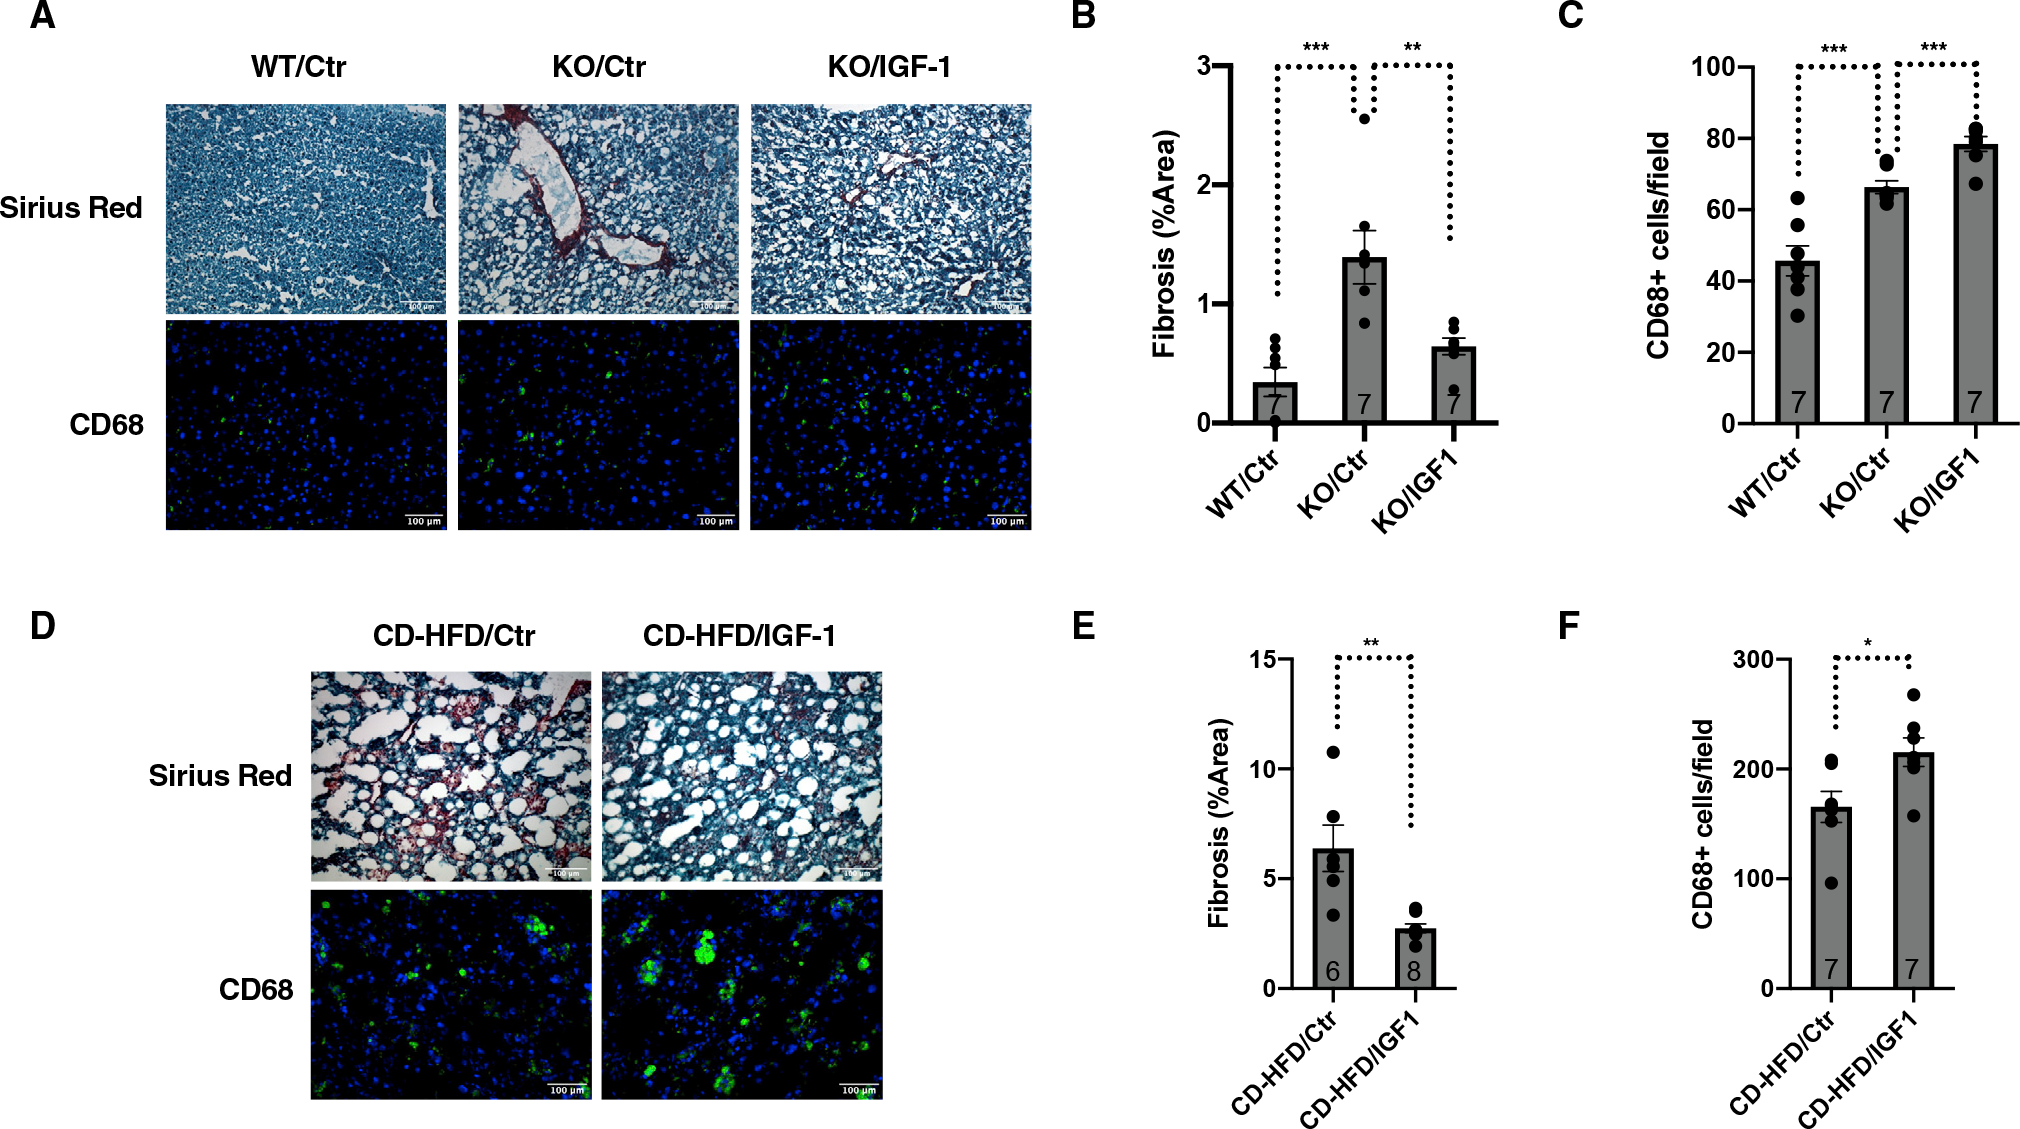
IGF-1 controls liver damage in NAFLD (A–C) Comparison of wild-type and *SIRT7*^−/−^ mice treated with or without IGF-1 for 4 weeks. Data shown are liver sections stained for CD68 and Sirius red (A) and their quantifications (B and C). n = 7 mice. Scale bar: 100 μm. (D–F) Comparison of wild-type mice fed a CD-HFD for 3 weeks followed by treatment with or without IGF-1 for 4 weeks. Data shown are liver sections stained for CD68 and Sirius red (D) and their quantifications (E and F). n = 6–8 mice (E) and 7 mice (F). Scale bar: 100 μm. Error bars represent standard errors. *p < 0.05; **p < 0.01; ***p < 0.001.

**Figure 7.**
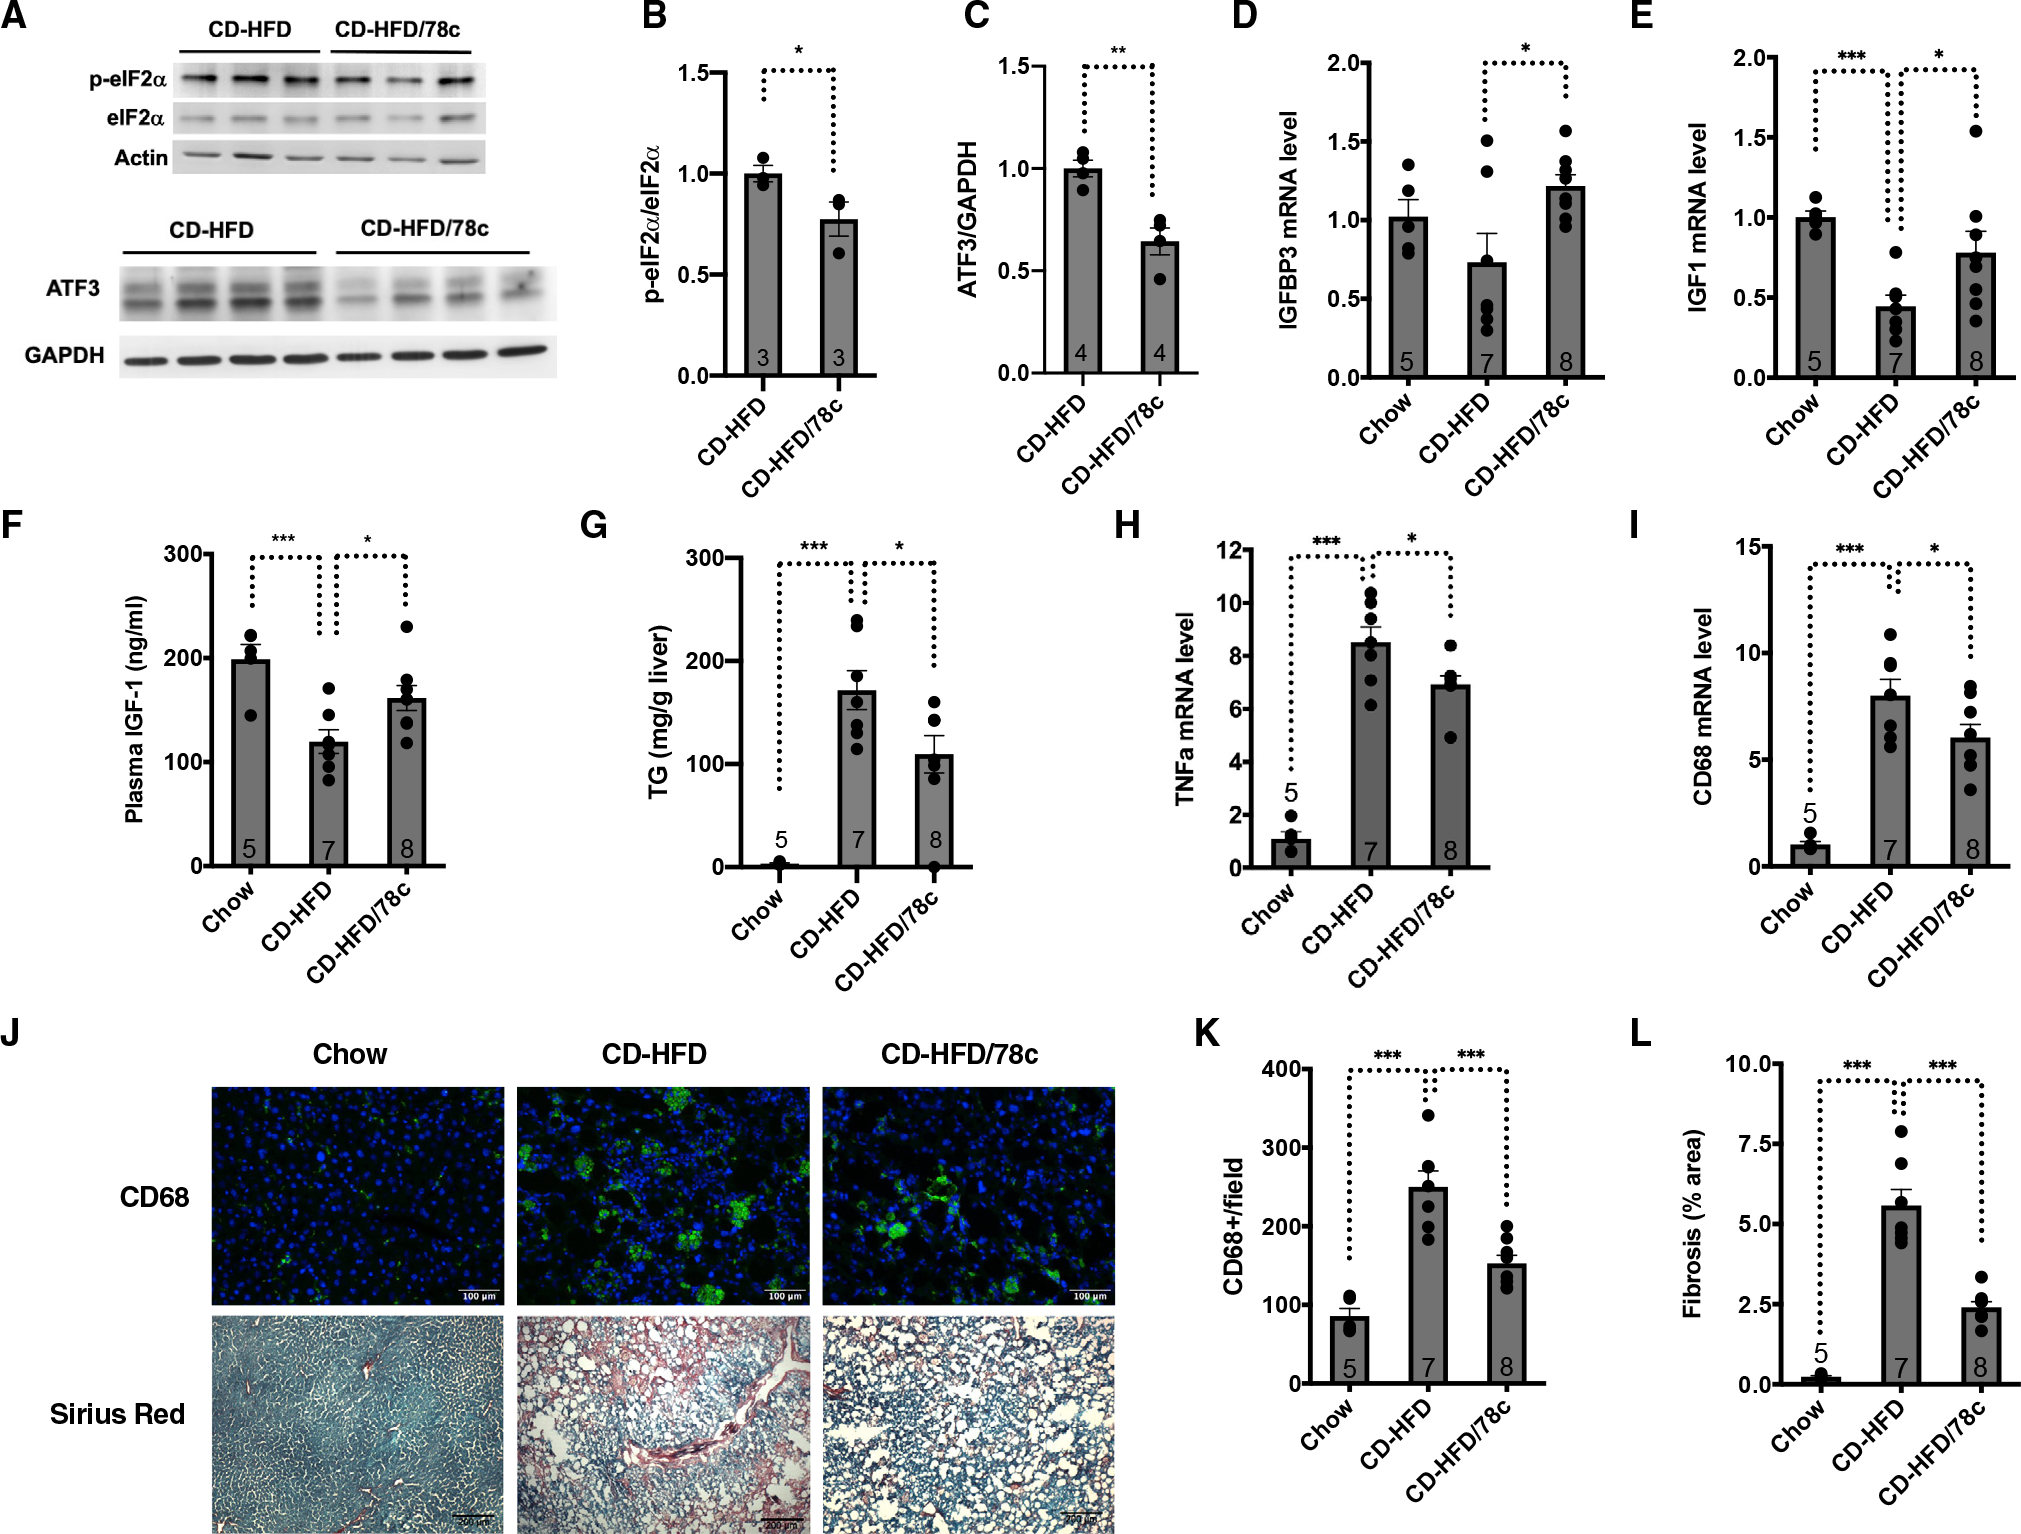
NAD^+^ repletion ameliorates hepatic ER stress, dysregulated somatotroph axis, and liver damage in NAFLD Comparison of mice fed a chow diet or a CD-HFD for 3 weeks followed by treatment with or without 78c for 4 weeks. (A–C) Western analyses (A) and quantification (B and C) for phosphorylated eIF2α and ATF3 in the livers. n = 3–4 mice. (D and E) Quantitative real-time PCR analyses for the mRNA levels of indicated genes in the livers. GAPDH was used as an internal control. n = 5–8 mice. (F) ELISA analyses of plasma levels of IGF-1. n = 5–8 mice. (G) Liver triglyceride quantification. n = 5–8 mice. (H and I) Quantitative real-time PCR analyses for the mRNA levels of the indicated genes in the livers. GAPDH was used as an internal control. n = 5–8 mice. (J–L) Liver sections stained for CD68 and Sirius red (J) and their quantifications (K and L). n = 5–8 mice. Scale bars: 100 (CD68) and 200 μm (Sirius red). Error bars represent standard errors. *p < 0.05; **p < 0.01; ***p < 0.001. See also Figure S7.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

p-eIF2α (Ser52) polyclonal antibody	Invitrogen	Cat# 44728G; RRID:AB_1500038
eIF2α antibody	CST	Cat# 9722; RRID: AB_2230924
Phospho-Akt (Ser473) antibody	CST	Cat# 9271; RRID:AB_329825
Akt antibody	CST	Cat# 9272; RRID:AB_329827
Actin antibody	Sigma	Cat# A2066; RRID:AB_476693
GAPDH antibody	CST	Cat# 5174; RRID: AB_10622025
Mouse growth hormone R/GHR antibody	R&D	Cat# AF1360; RRID:AB_2111403
Mouse FGF acidic/FGF1 antibody	R&D	Cat# AF4686; RRID: AB_2924726
ATF-3 (D2Y5W) Rabbit antibody	CST	Cat# 33593S; RRID: AB_2799039
Normal Rabbit IgG	CST	Cat# 2729S; RRID: AB_1031062
Purified anti-mouse CD68 antibody	BioLegend	Cat#137001; RRID: AB_2044003
Goat anti-rat IgG (H + L) cross-absorbed secondary antibody, DyLight 488	ThermoFisher Scientific	Cat# SA5-10018; RRID: AB_2556598
FITC anti-mouse Ki-67 antibody	BioLegend	Cat# 652409; RRID: AB_2562140

Chemicals, peptides, and recombinant proteins		

78c (CD38 inhibitor)	MedChemExpress	Cat# HY-123999; CAS#1700637-55-3
Dimethyl Sulfoxide (DMSO)	Sigma	Cat# D8418
Polyethylene glycol 400 (PEG400)	Sigma	Cat# PX1286B
Hydroxypropyl-g-cyclodextrin	Santa Cruz biotechnology	Cat# sc-238090A
Recombinant human IGF1	PeproTech	Cat# 100-11
BSA	Sigma	Cat# A7906
Dulbecco’s Modification of Eagle’s medium	Gibco	Cat# 11995065
Dulbecco’s Modification of Eagle’s medium (low glucose)	Gibco	Cat# 11885-084
Williams E media	Gibco	Cat# 12551-032
Liver perfusion medium	Gibco	Cat# 17701-038
Collagenase type IV	Worthington	Cat# LS004188
L-Glutamine	Gibco	Cat# 25030081
Non-essential amino acid (100X)	Gibco	Cat# 11140-050
Percoll^™^ PLSU	Cytiva	Cat# 17544702
Fetal Bovine Serum	Invitrogen	Cat#10437-028
Tunicamycin	Sigma	Cat# T7765
Thapsigargin	Sigma	Cat# T9033
RNAiMAX	Invitrogen	Cat# 13778100
Sirius red (direct red 80)	Sigma	Cat# 365548
Fast green	Fisher Chemical	Cat# F99-10
qScript^™^ cDNA SuperMix	Quanta biosciences	Cat# 95048
qPCR SuperMix kit	BioChain Institute	Cat# K5052400
Penicillin Streptomycin solution (100x)	Invitrogen	Cat# 15140122
Collagen, type I solution from rat tail	Sigma	Cat# C3867-1VL
Trypsin-EDTA (0.25%)	Gibco	Cat# 25200056
TRIzol reagent	Invitrogen	Cat# 15596026
Lipofectamine 2000	Invitrogen	Cat# 11668019
HEPES	Gibco	Cat# 15630080
HBSS, calcium, magnesium, no phenol red	Gibco	Cat# 14025092
HBSS, no calcium, no magnesium, no phenol red	Gibco	Cat# 14175095
Western (blotting) Lightning Plus-ECL substrate	Perkin Elmer	Cat# NEL103E001EA
DAPI (4′,6-diamidino-2-phenylindole, dihydrochloride)	Thermo Fisher Scientific	Cat#62247
Propidium iodide solution	Biolegend	Cat#421301
FITC Annexin V	BioLegend	Cat# 640906
Formaldehyde	Thermo Fisher Scientific	Cat# F79-500

Critical commercial assays		

QIAprep spin Miniprep kit	Qiagen	Cat# 27106X4
10× Genomics single Cell 3′ reagent kits v3	10× Genomics	Cat# PN-1000075
IGF-1 mouse ELISA kit	Invitrogen	Cat# EMIGF1
Apo-Brdu *in situ* DNA fragmentation assay kit	Biovision	Cat# K401
Pierce^™^ BCA protein assay kit	Thermo Scientific	Cat# 23225
L-type Triglyceride M enzyme color A	Fujifilm Wako Diagnostics	Cat# 996-02895
L-type Triglyceride M enzyme color B	Fujifilm Wako Diagnostics	Cat# 992-02995

Deposited data		

SIRT7 liver		GEO: GSE216996

Experimental models: Cell lines		

Hepa 1–6	UC Berkeley Cell culture facility	N/A
HEK293T	ATCC	CRL-3216

Experimental models: Organisms/strains		

Mouse: SIRT7 KO	Shin et al.^27^	N/A
Mouse: C57BL/6J	National Institute on Aging	N/A

Oligonucleotides		

qPCR primer sequences	IDT (integrated DNA technologies)	Table S2
IGFBP3 ChIP Forward primer: GTTCTCGCTGGGAAATGCCT	IDT (integrated DNA technologies)	N/A
IGFBP3 ChIP Reverse primer: TCAGCGCCTGTGTACTTTGT	IDT (integrated DNA technologies)	N/A
IGF-1R ChIP Forward primer: GGGAATTTCGTCCCAAATAAAAGGA	IDT (integrated DNA technologies)	N/A
IGF-1R ChIP Reverse primer: GAGAGAAACACGAGCCCCC	IDT (integrated DNA technologies)	N/A
Tubulin ChIP Forward primer: AGACGGAAGAGAACACTGCG	IDT (integrated DNA technologies)	N/A
Tubulin ChIP Reverse primer: CTTCATCGGGCTTCAGTCGT	IDT (integrated DNA technologies)	N/A
ATF3 siRNA TGCTGCCAAGTGTCGAAACAA	Qiagen	Cat# GS11910
Control siRNA	Qiagen	Cat# 1027281
Myc siRNA CCCAAGGTAGTGATCCTCAAA	Shin et al.^27^	N/A

Recombinant DNA		

pCMV-dR8.2 dvpr	Addgene	Plasmid: #8455
pCMV-VSV-G	Addgene	Plasmid: #8454
pLKO.1-ATF3	Sigma	TRCN0000082129 TRCN0000082132
dsAAV-RSVeGFP-U6	Shin et al.^27^	N/A
dsAAV-RSVShMyc	Shin et al.^27^	N/A
Ad-m-ATF3-shRNA	Vector biolabs	Cat# shADV-253206

Software and algorithms		

Cell ranger (v.6.0.0)	10X Genomics	N/A
Scanpy Python package (v.1.6.0)	Luo et al.^60^	https://github.com/scverse/scanpy
Bbknn batch-alignment algorithm	Polański et al.^61^	https://github.com/Teichlab/bbknn
Leiden algorithm	Traag et al.^62^	https://github.com/vtraag/leidenalg
MAST R package (v.1.12.0)	Finak et al.^63^	https://github.com/RGLab/MAST
Seaborn Python package (v.0.9.0)		https://seaborn.pydata.org/citing.html
GSEAPY Python package (v.0.10.3)		https://github.com/zqfang/GSEApy/releases
ImageJ		https://imagej.nih.gov/ij/
iVision (v.4.5.6 r4)	BioVision Technologies	https://www.biovis.com
GraphPad Prism	GraphPad	https://www.graphpad.com/

Other		

Choline-deficient high fat diet	Research Diet	Cat# A06071302

# Supplementary material for: The hepatic integrated stress response suppresses the somatotroph axis to control liver damage in nonalcoholic fatty liver disease
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Jan 7.
**Supplement:** 1

**Supplemental information**

**The hepatic integrated stress response suppresses  
the somatotroph axis to control liver damage  
in nonalcoholic fatty liver disease**

**Rika Ohkubo, Wei-Chieh Mu, Chih-Ling Wang, Zehan Song, Marine Barthez, Yifei Wang, Nathaniel Mitchener, Rasul Abdullayev, Yeong Rim Lee, Yuze Ma, Megan Curtin, Suraj Srinivasan, Xingjia Zhang, Fanghan Yang, Peter H. Sudmant, Angela Oliveira Pisco, Norma Neff, Cole M. Haynes, and Danica Chen**

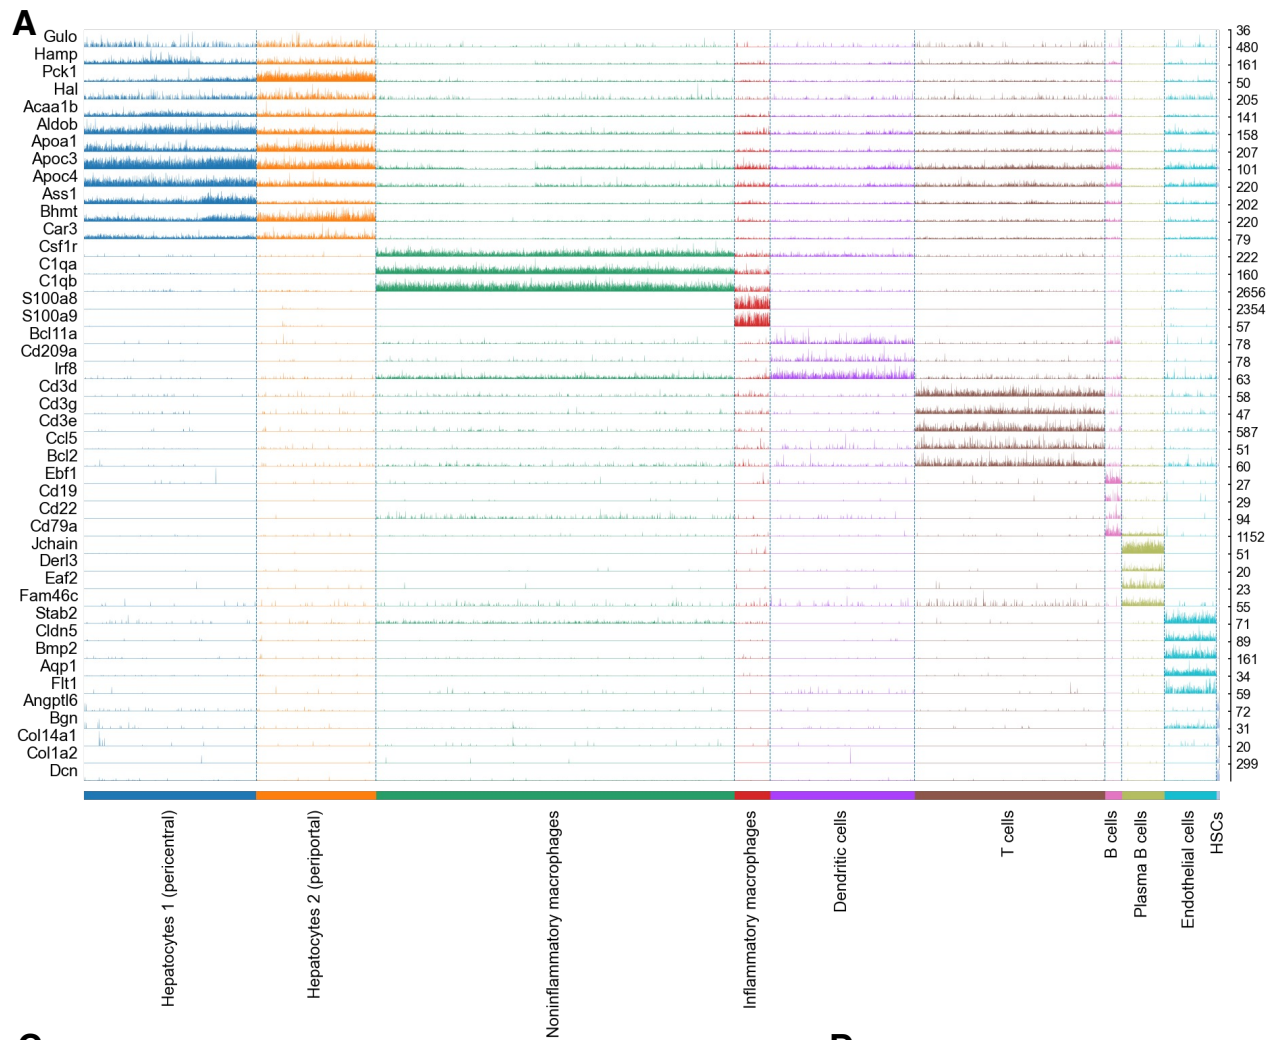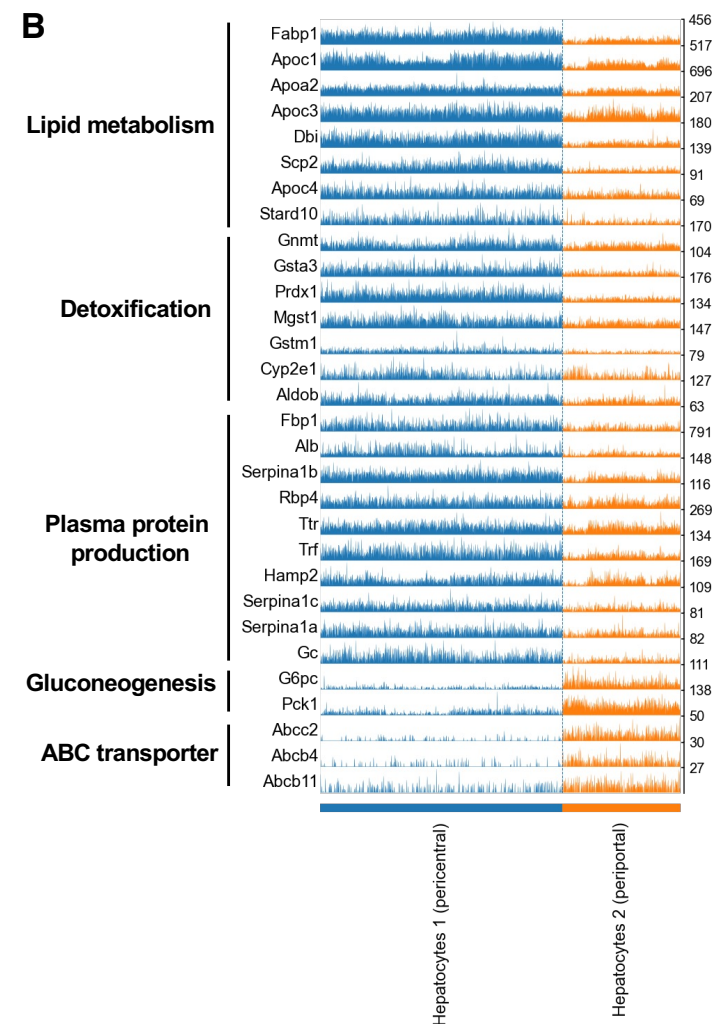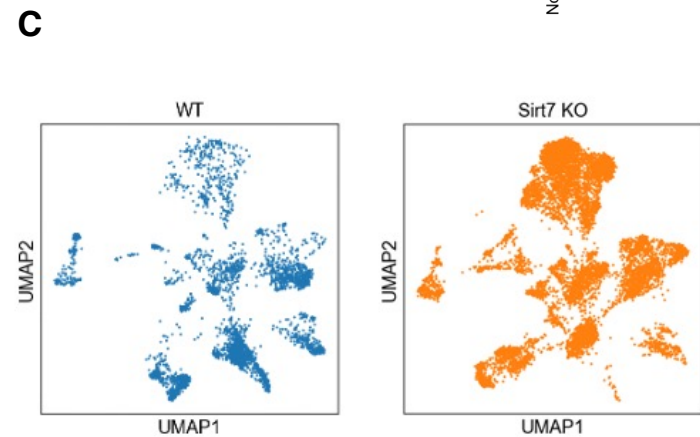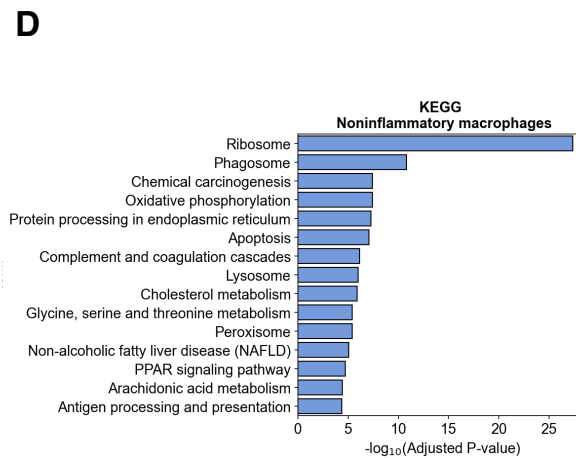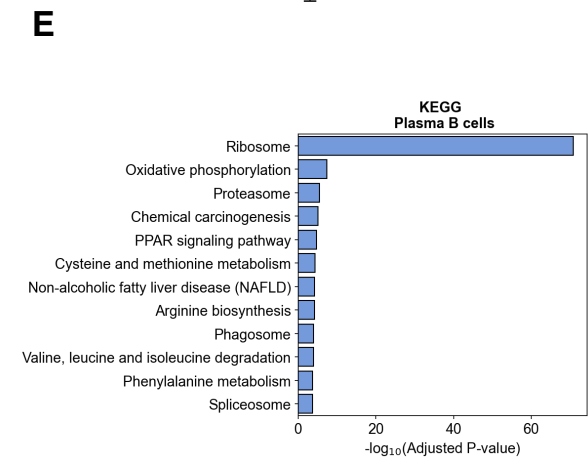

**Figure S1. A mouse model of NAFLD. Related to Figure 1.**

**A, B, Quality control for 10x Genomics single-cell RNA-sequencing data of the livers of wild-type and SIRT7<sup>-/-</sup> mice. 

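The groups of the re-analysis were named by these marker genes alone. The 10 groups held 3713, 2014, 1760, 1505, 1188, 521, 439, 297, 134 and 39 cells and were named, in that order, macrophage-like, T-like, hepatocyte 1-like, dendritic-like, hepatocyte 2-like, endothelial-like, plasma B-like, S100a8/S100a9, B-like and stellate-like cells. Macrophage-like cells were led by *Clec4f*, *C1qa* and *Cd5l*. The T-like cells were led also by the natural killer cell genes *Ncr1*, *Gzmb* and *Xcl1*, and the dendritic-like cells by the basophil genes *Prss34* and *Mcpt8*, so that these names cover more than 1 cell type. All 13 markers of hepatocytes 1 were detected in the hepatocyte 1-like cells, but 0 of them were among the 10 leading genes, which began with the hemoglobin genes *Hbb-bs*, *Hba-a1*, *Hba-a2* and *Hbb-bt*. The mean of *Hbb-bs* in this group was 67.4 CP10K in wild-type mouse 1, 4.04 CP10K in *SIRT7*-/- mouse 1 and at most 0.183 CP10K in the other mice, so that RNA of red blood cells is part of this group too. The hepatocyte 1-like cells had a median of 1241.5 UMIs per cell and the hepatocyte 2-like cells 2246.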

Track plot showing the expression of representative marker genes for each cell cluster. Each bar represents a cell and cells are grouped based on clustering. The cell identity assigned to each cluster is indicated at the bottom. Numbers on the right indicate maximum detected expression. The gene expression is represented by height (y values). Pericentral hepatocytes express highly genes for lipid metabolism, detoxification, and plasma protein production while periportal hepatocytes express highly genes for gluconeogenesis and ABC transporter.**

**C, Single-cell RNA-sequencing of the livers of WT and SIRT7<sup>-/-</sup> mice using the 10x Genomics Chromium platform. UMAP clustering of single cell transcriptomes (3270 cells from WT and 8340 cells from SIRT7<sup>-/-</sup> mice) colored by genotype. n=3 mice. 

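By mouse, 1243, 933 and 1094 cells came from the wild-type mice and 5609, 2179 and 552 from the *SIRT7*-/- mice, so that *SIRT7*-/- mouse 1 gave 67.3% of the *SIRT7*-/- cells. The numbers of hepatocyte 1-like cells were 480, 410 and 54 in the wild-type and 520, 232 and 64 in the *SIRT7*-/- mice. For hepatocyte 2-like cells they were 320, 102 and 45 in the wild-type and 399, 51 and 271 in the *SIRT7*-/- mice, for macrophage-like cells 55, 46 and 243 in the wild-type and 2652, 633 and 84 in the *SIRT7*-/- mice, and for plasma B-like cells 12, 20 and 130 in the wild-type and 128, 135 and 14 in the *SIRT7*-/- mice. The medians per mouse ranged from 1630 UMIs per cell in *SIRT7*-/- mouse 1 to 3875 in *SIRT7*-/- mouse 3. A mean over all cells of a genotype would thus weigh *SIRT7*-/- mouse 1 most, which is why means were taken within each mouse first.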

Refer to Figure 1A for cell identity of each cluster.**

**D, E, Pathway analysis for the biological function of differentially expressed genes in non inflammatory macrophages and plasma B cells of the livers of WT and SIRT7<sup>-/-</sup> mice.**

| Gene Title                          | Gene Symbol | Fold Change | p Value  |
|-------------------------------------|-------------|-------------|----------|
| Growth Hormone Receptor             | Ghr         | -1.3        | 0.0019   |
| Fibroblast Growth Factor 1          | Fgf1        | -1.58       | 0.0018   |
| Epidermal Growth Factor Receptor    | Egfr        | -1.39       | 0.02     |
| Fibroblast Growth Factor Receptor 4 | Fgfr4       | -1.87       | 4.16E-06 |
| Prolactin Receptor                  | Prlr        | -2.64       | 0.0009   |
| IGF Binding Protein, Acid Labile    | Igfals      | -1.64       | 0.0003   |
| IGF Binding Protein 3               | Igfbp3      | -2.16       | 0.04     |
| IGF Binding Protein 1               | Igfbp1      | 3.74        | 0.0048   |
| IGF Binding Protein 7               | Igfbp7      | 1.28        | 0.005    |
| IGF Binding Protein 6               | Igfbp6      | 1.19        | 0.04     |

**Figure S2. Suppressed somatotroph gene expression in the livers of SIRT7<sup>-/-</sup> mice. Related to Figure 1. A summary of genes in the somatotroph axis and mitogenic signaling that are differentially expressed in the livers of SIRT7<sup>-/-</sup> mice compare to the wild type controls based on the microarray analyses. The listed p values are not corrected for multiple testing. Refer to Data S2 for complete analyses including multiple testing.**

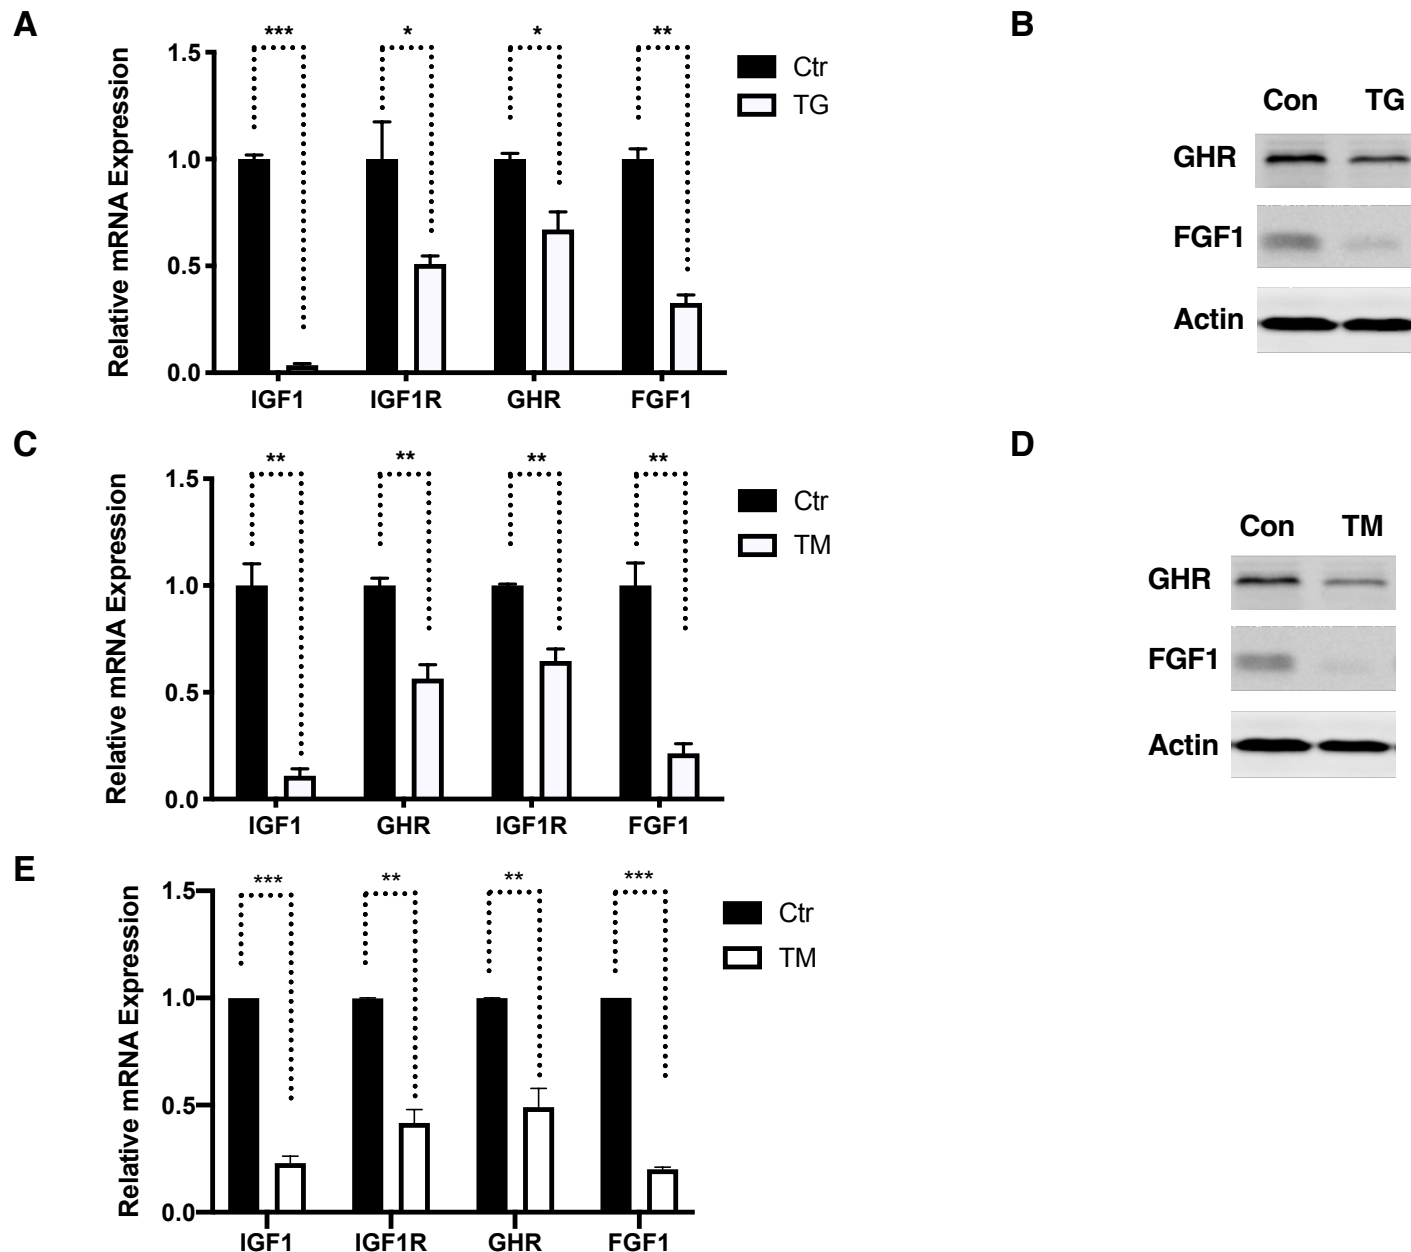

**Figure S3. ER stress triggers the suppression of the somatotroph axis in hepatocytes. Related to Figure 2.**

**A-D**, Quantitative real-time PCR and Western analyses of expression of indicated genes in Hepa 1-6 cells treated with thapsigargin (A, B) or tunicamycin (C, D). n=2.

**E**, Quantitative real-time PCR analyses of expression of indicated genes in primary hepatocytes treated with tunicamycin. n=2.

Error bars represent standard errors. \* represents  $p < 0.05$ . \*\* represents  $p < 0.01$ . \*\*\* represents  $p < 0.001$ .

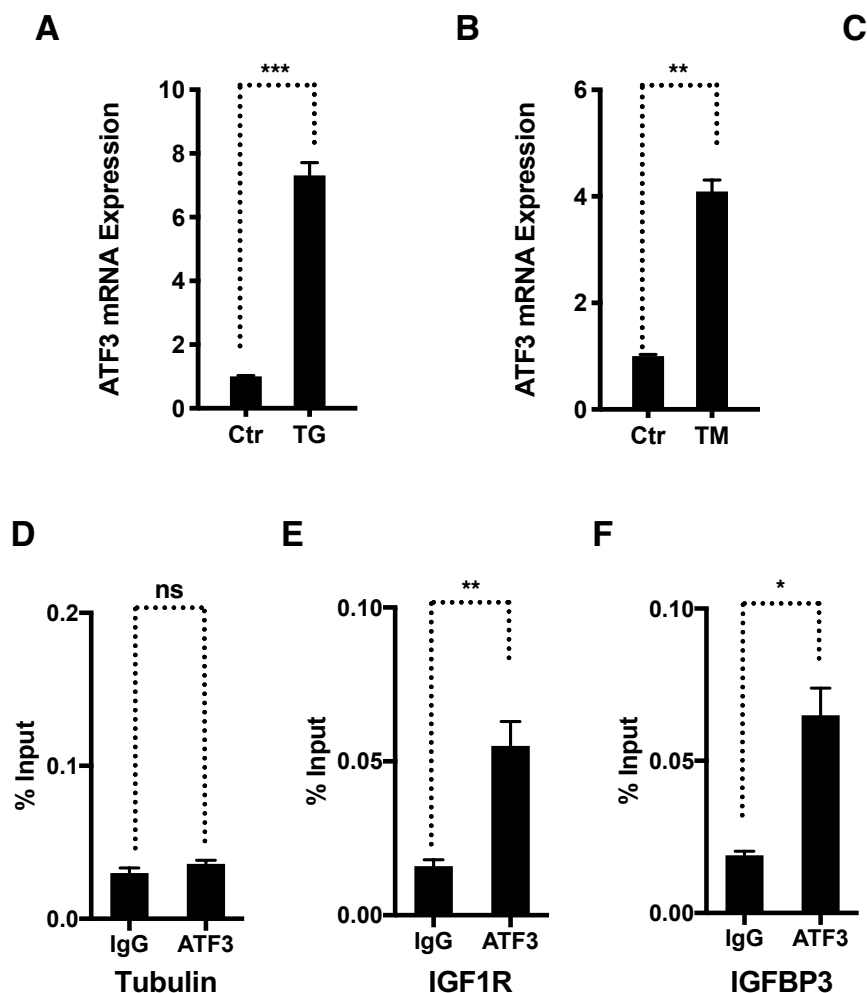

| Gene Title                  | Gene Symbol | Binding Region    |
|-----------------------------|-------------|-------------------|
| IGF1 Receptor               | IGF1R       | Enhancer          |
| IGF2 mRNA Binding Protein 1 | IGF2BP1     | Promoter/Enhancer |
| IGF2 mRNA Binding Protein 3 | IGF2BP3     | Promoter/Enhancer |
| IGF2 Receptor               | IGF2R       | Promoter/Enhancer |
| IGF Binding Protein 3       | IGFBP3      | Promoter/Enhancer |
| IGF Binding Protein 4       | IGFBP4      | Promoter/Enhancer |
| IGF Binding Protein 6       | IGFBP6      | Promoter/Enhancer |
| IGF Like Family Member 4    | IGFL4       | Promoter/Enhancer |
| IGF Like Family Receptor 1  | IGFLR1      | Enhancer          |

**Figure S4. ATF3 is induced by protein folding stress and binds to the promoters or enhancers of IGF-related genes. Related to Figure 3.**

**A, B,** Quantitative real time PCR analyses comparing the mRNA expression of ATF3 in Hepa 1-6 cells treated with or without ER stress inducers thapsigargin (A), thapsigargin (B). n=2-3.

**C,** A summary of IGF-related genes as ATF3 targets based on ChIP sequencing analyses using the Harmonizome web portal.

**D-F,** ChIP with ATF3 antibody followed by quantitative real-time PCR showing ATF3 occupancy at the promoters of the indicated genes in the mouse liver. n=2-3.

Error bars represent standard errors. \* represents  $p < 0.05$ . \*\* represents  $p < 0.01$ . \*\*\* represents  $p < 0.001$ . ns represents  $p > 0.05$ .

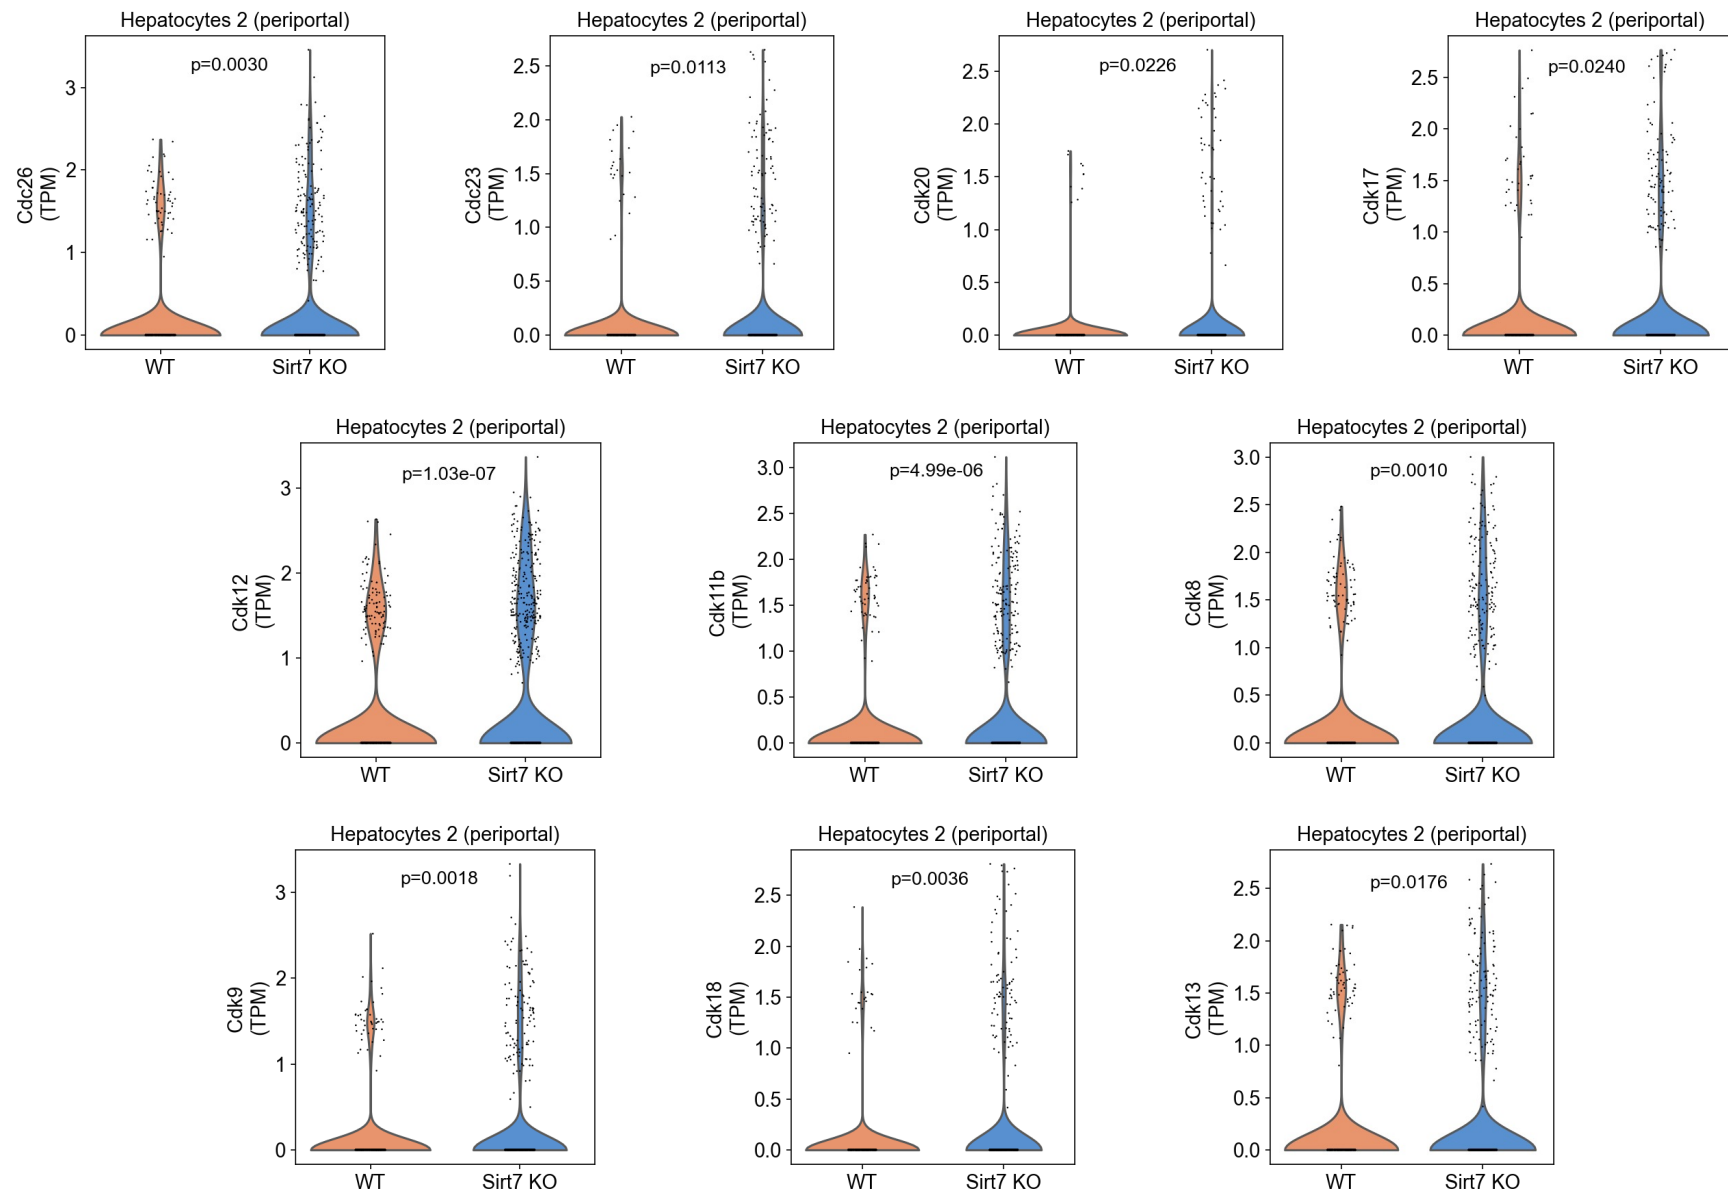

**Figure S5. Increased expression of cell cycle genes in hepatocytes of the livers of SIRT7<sup>-/-</sup> mice. Related to Figure 4.**

**Violin plots showing the expression of representative cell cycle genes in hepatocytes of the livers of WT and SIRT7<sup>-/-</sup> mice. Each dot represents the gene expression levels in one cell. n=3 mice. P values are false discovery rate-corrected, MAST differential expression test.**

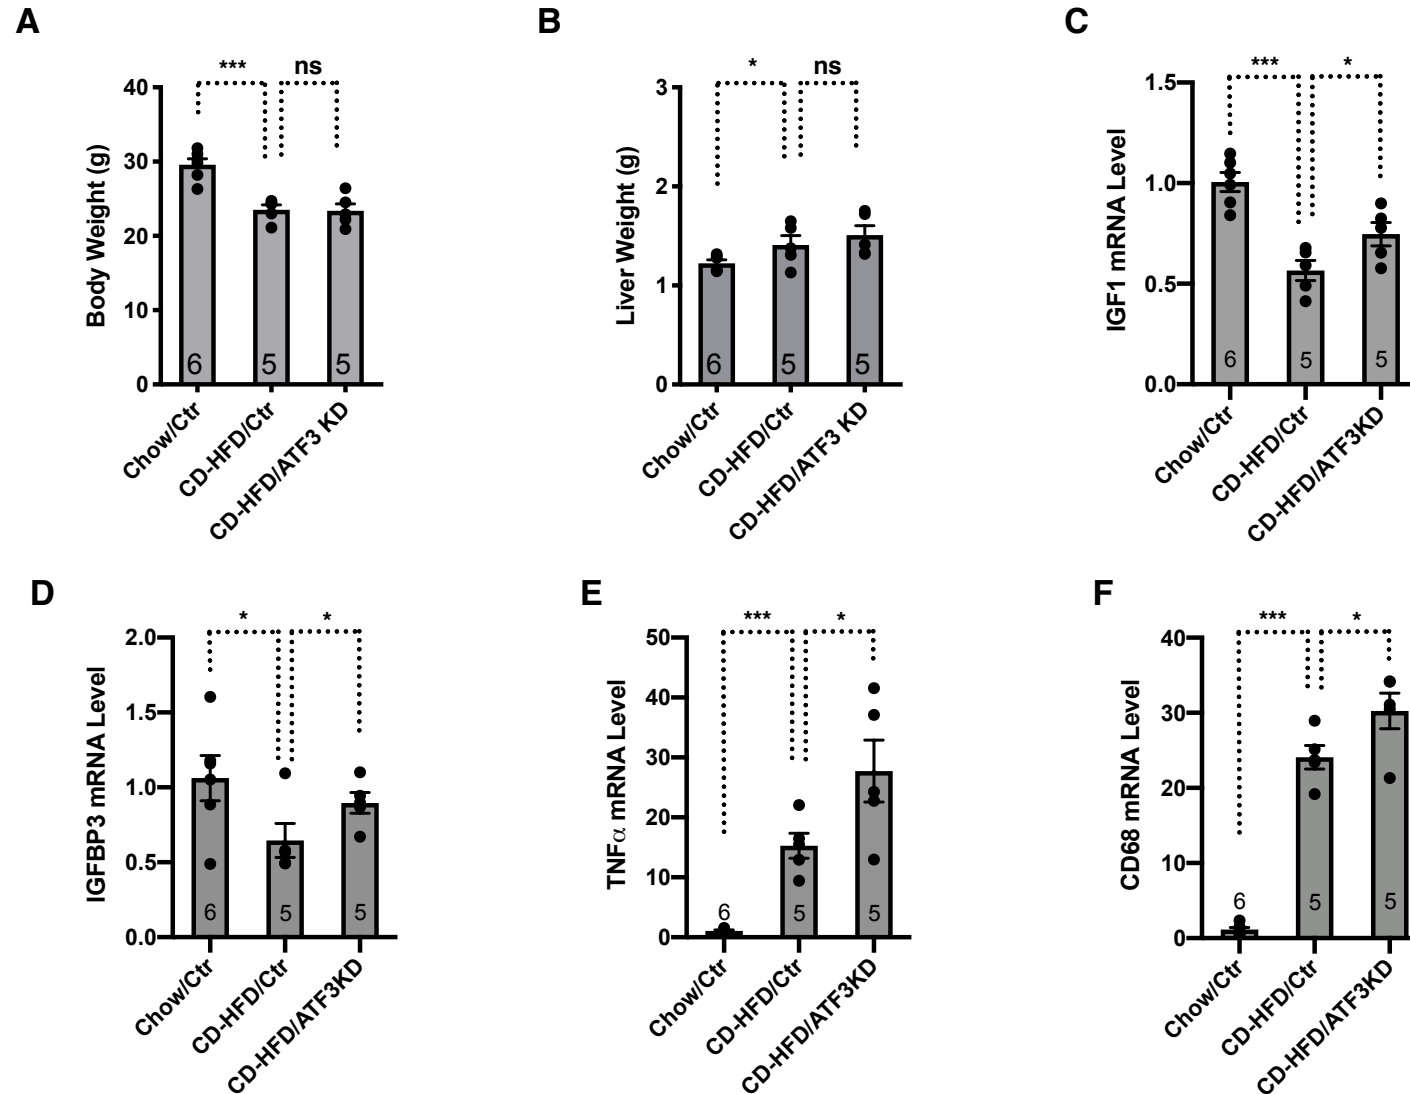

**Figure S6. Suppression of the somatotroph axis controls liver damage in mice fed a CD-HFD. Related to Figure 5.** Comparison of wild type mice with or without ATF3 knockdown in the livers fed a chow diet or a CD-HFD for 8 weeks. **A**, Body weight. n=5-6 mice. **B**, Liver weight. n=5-6 mice. **C-F**, Quantitative real-time PCR analyses of expression of indicated genes in the livers. n=5-6 mice. Error bars represent standard errors. \* represents  $p < 0.05$ . \*\*\* represents  $p < 0.001$ . ns represents  $p > 0.05$ .

**A**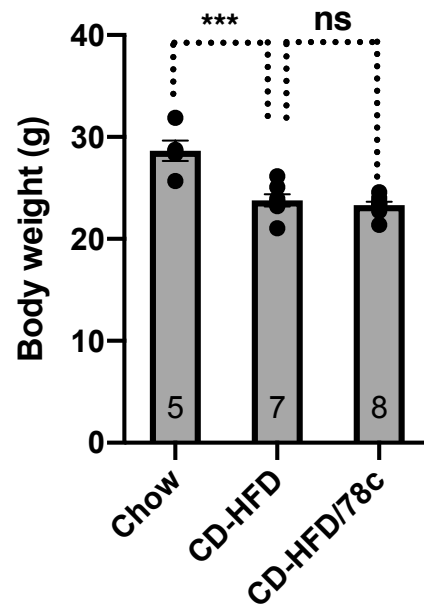**B**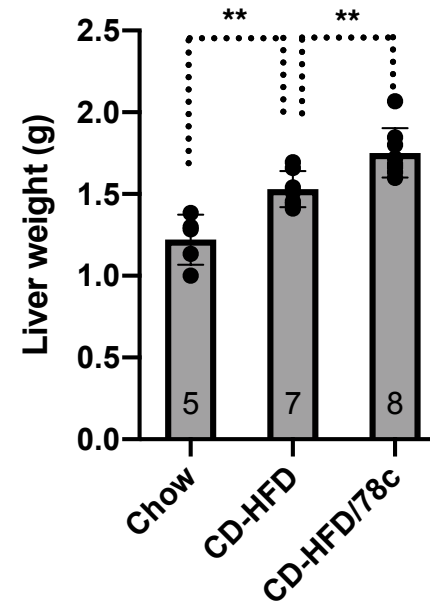

**Figure S7. The effects of 78c on CD-HFD mice. Related to Figure 7.**

Mice were fed a chow diet or a CD-HFD for 3 weeks before the treatment with or without 78c for 4 weeks. Data shown are body weight (A) and liver weight (B). n=5-8 mice

How the deposited data were processed for this re-analysis (not part of the article)

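Livers of 3 wild-type and 3 *SIRT7*-/- mice were measured by single-cell RNA sequencing on the 10x Genomics Chromium platform, with hepatocytes and nonparenchymal cells mixed for each library. According to the methods, the authors aligned reads to the mouse transcriptome, removed cells with fewer than 500 genes or more than 5% mitochondrial genes, excluded genes detected in fewer than 3 cells, scaled every cell to 10000 counts and took the log with an offset of 1. As deposited by the authors, the values are ln(CP10K + 1), the natural log of counts per 10000 plus 1. This was checked on the table, where exp(x) - 1 summed to 10000 in each of the 11610 cells. The fewest genes in a cell was 500 and the highest mitochondrial share was 5.01%. Of the 16623 genes, 44 had a value in fewer than 3 cells. Each cell was mapped to its mouse by the ending of its barcode, and 0 cells were left unmapped. The record of units lists 12 gene columns by name, those of genes named in the paper, because some gene symbols are spelled like sample accessions. All 16623 gene columns hold the same unit and all were used.

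UMIs were worked back from the values by dividing by the smallest step of each cell. All 12961041 values above 0 lay within 0.02 of a whole number of UMIs, with a largest deviation of 0.00387. The UMIs gave the depth of each mouse, from 2511947 in wild-type mouse 2 to 11069411 in *SIRT7*-/- mouse 1, and were used for thinning, for sums per mouse and for marking doublets. With no mouse left out, each comparison of a class rests on counted molecules of 2 or 3 mice per genotype. These were 2 and 2 for plasma B-like, and 3 wild-type and 2 *SIRT7*-/- mice for endothelial-like cells. Where a mouse was left out, some comparisons in these 2 classes rest on 1 mouse in a genotype. Counting error adds to the spread between mice.

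The table names no cell types. With scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0), the 1000 most variable genes and 50 principal components were computed, a neighbor graph with 3 neighbors from each mouse was built by the scheme of bbknn with code of the re-analysis (bbknn itself was not used here), and cells were clustered with leidenalg 0.10.2 at the paper's resolution of 0.35. Each of the 10 clusters was named after the class of Figures S1A and S1B whose marker genes scored highest in it, with at least 3 markers detected, and "-like" was added. The S100a8/S100a9 cells, with the markers of the paper's inflammatory macrophages, were named after these genes instead. A class was compared when at least 2 mice per genotype had 20 or more cells, which 7 classes met. B-like, stellate-like and S100a8/S100a9 cells were not compared by gene. The leading genes of a cluster are marked where they are given as results of that class, and the sizes of the classes were compared as shares per mouse.

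The mean CP10K over the cells of a mouse and class plus 0.05 was taken as log2. Genes with a mean of at least 0.05 CP10K over the mice were compared between the genotypes, *SIRT7*-/- minus wild-type, with limma 3.58.1 (R 4.3.3, statmod 1.5.0; lmFit, and eBayes with trend and robust), two-sided, with Benjamini-Hochberg adjustment over all genes of a class and a threshold of 0.05. Lists of ribosomal protein, respiratory chain, proteasome and ER protein processing genes, the 10 genes of Figure S5, S phase and G2/M phase genes and the somatotroph genes of Figures 1 and S2 were fixed in advance, and lists of immediate-early genes and of nuclear RNA were added afterwards. The lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 28 tests for the first 4 lists in 7 classes. The KEGG sets and MAST, which the paper used, were not used here. The value given for a list is the median log2 fold change of its genes minus the median over all genes of that class. The difference between the hepatocyte classes was tested on the difference of the log2 values of both classes within each mouse. Values of single genes per mouse and shares of cells were compared with exact permutation tests, whose smallest two-sided p is 0.1 for 3 mice against 3.

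On simulated data, made from the mice of each class with changes put into 200 genes, limma recovered 39% of them in hepatocyte 1-like, 10% in hepatocyte 2-like, 48% in macrophage-like, 51.5% in dendritic-like, 42% in T-like, 15% in endothelial-like and 21.5% in plasma B-like cells. With nothing changed it called 0 genes in each class. Each simulated gene varied on its own, so this does not cover differences between mice that many genes share.

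The genes named were chosen by a rule fixed in advance. They are the genes the paper names for these cells and for the somatotroph axis, *Sirt7*, *Atf3*, *Myc*, *Hspa5*, *Ddit3* and *Pcyt2*, the first 5 genes of each sheet of the paper's MAST table that could be read, and in each class with results at a claim the 3 genes with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 0.5 CP10K and no overlap between the mice of the genotypes. A gene that meets the rule is not reported here. Genes named outside the rule were chosen after their values were seen and are marked so. Positions come from the GENCODE annotation of GRCm38, in which 98.9% of the symbols were found.

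Doublets were scored per mouse with Scrublet through scanpy. Its automatic threshold marked 40 of 11610 cells (0.345%), a share too low for droplet libraries of this size, so the step counts as not having worked, and the highest 5% of scores of each mouse (581 cells) were left out as a further alternative. The other alternatives were a pseudocount of 0.01 or 0.2 CP10K, no filter or a filter at 0.2 CP10K, a replicate block, each mouse left out in turn, the mean of the logged values, rescaling by the median ratio of genes, cells thinned to 2000 or 1000 UMIs, a plain neighbor graph with 15 neighbors, a resolution of 0.7, all hepatocyte-like cells combined, genes at least 5 times higher in hepatocyte-like cells left out elsewhere, fry, camera with an estimated correlation, a shorter ribosomal protein list, limma's voom on summed UMIs, and the share of hepatocytes as a covariate. The covariate for the share of hepatocytes was a high or low grouping of the mice, parted at the largest gap in the share, and not the share itself. Figures were drawn with matplotlib 3.10.9. The microarray, qPCR, Western blot, ELISA and histology experiments of the paper were not analysed here.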

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

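Except for the tests of hepatocytes between both classes, of free hepatocyte RNA and of its relation to the hepatocyte share of each mouse, the tests of explanations and the splits of the mice were chosen only after the result had been seen.

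The change with genotype differed between the hepatocyte classes for 6 lists of genes, by a test of the difference itself (limma's camera on the difference within each mouse, adjusted over 8 lists). The difference, hepatocyte 2-like minus hepatocyte 1-like, was -0.80 (adjusted p = 6.6e-13) for ribosomal protein, -0.87 (adjusted p = 6.6e-13) for respiratory chain and -0.79 (adjusted p = 1.7e-06) for proteasome genes. It was -0.58 (adjusted p = 0.0220) for S phase, 0.65 (adjusted p = 0.00234) for ER protein processing and 0.79 (adjusted p = 0.0220) for the Figure S5 genes. Under fry the adjusted p of these 6 ranged from 0.0716 to 0.1498 and under an estimated correlation from 0.156 to 0.326, so that none passed. As 1 value per mouse, exact permutation tests gave p = 0.1 for ribosomal protein, respiratory chain, proteasome and S phase genes, the smallest p possible, p = 0.2 for ER protein processing and p = 0.3 for the Figure S5 genes. Of the 10 splits of the 6 mice into 3 and 3, the number with a difference as large, the real one included, was 1 for ribosomal protein, 1 for respiratory chain, 1 for proteasome, 1 for S phase, 2 for ER protein processing and 3 for Figure S5 genes, and with 10 splits chance cannot be excluded. For ER protein processing the other split parts the mice by a high or low share of hepatocytes. With that grouping as a covariate, the difference between the genotypes was 0.35 and no longer passed. With each mouse left out in turn, the difference stayed between -1.13 without *SIRT7*-/- mouse 2 and -0.52 without *SIRT7*-/- mouse 3 for ribosomal protein, -1.12 without wild-type mouse 3 and -0.76 without *SIRT7*-/- mouse 1 for respiratory chain and -1.02 without wild-type mouse 3 and -0.59 without wild-type mouse 1 for proteasome genes. For the first 3 lists, explanations were tested on the ribosomal protein genes. A difference in depth is argued against by a value of -0.61 with every cell thinned to 1000 UMIs, which still passed. A difference between mice with a high and a low share of hepatocytes is argued against by a value of -0.89 with this grouping as a covariate. A graded effect of the share was not tested. Hepatocytes that cross the border between the classes stay open. When all hepatocyte-like cells were parted into 3 groups of equal size by their nuclear RNA, the share of ribosomal protein UMIs changed by 0.31 in the group with the least (log2, *SIRT7*-/- minus wild-type, exact permutation p = 0.1) and by -0.19 in the group with the most (exact permutation p = 0.7), with 0.0012 between them (exact permutation p = 1). The outer groups differed by -0.50, in which the change in the group with the most lies within the spread between mice. With each mouse left out in turn, the outer groups differed by -0.71 without *SIRT7*-/- mouse 2 to -0.31 without *SIRT7*-/- mouse 3. From the least to the most nuclear RNA, the changes were 0.32, -0.32 and -0.40 without *SIRT7*-/- mouse 2 and 0.41, 0.60 and 0.10, all in 1 direction, without *SIRT7*-/- mouse 3. An effect of the genotype that differs between hepatocyte classes stays open as well. For the other lists, a difference in depth is argued against for ER protein processing by 1.08 at 1000 and 0.85 at 2000 UMIs, both past the threshold. It stays open for the Figure S5 genes, with 0.78 at 1000 UMIs, which did not pass, and 1.01 at 2000, which did, and for S phase genes, with -0.69 at 1000 and the opposite sign, 0.16, at 2000, neither of which passed. A difference between the high and low groups of hepatocyte share is argued against by 1.08 for the Figure S5 and -0.50 for S phase genes with the covariate, both past the threshold. It stays open for ER protein processing, at 0.35. An effect of the genotype stays open for these lists too.

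Some genes outside those the paper discusses passed the threshold in several of the 7 classes. *Cyp2c50* did in 6 and *Pcyt2* in 6 classes, *Car3* and *Sult2a8* in 4 classes each, and *BC018473* in 3. All but *BC018473*, which was higher, were lower in *SIRT7*-/- mice wherever they passed. Free hepatocyte RNA may carry such changes into other classes. Among 471 genes at least 5 times higher in hepatocyte-like than in T-like cells, the log2 fold changes in T-like cells followed those in hepatocytes with a Spearman rho of 0.459, against 0.151 among 8197 other genes (across genes, which are not independent replicates). Whether the amount of such RNA follows the share of hepatocytes of a mouse stays open. Over the 6 mice the hepatocyte markers in T-like cells had a Pearson r of 0.475 with that share (permutation p = 0.342, adjusted over 3 relations 0.367) and a Spearman rho of 0.543 (permutation p = 0.297), and r was 0.208 without wild-type mice 1 and 3. For macrophage-like cells these values were r = 0.746 (permutation p = 0.122, adjusted 0.367), rho = 0.771 (permutation p = 0.103) and r = 0.636 without these mice, and for dendritic-like cells r = 0.467 (permutation p = 0.367, adjusted 0.367), rho = 0.486 (permutation p = 0.356) and r = 0.156. A difference in sex between the genotypes is argued against by *Xist*, whose lowest mean in hepatocyte-like cells was 33.2 CP10K, in *SIRT7*-/- mouse 2, so that every mouse expressed it. *Pcyt2* and *BC018473* lie within 10 Mb of *Sirt7*, and DNA linked to the targeted allele is a candidate explanation for such genes. Of 170 tested genes in that window, 5 passed in at least 1 class (*Arhgdia*, *BC018473*, *Cd7*, *Pcyt2* and *St6galnac2*, of which the names outside the rule were chosen after their values were seen), against 88 of 12614 elsewhere, an odds ratio of 4.31 (Fisher's exact test, two-sided, p = 0.00795). *Pcyt2* and *BC018473* prompted this test. Without them 3 of 168 passed, an odds ratio of 2.59 (Fisher's exact test, two-sided, p = 0.118), so that linked DNA stays open. Neighboring genes are not independent, the window was set at 1 width, and strain variants were not examined. A direct effect of the loss of SIRT7 on these genes stays open.

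Immediate-early genes, a list added after the genes past the threshold had been seen, were lower in *SIRT7*-/- hepatocyte 2-like cells, by a median of -1.76 (log2, relative to all genes). Of 14 genes tested, 12 were lower, and *Fos*, *Junb*, *Egr1*, *Ier2*, *Btg2* and *Cyr61* passed the threshold. Since these genes prompted the list, the other 8 are the fairer measure, and their median relative to all genes was -0.69, with 6 lower. Every *SIRT7*-/- mouse had a lower mean of the list than every wild-type mouse (exact permutation p = 0.1). Handling that lowers these genes by the same fold in all cells of a liver is argued against by T-like and endothelial-like cells. To leave room for a decrease, this was tested on genes with a wild-type mean of at least 0.5 CP10K both there and in hepatocyte 2-like cells. Over 6 such genes the median was -0.075 in T-like against -2.26 in hepatocyte 2-like cells, and over 5 such genes it was 0.068 in endothelial-like against -1.75 in hepatocyte 2-like cells. Handling to which the classes respond to different degrees stays open. For the whole list, macrophage-like cells were at -0.45 (15 of 17 genes lower, exact permutation p = 0.1), dendritic-like cells at -0.23, plasma B-like cells at -0.17, T-like cells at -0.029 and endothelial-like cells at 0.048, and the decrease was largest in the classes with the highest wild-type means of the list, 0.99 in hepatocyte 2-like, 0.30 in macrophage-like and -0.058 in dendritic-like cells (log2), which goes with such handling. A difference between mice with a high and a low share of hepatocytes is argued against by a median of -1.84 with this grouping as a covariate. Handling that acts on hepatocytes alone, such as the time from perfusion to loading, and an effect of the genotype stay open. The median in hepatocyte 1-like cells was -0.17, with 8 of 12 genes lower and 0 past the threshold in limma (exact permutation p = 0.8). Over the 4 genes with a wild-type mean of at least 0.5 CP10K in both hepatocyte classes it was -0.31, against -1.32 in hepatocyte 2-like cells, which are too few genes to decide.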

How the results depend on the processing

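Thinning to 1000 UMIs, leaving out the highest 5% of Scrublet scores, voom on summed UMIs, the hepatocyte share as a covariate, and fry and the estimated correlation for lists other than ribosomal protein genes were chosen only after the results had been seen, and the other alternatives before the data were examined. "Passed" stands for the threshold of 0.05 on the adjusted p, list values are medians of log2 fold changes relative to all genes, and the cause of a change was not tested unless stated. Over all alternatives, 514 of 640 values of 31 single genes kept their direction and their side of the threshold, 116 kept the direction and no longer passed, 9 newly passed and 1 changed sign. For 30 lists in classes, 535 of 706 values were the same in this sense, 104 no longer passed, 31 newly passed and 36 changed sign. For the 6 lists between the hepatocyte classes these numbers were 107 of 137, 29, 0 and 1. Of 146 counts of genes, 66 stayed within 1.5 times the reported count. *Igf1* kept its lower mean and did not pass in all 22 alternatives in each hepatocyte class.

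At a pseudocount of 0.01 CP10K, the number of genes past the threshold was 7 in hepatocyte 2-like, 7 in macrophage-like, 1 in dendritic-like, 6 in T-like, 9 in endothelial-like and 1 in plasma B-like cells. A change of sign was seen for respiratory chain in plasma B-like (-0.033). The test no longer passed for Figure S5 in hepatocyte 2-like (0.46), Figure S5 in all hepatocytes (0.52), G2/M phase in hepatocyte 2-like (0.35) and Figure S5 between the hepatocyte classes (0.96). At a pseudocount of 0.2 CP10K, the number of genes past the threshold was 43 in hepatocyte 2-like, 5 in dendritic-like, 37 in endothelial-like and 11 in plasma B-like cells. The threshold was no longer passed by Figure S5 in all hepatocytes (0.35), S phase in hepatocyte 1-like (0.31), G2/M phase in hepatocyte 2-like (0.19), G2/M phase in all hepatocytes (0.22) and S phase between the hepatocyte classes (-0.31). With no filter on low values, the number of genes past the threshold was 71 in hepatocyte 1-like, 10 in hepatocyte 2-like, 1 in macrophage-like, 84 in endothelial-like and 73 in plasma B-like cells. The threshold was newly passed by ER protein processing in macrophage-like (-0.17) and G2/M phase in hepatocyte 1-like (0.34). With the filter at 0.2 CP10K, the number of genes past the threshold was 24 in hepatocyte 1-like, 8 in hepatocyte 2-like, 7 in T-like and 10 in endothelial-like cells. The sign was the opposite for respiratory chain in plasma B-like (-0.0035), S phase in hepatocyte 2-like (0.14) and G2/M phase in all hepatocytes (-0.24). The threshold was no longer passed by Figure S5 in hepatocyte 2-like (0.46), Figure S5 in all hepatocytes (0.50), S phase in hepatocyte 1-like (1.08), G2/M phase in hepatocyte 2-like (0.14) and Figure S5 between the hepatocyte classes (0.46). The threshold was newly passed by somatotroph in hepatocyte 2-like (-0.60). With a replicate block, the number of genes past the threshold was 2 in hepatocyte 1-like, 49 in hepatocyte 2-like, 138 in macrophage-like, 41 in dendritic-like, 3 in T-like and 67 in endothelial-like cells. On the mean of the logged values of single cells (natural log), the number of genes past the threshold was 12 in hepatocyte 1-like, 55 in macrophage-like, 21 in dendritic-like, 45 in T-like, 46 in endothelial-like and 62 in plasma B-like cells. The sign was the opposite for ribosomal protein in dendritic-like (-0.020), respiratory chain in plasma B-like (-0.0076) and S phase in all hepatocytes (-0.012). The threshold was no longer passed by respiratory chain in macrophage-like (-0.048), Figure S5 in all hepatocytes (0.067), S phase in hepatocyte 1-like (0.023), G2/M phase in hepatocyte 2-like (0.019), G2/M phase in all hepatocytes (0.011) and S phase between the hepatocyte classes (-0.034). The threshold was newly passed by proteasome in macrophage-like (0.074), ER protein processing in plasma B-like (-0.14) and somatotroph in hepatocyte 2-like (-0.13). After rescaling by the median ratio, the sign changed for respiratory chain in plasma B-like (-0.047). The threshold was then missed by respiratory chain in hepatocyte 1-like (0.24). The test now passed for ER protein processing in plasma B-like (-0.31). With cells thinned to 2000 UMIs, the number of genes past the threshold was 186 in hepatocyte 1-like, 147 in hepatocyte 2-like, 8 in macrophage-like and 3 in T-like cells. The sign was the opposite for ER protein processing in hepatocyte 2-like (0.17), S phase in hepatocyte 2-like (0.032), somatotroph in hepatocyte 2-like (0.13) and S phase between the hepatocyte classes (0.16). The threshold was no longer passed by respiratory chain in hepatocyte 1-like (0.011), respiratory chain in macrophage-like (-0.079), Figure S5 in all hepatocytes (0.062), S phase in hepatocyte 1-like (0.25) and G2/M phase in hepatocyte 2-like (0.34). The threshold was newly passed by ER protein processing in macrophage-like (-0.26) and G2/M phase in hepatocyte 1-like (0.50). On the plain graph, hepatocyte 2-like cells fell into groups that nearly parted the genotypes. One held 315, 96 and 35 wild-type and 0 *SIRT7*-/- cells, the other 6, 5 and 12 wild-type and 430, 63 and 271 *SIRT7*-/- cells. Groups of this graph were named by the class most of their cells had on the balanced graph, which joined both again. With them joined, the number of genes past the threshold was 5 in dendritic-like and 37 in endothelial-like cells. A change of sign was seen for S phase in hepatocyte 2-like (0.19). The test no longer passed for ribosomal protein in hepatocyte 2-like (-0.17), proteasome in hepatocyte 2-like (-0.20) and S phase between the hepatocyte classes (-0.39). The threshold was now passed by G2/M phase in hepatocyte 1-like (0.64). At a resolution of 0.7, the sign changed for S phase in hepatocyte 2-like (0.053). With the doublets of the automatic threshold left out, the sign was the opposite for S phase in hepatocyte 2-like (0.065). With hepatocyte genes left out, the sign changed for respiratory chain in plasma B-like (-0.022). The threshold was newly passed by ER protein processing in plasma B-like (-0.29). With all hepatocyte-like cells combined, the sign changed for ribosomal protein in hepatocyte 1-like (-0.20), respiratory chain in hepatocyte 1-like (-0.34), proteasome in hepatocyte 1-like (-0.033), Figure S5 in hepatocyte 1-like (0.46) and S phase in hepatocyte 2-like (0.15). The threshold was then missed by proteasome in hepatocyte 2-like (-0.033) and S phase in hepatocyte 1-like (0.15). The test now passed for ER protein processing in hepatocyte 2-like (-0.43), G2/M phase in hepatocyte 1-like (0.42) and somatotroph in hepatocyte 2-like (-0.74).

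Chosen after the results had been seen were the following. Without the highest 5% of Scrublet scores of each mouse, the number of genes past the threshold was 12 in plasma B-like cells. A change of sign was seen for respiratory chain in plasma B-like (-0.024) and S phase in hepatocyte 2-like (0.29). The test no longer passed for respiratory chain in macrophage-like (-0.069) and S phase between the hepatocyte classes (-0.58). With cells thinned to 1000 UMIs, the number of genes past the threshold was 189 in hepatocyte 1-like, 56 in hepatocyte 2-like, 6 in macrophage-like, 5 in dendritic-like and 18 in plasma B-like cells. The sign was the opposite for respiratory chain in plasma B-like (-0.29), proteasome in plasma B-like (-0.058) and S phase in hepatocyte 2-like (0.44). The threshold was no longer passed by ribosomal protein in hepatocyte 2-like (-0.23), ribosomal protein in plasma B-like (0.038), respiratory chain in macrophage-like (-0.18), proteasome in hepatocyte 2-like (-0.21), Figure S5 in hepatocyte 2-like (0.65), Figure S5 in all hepatocytes (0.34), S phase in hepatocyte 1-like (0.78), G2/M phase in hepatocyte 2-like (0.22), Figure S5 between the hepatocyte classes (0.78) and S phase between the hepatocyte classes (-0.69). Under voom on summed UMIs, the number of genes past the threshold was 486 in hepatocyte 1-like, 168 in hepatocyte 2-like, 3 in endothelial-like and 34 in plasma B-like cells. A change of sign was seen for respiratory chain in macrophage-like (0.016) and Figure S5 in hepatocyte 1-like (0.10). The test no longer passed for S phase in hepatocyte 1-like (0.27), G2/M phase in hepatocyte 2-like (0.59) and Figure S5 between the hepatocyte classes (0.52). The threshold was now passed by respiratory chain in plasma B-like (0.16), proteasome in macrophage-like (0.20), proteasome in plasma B-like (0.071) and ER protein processing in plasma B-like (-0.30). With the high or low hepatocyte share as a covariate, the number of genes past the threshold was 200 in hepatocyte 1-like, 62 in hepatocyte 2-like, 1 in macrophage-like, 5 in dendritic-like and 0 in endothelial-like cells. The sign was the opposite for S phase in hepatocyte 2-like (0.061). The threshold was no longer passed by Figure S5 in all hepatocytes (0.50) and ER protein processing between the hepatocyte classes (0.35). The threshold was newly passed by respiratory chain in plasma B-like (0.24), proteasome in plasma B-like (0.21) and Figure S5 in hepatocyte 1-like (-0.65). Beside the count of 0 in endothelial-like cells, limma gave 615 genes at an unadjusted p under 0.05.

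With fry and with an estimated correlation, which change the p of a list and not its value, the test no longer passed for ribosomal protein in hepatocyte 1-like (0.42), ribosomal protein in hepatocyte 2-like (-0.40), ribosomal protein in macrophage-like (0.31), ribosomal protein in T-like (0.24), ribosomal protein in endothelial-like (0.58), ribosomal protein in plasma B-like (0.35), respiratory chain in hepatocyte 1-like (0.26), respiratory chain in hepatocyte 2-like (-0.65), respiratory chain in macrophage-like (-0.18), proteasome in hepatocyte 1-like (0.51), proteasome in hepatocyte 2-like (-0.39), ER protein processing in hepatocyte 1-like (-0.71), Figure S5 in hepatocyte 2-like (0.46), Figure S5 in all hepatocytes (0.46), S phase in hepatocyte 1-like (0.53), G2/M phase in hepatocyte 2-like (0.31), G2/M phase in all hepatocytes (0.42), somatotroph in hepatocyte 1-like (-1.15), ribosomal protein between the hepatocyte classes (-0.80), respiratory chain between the hepatocyte classes (-0.87), proteasome between the hepatocyte classes (-0.79), ER protein processing between the hepatocyte classes (0.65), Figure S5 between the hepatocyte classes (0.79) and S phase between the hepatocyte classes (-0.58).

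With each mouse left out in turn, the number of genes past the threshold ranged from 19 without *SIRT7*-/- mouse 2 to 153 without *SIRT7*-/- mouse 3 in hepatocyte 1-like, 8 without wild-type mouse 3 to 193 without *SIRT7*-/- mouse 3 in hepatocyte 2-like, 1 without wild-type mouse 1 to 96 without *SIRT7*-/- mouse 1 in macrophage-like, 0 without wild-type mouse 2 to 137 without *SIRT7*-/- mouse 1 in dendritic-like, 7 without wild-type mouse 1 to 137 without *SIRT7*-/- mouse 1 in T-like, 9 without wild-type mouse 1 to 263 without *SIRT7*-/- mouse 1 in endothelial-like and 3 without *SIRT7*-/- mouse 2 to 706 without wild-type mouse 3 in plasma B-like cells. In dendritic-like cells without wild-type mouse 2 the count of 0 stood beside 465 genes at an unadjusted p under 0.05 in limma, and without wild-type mouse 3 it stood beside 739. Without wild-type mouse 2 the count in macrophage-like cells was 1. In plasma B-like cells, and in endothelial-like cells without a *SIRT7*-/- mouse, leaving out a mouse left 1 mouse in that genotype, and this lone mouse is assumed to vary like the other group. The lists ranged from -0.64 without *SIRT7*-/- mouse 2 to -0.062 without *SIRT7*-/- mouse 3 for ribosomal protein in hepatocyte 2-like, 0.0054 without *SIRT7*-/- mouse 1 to 0.12 without *SIRT7*-/- mouse 2 for ribosomal protein in dendritic-like, 0.15 without wild-type mouse 3 to 0.35 without wild-type mouse 1 for ribosomal protein in T-like, 0.17 without wild-type mouse 2 to 0.39 without wild-type mouse 1 for respiratory chain in hepatocyte 1-like, -0.27 without wild-type mouse 3 to -0.094 without wild-type mouse 1 for respiratory chain in macrophage-like, -0.24 without wild-type mouse 3 to 0.23 without wild-type mouse 2 for respiratory chain in plasma B-like, -0.54 without wild-type mouse 3 to -0.23 without wild-type mouse 1 for proteasome in hepatocyte 2-like, -0.0078 without wild-type mouse 3 to 0.21 without wild-type mouse 2 for proteasome in plasma B-like, -0.44 without *SIRT7*-/- mouse 1 to 0.060 without *SIRT7*-/- mouse 2 for ER protein processing in hepatocyte 2-like, -0.29 without *SIRT7*-/- mouse 3 to 0.021 without *SIRT7*-/- mouse 1 for ER protein processing in macrophage-like, -0.50 without wild-type mouse 3 to -0.039 without wild-type mouse 2 for ER protein processing in plasma B-like, 0.42 without wild-type mouse 1 to 0.62 without wild-type mouse 3 for Figure S5 in hepatocyte 2-like, 0.27 without *SIRT7*-/- mouse 3 to 0.53 without wild-type mouse 3 for Figure S5 in all hepatocytes, 0.42 without *SIRT7*-/- mouse 3 to 0.69 without *SIRT7*-/- mouse 2 for S phase in hepatocyte 1-like, -0.16 without *SIRT7*-/- mouse 3 to 0.22 without wild-type mouse 2 for S phase in hepatocyte 2-like, -0.094 without *SIRT7*-/- mouse 3 to 0.59 without *SIRT7*-/- mouse 1 for G2/M phase in hepatocyte 1-like, 0.0092 without *SIRT7*-/- mouse 3 to 0.60 without *SIRT7*-/- mouse 1 for G2/M phase in hepatocyte 2-like, 0.021 without *SIRT7*-/- mouse 3 to 0.66 without *SIRT7*-/- mouse 1 for G2/M phase in all hepatocytes, -0.73 without wild-type mouse 1 to -0.066 without wild-type mouse 3 for somatotroph in hepatocyte 2-like, 0.43 without *SIRT7*-/- mouse 2 to 0.81 without wild-type mouse 3 for ER protein processing between the hepatocyte classes, 0.56 without *SIRT7*-/- mouse 3 to 1.09 without *SIRT7*-/- mouse 2 for Figure S5 between the hepatocyte classes, -0.73 without *SIRT7*-/- mouse 1 to -0.35 without wild-type mouse 2 for S phase between the hepatocyte classes, -0.018 without wild-type mouse 1 to 0.42 without wild-type mouse 3 for *Ghr* in hepatocyte 2-like, 0.27 without *SIRT7*-/- mouse 1 to 0.48 without *SIRT7*-/- mouse 3 for ribosomal protein in hepatocyte 1-like, 0.18 without wild-type mouse 2 to 0.41 without wild-type mouse 3 for ribosomal protein in macrophage-like, 0.27 without *SIRT7*-/- mouse 1 to 0.83 without *SIRT7*-/- mouse 2 for ribosomal protein in endothelial-like, 0.11 without *SIRT7*-/- mouse 1 to 0.52 without *SIRT7*-/- mouse 2 for ribosomal protein in plasma B-like, -1.01 without wild-type mouse 3 to -0.38 without wild-type mouse 1 for respiratory chain in hepatocyte 2-like, 0.033 without *SIRT7*-/- mouse 3 to 0.15 without wild-type mouse 1 for proteasome in macrophage-like, -1.09 without wild-type mouse 3 to -0.33 without *SIRT7*-/- mouse 2 for ER protein processing in hepatocyte 1-like, -0.65 without *SIRT7*-/- mouse 2 to -0.069 without *SIRT7*-/- mouse 3 for Figure S5 in hepatocyte 1-like, 0.063 without *SIRT7*-/- mouse 2 to 0.30 without wild-type mouse 2 for S phase in all hepatocytes, -1.41 without wild-type mouse 3 to -0.75 without wild-type mouse 2 for somatotroph in hepatocyte 1-like and -1.13 without *SIRT7*-/- mouse 2 to -0.52 without *SIRT7*-/- mouse 3 for ribosomal protein between the hepatocyte classes.

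The replicate block took the mouse number of the labels as a block. The correlation of a wild-type mouse with the *SIRT7*-/- mouse of the same number, over genes and after subtracting the mean of each genotype, lay between -0.15 and 0.14, so that the numbers do not pair the mice, and a block was not fitted in plasma B-like cells. Rescaling by the median ratio moved the median of all genes in plasma B-like cells from 0.22 to -0.035 (log2). The planned sums of UMIs with edgeR and with DESeq2 were not run, and voom on summed UMIs stands in for them. Depth limits these results in several ways. Of 11610 cells, 5418 reached 2000 UMIs and 9859 reached 1000, so thinning also left out cells. Simulated changes were found least often in hepatocyte 2-like cells, in 10% of genes, so that changes there can go undetected.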

Differences from the paper's values

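The test of values pooled over cells was chosen only after the results had been seen. The paper's coefficients for single genes come from a supplementary table of a MAST test that took cells as replicates, while the mouse is the replicate here. They lie on the natural log scale, since against the difference of mean ln(CP10K + 1) their slope was 1.02 in hepatocyte 1-like, 1.02 in hepatocyte 2-like, 1.04 in macrophage-like, 0.883 in dendritic-like and 1.14 in T-like cells, so values are given on that scale. The sign was the same for 99.9%, 98.5%, 97.4%, 83.0% and 97.7% of the genes matched. Only the first 1999 genes of 4 of the sheets and 825 of the sheet for T cells could be read. The groups of cells were rebuilt here and can be wider or narrower than the paper's.

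For *Igf1* in hepatocytes 1, the paper's coefficient is -0.328 and the difference of the means over mice was -0.194 (natural log). The larger SD of the mice within a genotype was 0.344, which is not the spread of that difference. The paper's coefficient lies less than this SD from the value here, so it differs only by the limit of 1.5 times. Of the alternatives set before the data were examined, the values without wild-type mouse 3 (-0.389) and without *SIRT7*-/- mouse 3 (-0.343) lay within 1.5 times the paper's. Those without wild-type mouse 1 (-0.129), wild-type mouse 2 (-0.0651), *SIRT7*-/- mouse 1 (-0.176) and *SIRT7*-/- mouse 2 (-0.0642), and those without Scrublet's doublets, on the plain graph and at a resolution of 0.7 did not. The value pooled over all cells, chosen after seeing the values, was -0.425 and lay within 1.5 times the paper's.

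For *Vcam1* in noninflammatory macrophages, the paper's coefficient is 1.24 and the difference of the means over mice was 0.894 (natural log), or a log2 fold change of 1.73 (limma adjusted p = 0.0261). The larger SD of the mice within a genotype was 0.210. The difference stayed in each of the alternatives set before the data were examined that were run for it, with values between 0.789 without *SIRT7*-/- mouse 1 and 1.01 without wild-type mouse 1. Pooled over all cells, a setting chosen after seeing the values, it was 1.12, less than this SD of 0.210 from the paper's coefficient. For the other genes compared, and for the numbers of cells and genes, no such difference was found in the values as reported.

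The paper describes IGFBP1 as elevated in *SIRT7*-/- livers, from its microarray and qPCR results. In the single cells, *Igfbp1* was lower in every *SIRT7*-/- mouse than in every wild-type mouse, with 2.08 ± 1.34 CP10K in wild-type and 0.524 ± 0.0746 CP10K in *SIRT7*-/- hepatocyte 1-like cells (SD, n = 3; log2 fold change -1.72, limma adjusted p = 0.0599) and a log2 fold change of -1.05 (limma adjusted p = 0.305) in hepatocyte 2-like cells, of which it is also among the 10 leading genes. Neither passed the threshold over all genes. *Igfbp7*, which the paper's Figure S2 gives as higher too, had log2 fold changes of -1.46 (limma adjusted p = 0.523) in hepatocyte 1-like cells, against the paper, and 1.01 (limma adjusted p = 0.667) in hepatocyte 2-like cells, in the paper's direction. Of the genes that the paper gives as lower and that were tested here (*Ghr*, *Fgf1*, *Egfr*, *Fgfr4*, *Prlr* and *Igfals*), 6 of 6 were lower in hepatocyte 1-like and 4 of 6 in hepatocyte 2-like cells, so the tally goes with the paper, and *Ghr* and *Fgfr4* were the exceptions in hepatocyte 2-like cells, at 0.22 (limma adjusted p = 0.855, and -0.018 without wild-type mouse 1) and 0.44 (limma adjusted p = 0.782). *Igfbp3* was too low to be tested. The paper describes the cell-cycle genes of Figure S5 as higher in hepatocytes, and 9 of 10 were higher over all hepatocyte-like cells, while 2 of 10 were higher in hepatocyte 1-like cells.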

Other observations

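The splits of the mice, both tests of the hepatocyte classes and the list of nuclear RNA were chosen only after the results had been seen, and the test of free RNA from S100a8/S100a9 cells was planned.

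Classes that belong to no claim were compared as well. Dendritic-like cells had 1 higher and 2 lower of 9749 genes past the threshold, T-like cells 5 higher and 7 lower of 10010 genes, and endothelial-like cells, with 3 wild-type and 2 *SIRT7*-/- mice, 7 higher and 16 lower of 10661 genes. Without *SIRT7*-/- mouse 1 these totals were 137, 137 and 263. Without wild-type mouse 1 they were 1, 7 and 9, without wild-type mouse 2 0, 8 and 26, without wild-type mouse 3 0, 14 and 46, and without *SIRT7*-/- mouse 2 4, 15 and 13. *SIRT7*-/- mouse 3 had too few endothelial-like cells, and without it 10 genes passed in dendritic-like and 28 in T-like cells. For dendritic-like cells without wild-type mouse 2 and without wild-type mouse 3, where none passed, limma gave 465 and 739 genes at an unadjusted p under 0.05.

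Of the 10 splits of the 6 mice into 3 and 3, the number with as many genes past the threshold as the real one, itself included, was 2 in hepatocyte 1-like, 1 in hepatocyte 2-like, 1 in macrophage-like, 1 in dendritic-like and 1 in T-like cells. The other split in hepatocyte 1-like cells set wild-type mice 1 and 2 and *SIRT7*-/- mouse 3 against the rest and gave 55 genes. It follows the share of hepatocytes, which was 64.4%, 54.9% and 60.7% in these mice and 9.05%, 16.4% and 13.0% in the others. With this grouping as a covariate 200 genes passed for the genotype. For ribosomal protein genes, splits with a camera result as large numbered 1 in hepatocyte 1-like, 5 in hepatocyte 2-like, 2 in macrophage-like, 9 in dendritic-like and 2 in T-like cells. For hepatocyte 1-like cells they numbered 4 for respiratory chain, 1 for proteasome, 3 for ER protein processing and 6 for Figure S5 genes, and for hepatocyte 2-like cells 2, 2, 10 and 1, with 2 for Figure S5 genes over all hepatocyte-like cells. With these cells combined they numbered 10 for ribosomal protein, 7 for respiratory chain, 10 for proteasome and 5 for ER protein processing genes. The split by the share of hepatocytes was also among those as large for ER protein processing in hepatocyte 1-like cells, where the genotype's value with the covariate was -0.41. With 10 splits, chance cannot be excluded for any of these results.

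The hepatocyte classes, as grouped here, differed in nuclear RNA. *Malat1* was between 0.398 and 20.1 CP10K in the hepatocyte 1-like cells of the 6 mice and between 306 and 539 CP10K in their hepatocyte 2-like cells. Cells that lost their nuclear RNA, or only part of which was captured, may therefore make up much of the hepatocyte 1-like class. Over 85 long noncoding RNA genes, the median log2 ratio of hepatocyte 1-like to hepatocyte 2-like cells minus that of 6302 protein-coding genes had a mean of -1.07, and it was negative in 6 of 6 mice. A position along the porto-central axis, by which the paper names the classes, stays open. The median log2 ratio of 6 pericentral minus that of 7 periportal genes had a mean of 1.24 and was positive in 5 of 6 mice, but single genes went both ways. *Hal* and *Pck1*, among the periportal genes, are also markers by which the hepatocyte 2-like cells were named, so part of this value can follow from the naming. Between the genotypes, of the 3 genes of the nuclear RNA list, 3 were lower in *SIRT7*-/- hepatocyte 1-like cells and 2 higher in hepatocyte 2-like cells, 3 were higher over all hepatocyte-like and in endothelial-like cells, and 2 each in macrophage-like, dendritic-like, T-like and plasma B-like cells.

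*S100a8*, *S100a9* and *Retnlg* were higher in *SIRT7*-/- plasma B-like cells. With 0.0382 CP10K in wild-type and 6.92 CP10K in *SIRT7*-/- mice for *S100a8*, this rests on 2 mice per genotype. Free RNA from S100a8/S100a9 cells may be a source. *S100a8* was higher in 5 of the other 6 classes, with a median log2 fold change of 1.82 over the 6, but was at -0.70 in hepatocyte 1-like cells, which such RNA would raise as well. S100a8/S100a9 cells were 1.40 ± 0.443% of the cells of wild-type and 2.61 ± 1.47% of those of *SIRT7*-/- mice (SD, n = 3; exact permutation p = 0.4). The explanation stays open, as does an effect of the genotype, which was not tested apart from it.

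The somatotroph genes of Figures 1 and S2 other than *Igf1* were tested as a list. Of these genes in hepatocyte 1-like cells, 8 of 8 were lower in *SIRT7*-/- mice (limma's camera adjusted p = 5.8e-04, fry 0.517, estimated correlation 0.569), with 4 past the threshold adjusted over the list alone and 0 over all genes in limma, where 4 had an unadjusted p under 0.05. The 8 lower genes include *Igfbp1* and *Igfbp7*, which the paper gives as higher. For hepatocyte 2-like cells the list had 5 of 8 genes lower (limma's camera adjusted p = 0.114). Of the 10 splits, 1 and 5 gave a result as large in these classes. Over all hepatocyte-like cells 7 of 8 were lower (camera adjusted p = 9.1e-04, exact permutation p = 0.1). The list was also lower in dendritic-like (6 of 8, camera adjusted p = 0.0150) and T-like cells (5 of 6, camera adjusted p = 0.0251), each with exact permutation p = 0.3. It did not pass in macrophage-like, endothelial-like or plasma B-like cells. None of these calls held under fry or an estimated correlation. For hepatocyte 1-like and hepatocyte 2-like cells in turn, the log2 fold changes were -1.49 and -0.25 for *Prlr*, -1.83 and -0.63 for *Igfals*, -0.62 and -0.81 for *Fgf1*, -0.61 and -0.42 for *Egfr*, and -1.46 and 1.01 for *Igfbp7*. *Igf1* was also detected in macrophage-like cells, at 7.20 ± 0.354 CP10K in wild-type and 5.85 ± 0.911 CP10K in *SIRT7*-/- mice (SD, n = 3), with every *SIRT7*-/- mouse below every wild-type mouse (limma log2 fold change -0.31, adjusted p = 0.567).

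Among the genes of the stress response, *Atf3* had 0.00392 ± 0.00679 CP10K in wild-type and 0.101 ± 0.0585 CP10K in *SIRT7*-/- hepatocyte 1-like cells (SD, n = 3), a log2 fold change of 1.42 (limma adjusted p = 0.466), and a log2 fold change of 1.11 (limma adjusted p = 0.637) in hepatocyte 2-like cells. At these levels few molecules were counted. *Ddit3* changed by 0.40 and 1.16 and *Hspa5* by -1.60 and -0.24 in the same classes. *Myc* changed by -0.29 in hepatocyte 2-like cells and was too low to be tested in hepatocyte 1-like cells. None passed the threshold in limma.

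Lists of S phase and G2/M phase genes moved in several classes, in both directions (median log2 fold change relative to all genes, limma's camera). They were higher in *SIRT7*-/- T-like cells, with 33 of 39 S phase (0.71, adjusted p = 2.7e-11, exact permutation p = 0.1) and 44 of 48 G2/M phase genes (1.08, adjusted p = 1.6e-18, exact permutation p = 0.1), and in dendritic-like cells, with 32 of 37 S phase (0.49, adjusted p = 1.3e-06, exact permutation p = 0.2) and 45 of 48 G2/M phase genes (0.62, adjusted p = 1.3e-08, exact permutation p = 0.4). They were lower in macrophage-like cells, with 28 of 37 S phase (-0.40, adjusted p = 0.00690, exact permutation p = 0.5) and 43 of 46 G2/M phase genes (-0.60, adjusted p = 1.3e-06, exact permutation p = 0.3). Plasma B-like cells had 26 of 29 G2/M phase genes higher (0.64, limma's camera adjusted p = 1.1e-05), and the S phase list there (adjusted p = 0.0854 from limma) and both lists in endothelial-like cells (adjusted p = 0.114 and 0.0641 from limma) did not pass. None of these passed under fry (smallest adjusted p = 0.528 from limma) or under an estimated correlation (smallest adjusted p = 0.569 from limma). Splits as large, for S phase and G2/M phase in turn, numbered 1 and 1 in T-like, 2 and 4 in dendritic-like, 6 and 3 in macrophage-like, 2 and 4 in hepatocyte 1-like, 8 and 4 in hepatocyte 2-like and 7 and 4 over all hepatocyte-like cells, so that chance cannot be excluded, and no other explanation was tested. As shares of the cells of a mouse, B-like cells were 1.79 ± 0.165% in wild-type and 0.695 ± 0.336% in *SIRT7*-/- mice and endothelial-like cells 8.37 ± 3.10% and 2.50 ± 0.992% (SD, n = 3; exact permutation p = 0.1 for each, the smallest possible). For the other classes the exact permutation p was 0.2 or more. The shares depend on each digestion and on how the cells were mixed.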
